# Transcripts with high distal heritability mediate genetic effects on complex metabolic traits

**DOI:** 10.1038/s41467-025-61228-9

**Published:** 2025-07-01

**Authors:** Anna L. Tyler, J. Matthew Mahoney, Mark P. Keller, Candice N. Baker, Margaret Gaca, Anuj Srivastava, Isabela Gerdes Gyuricza, Madeleine J. Braun, Nadia A. Rosenthal, Alan D. Attie, Gary A. Churchill, Gregory W. Carter

**Keywords:** Gene expression, Genetic interaction, Obesity

## Abstract

Although many genes are subject to local regulation, recent evidence suggests that complex distal regulation may be more important in mediating phenotypic variability. To assess the role of distal gene regulation in complex traits, we combine multi-tissue transcriptomes with physiological outcomes to model diet-induced obesity and metabolic disease in a population of Diversity Outbred mice. Using a novel high-dimensional mediation analysis, we identify a composite transcriptome signature that summarizes genetic effects on gene expression and explains 30% of the variation across all metabolic traits. The signature is heritable, interpretable in biological terms, and predicts obesity status from gene expression in an independently derived mouse cohort and multiple human studies. Transcripts contributing most strongly to this composite mediator frequently have complex, distal regulation distributed throughout the genome. These results suggest that trait-relevant variation in transcription is largely distally regulated, but is nonetheless identifiable, interpretable, and translatable across species.

## Abstract (web summary)

Distal gene regulation is increasingly recognised as a major contributor to complex trait variability. Here, the authors show that a heritable, biologically interpretable transcriptome signature driven by distal regulation predicts metabolic traits across mice and humans.

## Introduction

Evidence from genome-wide association studies (GWAS) suggests that most heritable variation in complex traits is mediated through regulation of gene expression. The majority of trait-associated variants lie in gene regulatory regions^1–7^, suggesting a relatively simple causal model in which a variant alters the homeostatic expression level of a nearby (local) gene which, in turn, alters a trait. Statistical methods such as transcriptome-wide association studies (TWAS)^8–11^ and summary data-based Mendelian randomization (SMR)^10^ have used this idea to identify genes associated with multiple disease traits^12–15^. However, despite the great promise of these methods, explaining trait effects with local gene regulation has been more difficult than initially assumed^16,17^. Although trait-associated variants typically lie in non-coding, regulatory regions, these variants often have no detectable effects on gene expression^16^ and tend not to co-localize with expression quantitative trait loci (eQTLs)^17,18^. These observations suggest that the relationship among genetic variants, gene expression, and organism-level traits is more complex than the simple, local model.

In recent years the conversation around the genetic architecture of common disease traits has been addressing this complexity, and there is increased interest in more distant (distal) genetic effects as potential drivers of trait variation^15,18–21^. In general, distal effects are defined as being greater than 4 or 5Mb away from the transcription start site of a given gene. We use the terms local and distal rather than *cis* and *trans* because *cis* and *trans* have specific biochemical meanings^22^, whereas local and distal are defined only by genomic position. The importance of distal genetic effects is proposed in the omnigenic model, which posits that trait-driving genes are cumulatively influenced by many distal variants. In this view, the heritable transcriptomic signatures driving clinical traits are an emergent state arising from the myriad molecular interactions defining and constraining gene expression. Consistent with this view, it has been suggested that part of the difficulty in explaining trait variation through local eQTLs may arise in part because gene expression is not measured in the appropriate cell types^16^, or cell states^23^, and thus local eQTLs influencing traits cannot be detected in bulk tissue samples. This context dependence emphasizes the essential role of complex regulatory and tissue networks in mediating variant effects. The mechanistic dissection of complex traits in this model is more challenging because it requires addressing network-mediated effects that are weaker and greater in number. However, the comparative importance of distal effects over local effects is currently only conjectured and challenging to address in human populations.

To assess the role of wide-spread distal gene regulation in the genetic architecture of complex traits, we used genetically diverse mice as a model system. In mice we can obtain simultaneous measurements of the genome, transcriptome, and phenome in all individuals. We used diet-induced obesity and metabolic disease as an archetypal example of a complex trait. In humans, these phenotypes are genetically complex with hundreds of variants mapped through GWAS^24,25^ that are known to act through multiple tissues^26,27^. Likewise in mice, metabolic traits are also genetically complex^28^ and synteny analysis implicates a high degree of concordance in the genetic architecture between species^12,28^. Furthermore, in contrast to humans, in mice we have access to multiple disease-relevant tissues in the same individuals with sufficient numbers for adequate statistical power.

We generated two complementary data sets: a discovery data set in a large population of Diversity Outbred (DO) mice^29^, and an independent validation data set derived by crossing inbred strains from the Collaborative Cross (CC) recombinant inbred lines^30^ to form CC recombinant inbred intercross (CC-RIX) mice. Animals in populations were maintained on a high-fat, high-sugar diet to model diet-induced obesity and metabolic disease^12^.

The DO population and CC-RIX were derived from the same eight inbred founder strains: five classical lab strains and three strains more recently derived from wild mice^29^, representing three subspecies and capturing 90% of the known variation in laboratory mice^31^. The DO mice are maintained with a breeding scheme that ensures equal contributions from each founder across the genome, thus rendering almost the whole genome visible to genetic inquiry and maximizing power to detect eQTLs^29^. The CC mice were initially intercrossed to recombine the genomes from all eight founders, and then inbred for at least 20 generations to create recombinant inbred lines^30–32^. Because these two populations have common ancestral haplotypes but highly distinct kinship structure, we could directly and unambiguously compare the local genetic effects on gene expression at the whole-transcriptome level while varying the population structure driving distal regulation.

In the DO population, we paired clinically relevant metabolic traits, including body weight and plasma levels of insulin, glucose and lipids^12^, with transcriptome-wide gene expression in four tissues related to metabolic disease: visceral adipose tissue (gonadal fat pad), pancreatic islets, liver, and skeletal muscle. We measured similar metabolic traits in a CC-RIX population and gene expression from three of the four tissues used in the DO: visceral adipose tissue (gonadal fat pad), liver, and skeletal muscle. Measuring gene expression in multiple tissues is critical to adequately assess the extent to which local gene regulation varies across the tissues and whether such variability might account for previous failed attempts to identify trait-relevant local eQTLs. Because the CC-RIX carry the same founder alleles as the DO, the local gene regulation is expected to match between the populations. However, because the alleles are recombined throughout the genome, distal effects are expected to vary from those in the DO, allowing us to directly assess the role of distal gene regulation in driving trait-associated transcript variation. To mechanistically dissect distal effects on metabolic disease, we developed a novel dimension reduction framework called high-dimensional mediation analysis (HDMA) to identify the heritable transcriptomic signatures driving trait variation, which we compared between mouse populations and to human data sets with measured adipose gene expression. Together, these data enable a comprehensive view into the genetic architecture of metabolic disease.

## Results

### Genetic variation contributed to wide phenotypic variation

Although the environment was consistent across the DO mice, the genetic diversity present in this population resulted in widely varying distributions across physiological measurements (Fig. 1). For example, body weights of adult individuals varied from less than the average adult C57BL/6J (B6) body weight to several times the body weight of a B6 adult in both sexes (Males: 18.5–69.1g, Females: 16.0–54.8g) (Fig. 1A). Fasting blood glucose (FBG) also varied considerably (Fig. 1B), although few of the animals had FBG levels that would indicate pre-diabetes (19 animals, 3.8%), or diabetes (7 animals, 1.4%) according to previously developed cutoffs (pre-diabetes: FBG ≥250 mg/dL, diabetes: FBG ≥300, mg/dL)^33^. Males had higher FBG than females on average (Fig. 1C) as has been observed before suggesting either that males were more susceptible to metabolic disease on the high-fat, high-sugar (HFHS) diet, or that males and females may require different FBG thresholds for pre-diabetes and diabetes.

**Fig. 1:**
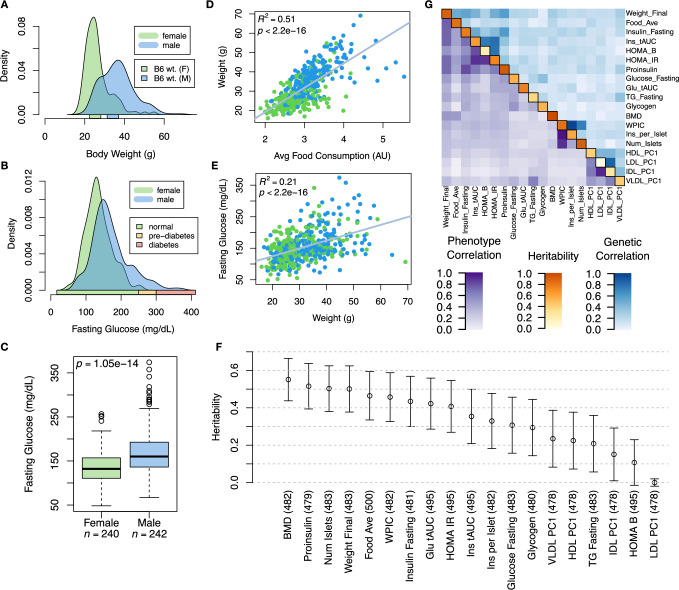
Clinical overview. **A** Distributions of final body weight in female (green) and male (blue) diversity outbred mice. The average B6 female and male adult weights at 24 weeks of age are indicated by green and blue bars respectively on the *x*-axis. **B** Distributions of fasting glucose in female (green) and male (blue) DO mice. Normal (green), pre-diabetic (yellow), and diabetic (red) fasting glucose ranges for mice are shown by colored bars along the *x*-axis. **C** Males (blue *n* = 242) had higher fasting blood glucose on average (mean = 170.0 mg/dL) than females (green *n* = 240, mean = 136) (two-sided Welch’s t test: *t* = 8.02, df = 428.9, 95% CI of difference = 25.4 to 42.0 mg/dL; *p* = 1.05 × 10^−14^). Lines in boxes correspond to the median; lower and upper edges of boxes indicate the first and third quartiles; whiskers indicate the first and third quartiles  ± 1.5 times the interquartile range; dots indicate outliers beyond 1.5 times the interquartile range. **D** The relationship between food consumption and body weight for female (green) and male (blue) DO mice. (Linear regression *R*^2^ = 0.51; beta coefficient = 12.6 ± 0.57 standard error; *t* = 22.2; *p* < 2. 2^−16^). **E** Relationship between body weight and fasting glucose for female (green) and male (blue) DO mice. (Linear regression *R*^2^ = 0.21; beta coefficient = 2.49 ± 0.22 standard error; *t* = 11.34; *p* < 2. 2^−16^). In D and E, blue lines show line of best fit. **F** Data presented are heritability estimates for each physiological trait. Bars show standard error of each estimate. The number of animals used in each estimate is shown in parentheses after each trait name. **G** Correlation structure between pairs of physiological traits. The upper and lower triangle show the Pearson correlation coefficients (*r*) between LOD traces of trait pairs (blue) and trait pairs (purple) respectively. The diagonal (orange) shows the estimated heritability of each trait. BMD - bone mineral density, WPIC - whole pancreas insulin content, Glu tAUC - glucose total area under the curve, HOMA IR - homeostatic measurement of insulin resistance, HOMA B - homeostatic measure of beta cell health, VLDL - very low-density lipoprotein, LDL - low-density lipoprotein, IDL - intermediate density lipoprotein, HDL - high-density lipoprotein, TG - triglyceride. Source data are provided as a Source Data file.

Body weight was strongly positively correlated with food consumption (Fig. 1D; Linear regression *R*^2^ = 0.51; beta coefficient = 12.6 ± 0.57 standard error; *t* = 22.2; *p* < 2. 2^−16^) and FBG (Fig. 1E; Linear regression *R*^2^ = 0.21; beta coefficient = 2.49 ± 0.22 standard error; *t* = 11.34; *p* < 2. 2^−16^) suggesting a link between behavioral factors and metabolic disease. However, the heritability of this trait and others (Fig. 1F) indicates that genetics contribute substantially to correlates of metabolic disease in this population.

The trait correlations (Fig. 1G) showed that most of the metabolic trait pairs were only modestly correlated, which, in conjunction with the trait decomposition (Supplementary Fig. 1), suggests complex relationships among the measured traits and a broad sampling of multiple heritable aspects of metabolic disease including overall body weight, glucose homeostasis, and pancreatic function.

### Distal heritability correlated with phenotype relevance

It is widely assumed that variation in traits is mediated through local regulation of gene expression. To test this assumption, we measured transcriptome-wide gene expression in four tissues–adipose, liver, pancreatic islet, and skeletal muscle–in the DO cohort. (Basic results from a standard eQTL analysis^34^ (Methods) are available in Supplementary Fig. 2). We estimated the local genetic contribution to each transcript as the variance explained by the haplotype probabilities at the genetic marker closest to the gene transcription start site. We estimated the distal heritability as the heritability of the residuals after local haplotype had been accounted for (Methods). Importantly, this estimate was not based on distal eQTL, but rather the unlocalized contribution of the genome after removing the local genetic effect.

Overall, local and distal genetic factors contributed approximately equally to transcript abundance. In all tissues, both local and distal factors explained between 8% and 17% of the variance in the median transcript (Fig. 2A). This 50% contribution of local genetic variation to transcript abundance contrasts with findings in humans in which local variants have been found to explain only 20–30% of total heritability, while distal effects explain the remaining 70–80%^35,36^. This discrepancy may arise due to the high degree of linkage disequilibrium in the DO mice compared to human populations and to the high degree of confidence with which we can estimate ancestral haplotypes in this population. At each position in the mice we can estimate ancestral haplotype with a high degree of accuracy. Haplotype at any given genetic marker captures genomic information from a relatively large genomic region surrounding each marker. In contrast, there is a much higher degree of recombination in human populations and ancestral haplotypes are more numerous and more difficult to estimate than in the mice. Thus in the mice, each marker may capture more local regulatory variation than SNPs or estimated haplotypes capture in humans. It has been found that transcripts with muliple local eQTL have higher local heritability than transcripts with single local eQTL^37^. Because of the high diversity in the DO and the high rates of linkage disequilibrium, it is possible that there are more local variants regulating transcription creating a proportionally larger effect of local regulation.

**Fig. 2:**
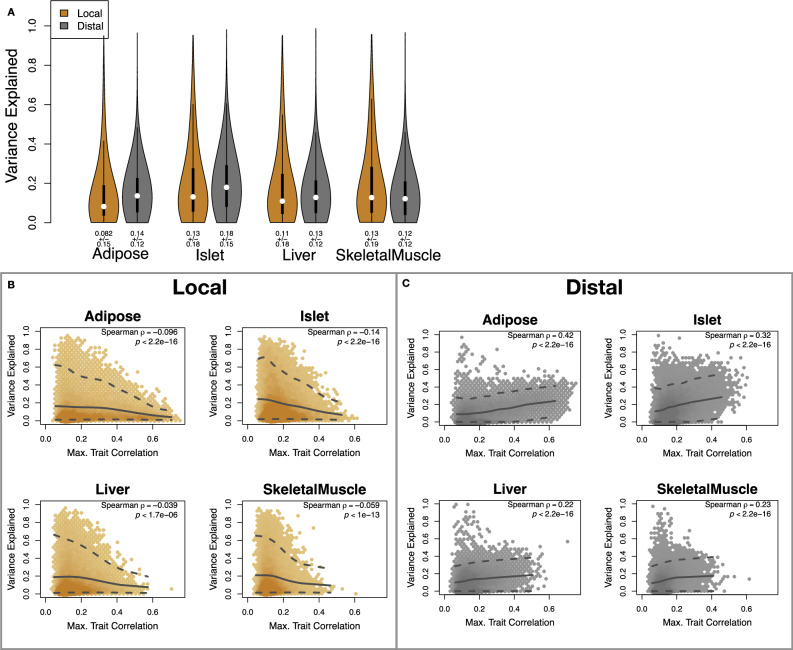
Transcript heritability and trait relevance. **A** Distributions of local (brown) and distal (gray) heritability of transcripts across the four tissues. Overall local and distal factors contribute equally to transcript heritability. Each distribution contains 14102 transcripts. Numbers below distributions indicate the median and standard deviation of each. **B** local (brown) and (**C**) distal (gray) heritability and trait relevance across all four tissues. Here trait relevance is defined as the maximum correlation between the transcript and all traits. The upper and lower dashed line in each panel show the 95th and 5th percentile correlation respectively. The solid line shows the mean trait correlation in transcripts with increasing variance explained either locally (**B**) or distally (**C**). Transcripts that are highly correlated with traits tend to have low local heritability and high distal heritability. All *p* values from Spearman rank correlation tests are two-sided. No adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

To assess the importance of genetic regulation of transcript levels to clinical traits, we compared the local and distal heritabilities of transcripts to their trait relevance. We defined trait relevance for a transcript as its maximum absolute Spearman correlation coefficient (*ρ*) across all traits (Methods). The local heritability of transcripts was negatively associated with their trait relevance (Fig. 2B), suggesting that the more local genotype influenced transcript abundance, the less effect this variation had on the measured traits. Conversely, the distal heritability of transcripts was positively associated with trait relevance (Fig. 2C). That is, transcripts that were more highly correlated with the measured traits tended to be distally, rather than locally, heritable. This pattern was consistent across all tissues. This finding is also consistent with previous observations that transcripts with low local heritability explain more expression-mediated disease heritability than transcripts with high local heritability^19^. However, the positive relationship between trait correlation and distal heritability demonstrated further that there are diffuse genetic effects throughout the genome converging on trait-related transcripts.

### High-Dimensional Mediation Analysis identified a high-heritability composite trait that was mediated by a composite transcript

The above univariate analyses establish the importance of distal heritability for trait-relevant transcripts. However, the number of transcripts dramatically exceeds the number of phenotypes. Thus, we expect the heritable, trait-relevant transcripts to be highly correlated and organized according to coherent, biological processes representing the mediating endophenotypes driving clinical trait variation. To identify these endophenotypes in a theoretically principled way, we developed a novel dimension-reduction technique, high-dimension mediation analysis (HDMA), that uses the theory of causal graphical models to identify a transcriptomic signature that is simultaneously 1) highly heritable, 2) strongly correlated to the measured phenotypes, and 3) conforms to the causal mediation hypothesis (Fig. 3). In HDMA, we first use a linear mapping called kernelization to dimension-reduce the genome, transcriptome, and phenome to kernel matrices *G*_*K*_, *T*_*K*_ and *P*_*K*_ respectively, which each have the dimensions *n* × *n* where *n* is the number of individuals (Methods). These kernel matrices describe the relationships among the individual mice in genome space, transcriptome space, and phenome space and ensure that these three omic spaces have the same dimensions, and thus the same weight in the analysis. If not dimension-reduced, the transcriptome would outweigh the phenome in the model. We then projected these *n* × *n*-dimensional kernel matrices onto one-dimensional scores–a composite genome score (*G*_*C*_), a composite transcriptome score (*T*_*C*_), and a composite phenome score (*P*_*C*_)–and used the univariate theory of mediation to constrain these projections to satisfy the hypotheses of perfect mediation, namely that upon controlling for the transcriptomic score, the genome score is uncorrelated to the phenome score. A complete mathematical derivation and implementation details for HDMA are available in the Methods.

**Fig. 3:**
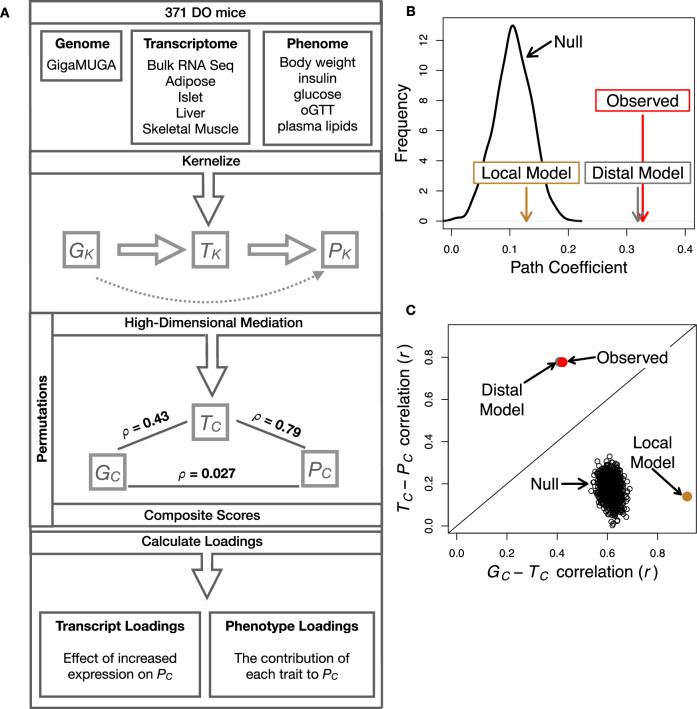
High-dimensional mediation. **A** Workflow indicating major steps of high-dimensional mediation. The genotype, transcriptome, and phenotype matrices were kernelized to yield single matrices representing the relationships between all individuals for each data modality (*G*_*K*_ = genome kernel, *T*_*K*_  =  transcriptome kernel; *P*_*K*_  = phenome kernel). High-dimensional mediation was applied to these matrices to maximize the direct path *G* → *T* → *P*, the mediating pathway (arrows), while simultaneously minimizing the direct *G* → *P* pathway (dotted line). The composite vectors that resulted from high-dimensional mediation were *G*_*C*_, *T*_*C*_, and *P*_*C*_. The partial correlations *ρ* between these vectors indicated perfect mediation. Transcript and trait loadings were calculated as described in the methods. **B** The null distribution of the path coefficient derived from 10,000 permutations. Comparisons are shown to the observed path coefficient (red) the path coefficient using a distal-only model (gray) and the path coefficient using the local-only model (brown). **C**. The null distribution of the *G*_*C*_-*T*_*C*_ correlation vs. the *T*_*C*_-*P*_*C*_ correlation. Comparisons are shown to the observed values (red), and those derived from the distal-only model (gray) and the local-only model (brown). Source data are provided as a Source Data file.

Using HDMA we identifed the major axis of variation in the transcriptome that was consistent with mediating the effects of the genome on metabolic traits (Fig. 3). Figure 3A shows the partial correlations (*ρ*) between the pairs of these composite vectors. The partial correlation between *G*_*C*_ and *T*_*C*_ was 0.43, and the partial correlation between *T*_*C*_ and *P*_*C*_ was 0.79. However, when the transcriptome was taken into account, the partial correlation between *G*_*C*_ and *P*_*C*_ was effectively zero (0.027). *P*_*C*_ captured 30% of the overall trait variance, and its estimated heritability was 0.71  ± 0.084, which was higher than any of the measured traits (Fig. 1F). Thus, HDMA identified a maximally heritable metabolic composite trait and a highly heritable component of the transcriptome that are correlated as expected in the perfect mediation model.

As discussed in the Methods, HDMA is related to a generalized form of canonical correlation analysis (CCA). Standard CCA is prone to over-fitting because in any two large matrices it can be trivial to identify highly correlated composite vectors^38^. To assess whether our implementation of HDMA was similarly prone to over-fitting in a high-dimensional space, we performed permutation testing. We permuted the individual labels on the transcriptome matrix 10,000 times and recalculated the path coefficient, which is the correlation of *G*_*C*_ and *T*_*C*_ multiplied by the correlation of *T*_*C*_ and *P*_*C*_. This represents the strength of the path from *G*_*C*_ to *P*_*C*_ that is putatively mediated through *T*_*C*_. The permutations preserved the correlation between the genome and phenome, but broke the correlations between the genome and the transcriptome, as well as between the transcriptome and the phenome. We could thus test whether, given a random transcriptome, HDMA would overfit and identify apparently mediating transcriptomic signatures in random data. The null distribution of the path coefficient is shown in Fig. 3B, and the observed path coefficient from the original data is indicated by a red arrow. The observed path coefficient was well outside the null distribution generated by permutations (empirical *p* < 10^−16^). Figure 3C illustrates this observation in more detail. Although we identified high correlations between *G*_*C*_ and *T*_*C*_, and modest correlations between *T*_*C*_ and *P*_*C*_ in the null data (Fig. 3C), these two values could not be maximized simultaneously in the null data. In contrast, the red dot shows that in the real data both the *G*_*C*_-*T*_*C*_ correlation and the *T*_*C*_-*P*_*C*_ correlation could be maximized simultaneously suggesting that the path from genotype to phenotype through the transcriptome is highly non-trivial and is identifiable in this case.

To test whether the presence of local eQTLs affected the result, we generated two additional transcriptomic kernel matrices. We generated a local-effects only kernel using only locally determined gene expression and a distal-effects only kernel using only distally determined gene expression, i.e., the effects of local haplotype were regressed out. The path coefficient identified using the local kernel was not significantly different from the null (Fig. 3B), suggesting that locally determined gene expression does not mediate the effects of the genome on the phenome. In contrast, the path coefficient identified using the distal kernel, was highly significant and indistinguishable from that identified using the full transcriptome.

Further, the *G*_*C*_-*T*_*C*_ and *T*_*C*_-*P*_*C*_ correlations derived from the distal kernal were indistinguishable from those derived from the original transcriptomic kernel. In contrast, the *G*_*C*_-*T*_*C*_ correlation derived with the local kernel was high (Pearson correlation *r* = 0.92), reflecting the fact that the local transcriptomic kernel was derived directly from local haplotypes. The *T*_*C*_-*P*_*C*_ correlation, however, was low (Pearson correlation *r* = 0.14), suggesting that the these locally derived transcripts were not highly related to phenotype. In other words, mice that shared many local eQTL were not highly similar in trait space. Taken together, these results suggest that composite vectors derived from the measured transcriptomic kernel represent genetically determined variation in phenotype that is mediated through genetically determined variation in transcription, and that this genetically deremined variation in transcription is largely driven by distal factors.

### Body weight and insulin resistance were highly represented in the expression-mediated composite trait

Each composite score is a weighted combination of the measured variables. The magnitude and sign of the weights, called loadings, correspond to the relative importance and directionality of each variable in the composite score. The loadings of each measured trait onto *P*_*C*_ indicate how much each contributed to the composite phenotype. Body weight (Weight_Final) contributed the most (Fig. 4A), followed by homeostatic insulin resistance (HOMA_IR) and fasting plasma insulin levels (Insulin_Fasting). We can thus interpret *P*_*C*_ as an index of metabolic disease (Fig. 4B). Individuals with high values of *P*_*C*_ had a higher metabolic disease index (MDI) and greater metabolic disease, including higher body weight and higher insulin resistance. We refer to *P*_*C*_ as MDI going forward. Traits contributing the least to MDI were measures of cholesterol and pancreas composition. Thus, when we interpret the transcriptomic signature identified by HDMA, we are explaining primarily the putative transcriptional mediation of body weight and insulin resistance, as opposed to cholesterol measurements.

**Fig. 4:**
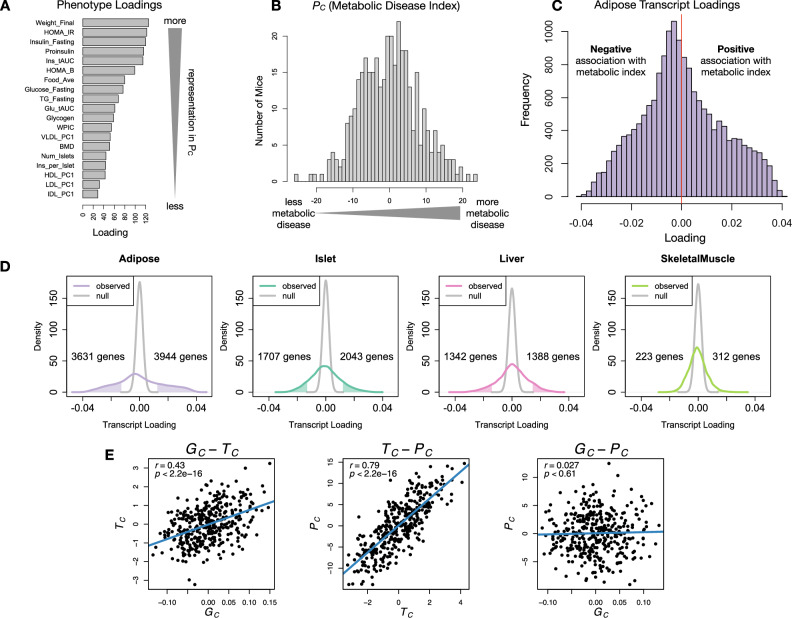
Interpretation of loadings. **A**. Loadings across traits. Body weight and insulin resistance contributed the most to the composite trait. **B**. Phenotype scores across individuals. Individuals with large positive phenotype scores had higher body weight and insulin resistance than average. Individuals with large negative phenotype scores had lower body weight and insulin resistance than average. **C**. Distribution of transcript loadings in adipose tissue (purple). For transcripts with large positive loadings, higher expression was associated with higher phenotype scores. For transcripts with large negative loadings, higher expression was associated with lower phenotype scores. **D**. Distributions of loadings across tissues compared to null distributions. Shaded areas represent loadings that were more extreme than the null distribution. Numbers indicate how many transcripts had loadings above and below the extremes of the null. Transcripts in adipose tissue (purple) had the most extreme loadings indicating that transcripts in adipose tissue were the best mediators of the genetic effects on body weight and insulin resistance. **E**. Scatter plots showing correlations between composite vectors for the genome (*G*_*C*_), the transcriptome (*T*_*C*_), and the phenome (*P*_*C*_). The *G*_*C*_ - *T*_*C*_ association was significant (Linear regression *R*^2^  = 0.18; beta coefficient = 7.8 ± 0.86 standard error; *t* = 9.03; *p* < 2. 2^−16^). The *T*_*C*_ - *P*_*C*_ association was significant (Linear regression *R*^2^ = 0.62; beta coefficient = 3.1 ± 0.13 standard error; *t* = 24.4; *p* < 2. 2^−16^). There is no association between *G*_*C*_ and *P*_*C*_ (Linear regression *R*^2^ = 7.1 × 10^4^; beta coefficient = 2.0 ± 3.8 standard error; *t* = 0.51; *p* = 0.61). This correlation structure is consistent with perfect mediation. Blue lines show lines of best fit. Source data are provided as a Source Data file.

### High-loading transcripts had low local heritability, high distal heritability, and were linked mechanistically to obesity

We interpreted large loadings onto transcripts as indicating strong mediation of the effect of genetics on MDI. Large positive loadings indicate that higher expression was associated with a higher MDI (i.e., higher risk of obesity and metabolic disease on the HFHS diet) (Fig. 4C–E). Conversely, large negative loadings indicate that high expression of these transcripts was associated with a lower MDI (i.e., lower risk of obesity and metabolic disease on the HFHS diet) (Fig. 4C–E). Figure 4D compares the observed transcript loading distributions to null distributions and indicates how many transcripts in each tissue had large positive and negative loadings. A direct comparison of the tissues can be seen in Supplementary Fig. 3. We used gene set enrichment analysis (GSEA)^39,40^ to look for biological processes and pathways that were enriched at the top and bottom of this list (Methods).

In adipose tissue, both GO processes and KEGG pathway enrichments pointed to an axis of inflammation and metabolism (Supplementary Figs. 4 and 5). GO terms and KEGG pathways associated with inflammation were positively associated with MDI, indicating that increased expression in inflammatory pathways was associated with a higher burden of disease. It is well established that adipose tissue in obese individuals is inflamed and infiltrated by macrophages^41–45^, and the results here suggest that this may be a dominant heritable component of metabolic disease.

The strongest negative enrichments in adipose tissue were related to mitochondial activity in general, and thermogenesis in particular (Supplementary Figs. 4 and 5). Genes in the KEGG oxidative phosphorylation pathway were almost universally negatively loaded in adipose tissue, suggesting that increased expression of these genes was associated with reduced MDI (Supplementary Fig. 6). Consistent with this observation, it has been shown previously that mouse strains with greater thermogenic potential are also less susceptible to obesity on an obesigenic diet^46^.

Transcripts associated with the citric acid cycle as well as the catabolism of the branched-chain amino acids (valine, leuceine, and isoleucine) were strongly enriched with negative loadings in adipose tissue (Supplementary Figs. 5, 7 and 8). Expression of genes in both pathways (for which there is some overlap) has been previously associated with insulin sensitivity^12,47,48^, suggesting that heritable variation in regulation of these pathways may influence risk of insulin resistance.

Looking at the 10 most positively and negatively loaded transcripts from each tissue, it is apparent that transcripts in the adipose tissue had the largest loadings, both positive and negative (Fig. 5A bar plot). This suggests that much of the effect of genetics on body weight and insulin reisistance is mediated through gene expression in adipose tissue. This finding does not speak to the relative importance of tissues not included in this study, such as brain, in which transcriptional variation may mediate a large portion of the genetic effect on obesity^49^. The strongest loadings in liver and pancreas were comparable, and those in skeletal muscle were the weakest (Fig. 5A), suggesting that less of the genetic effects were mediated through transcription in skeletal muscle. Heritability analysis showed that transcripts with the largest loadings had higher distal heritability (31.8%) than local heritability (5%) (Fig. 5A) (two-sided Welch’s t-test *t* = 16.4; df = 100.2; difference 95% CI = 0.24 to 0.30; *p* < 2. 2^−16^). We also performed TWAS in this population by imputing transcript levels for each gene based on local genotype only and correlating the imputed transcript levels with each trait. In contrast to HDMA, the TWAS procedure (Fig. 5B) tended to nominate transcripts with lower loadings, higher local heritability (15%), and lower distal heritability (20%) (two-sided Welch’s t-test *t* = 1.9; df = 151.7; difference 95% CI = −0.002 to 0.1; *p* = 0.77). Finally, we focused on transcripts with the highest local heritability in each tissue (Fig. 5C). This procedure selected transcripts with low loadings on average, consistent with our findings above that high local heritability was associated with low trait correlations (Fig. 2B).

**Fig. 5:**
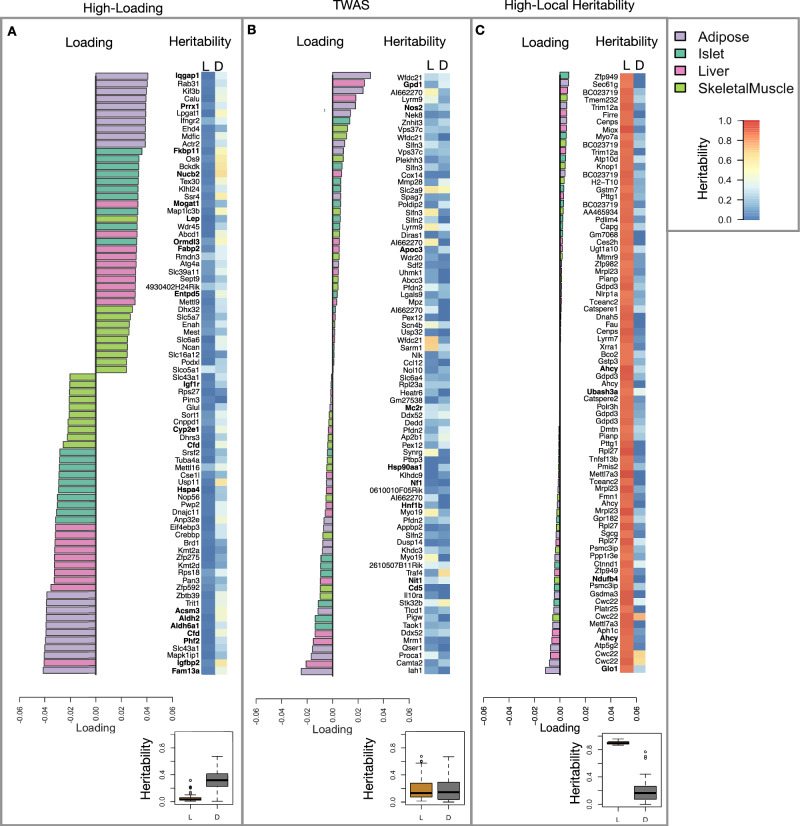
Transcripts with high loadings have high distal heritability and literature support. Each panel has a bar plot showing the loadings of transcripts selected by different criteria. Bar color indicates the tissue of origin. The heat map shows the local (L - left) and distal (D - right) heritability of each transcript. **A** Loadings for the 10 transcripts with the largest positive loadings and the 10 transcripts with the largest negative loadings for each tissue. Mean distal heritability (31.8%) was significantly higher than mean local heritability (5%) (two-sided Welch’s t-test *t* = 16.4; df = 100.2; difference 95% CI = 0.24 to 0.30; *p* < 2. 2^−16^). **B** Loadings of TWAS candidates with the 10 largest positive correlations with traits and the largest negative correlations with traits across all four tissues. Mean local (15%) and distal (20%) heritability were not significantly different for this group of transcripts (two-sided Welch’s t-test *t* = 1.9; df = 151.7; difference 95% CI = −0.002 to 0.1; *p* = 0.77). **C** The transcripts with the largest local heritability (top 20) across all four tissues. Mean local heritability (90%) was significantly higher than mean distal heritability (15%) of these genes (two-sided Welch’s *t* = 45.0; df = 82.0; difference 95% CI = 0.72 to 0.78; *p* < 2. 2^−16^). Lines in boxes correspond to the median; lower and upper edges of boxes indicate the first and third quartiles; whiskers indicate the first and third quartiles  ± 1.5 times the interquartile range; dots indicate outliers beyond 1.5 times the interquartile range. All *p* values derived from two-sided Welch’s t-test and are not adjusted for multiple comparisons. Source data are provided as a Source Data file.

We performed a literature search for the genes in each of these groups along with the terms diabetes, obesity, and the name of the expressing tissue to determine whether any of these genes had previous tissue-specific associations with metabolic disease in the literature (Methods). Multiple genes in each group had been previously associated with obesity and diabetes in the represented tissue (Fig. 5 bolded gene names). Genes with high loadings were most highly enriched for previous literature support. They were 2.2 times more likely than TWAS hits and 4 times more likely than genes with high local heritability to be previously associated with obesity or diabetes.

### Tissue-specific transcriptional programs were associated with metabolic traits

Clustering of transcripts with top loadings in each tissue showed tissue-specific functional modules associated with obesity and insulin resistance (Fig. 6A) (Methods). The clustering highlights the importance of immune activation, particularly in adipose tissue. The mitosis cluster had large positive loadings in three of the four tissues potentially suggesting system-wide proliferation of immune cells. Otherwise, all clusters were strongly loaded in only one or two tissues. For example, the lipid metabolism cluster was loaded most heavily in liver. The positive loadings suggest that high expression of these genes, particularly in the liver, was associated with increased metabolic disease. This cluster included the gene *Pparg*, whose primary role is in the adipose tissue where it is considered a master regulator of adipogenesis^50^. Agonists of *Pparg*, such as thiazolidinediones, are FDA-approved to treat type II diabetes, and reduce inflammation and adipose hyptertrophy^50^. Consistent with this role, the loading for *Pparg* in adipose tissue was negative, suggesting that higher expression was associated with leaner mice (Fig. 6B). In contrast, *Pparg* had a large positive loading in liver (Fig. 6B), where it is known to play a role in the development of hepatic steatosis, or fatty liver. Mice that lack *Pparg* specifically in the liver, are protected from developing steatosis and show reduced expression of lipogenic genes^51,52^. Overexpression of *Pparg* in the livers of mice with a *Ppara* knockout, causes upregulation of genes involved in adipogenesis^53^. In the livers of both mice and humans high *Pparg* expression is associated with hepatocytes that accumulate large lipid droplets and have gene expression profiles similar to that of adipocytes^54,55^. The local and distal heritability of *Pparg* is low in adipose tissue suggesting its expression in this tissue is highly constrained in the population (Fig. 6B). However, the distal heritability of *Pparg* in liver is relatively high suggesting it is complexly regulated and has sufficient variation in this population to drive variation in phenotype. Both local and distal heribatility of *Pparg* in the islet are relatively high, but the loading is low, suggesting that variability of expression in the islet does not drive variation in MDI. These results highlight the importance of tissue context when investigating the role of heritable transcript variability in driving phenotype. Gene lists for all clusters with tissue-specific loadings are available in Supplementary Data 1.

**Fig. 6:**
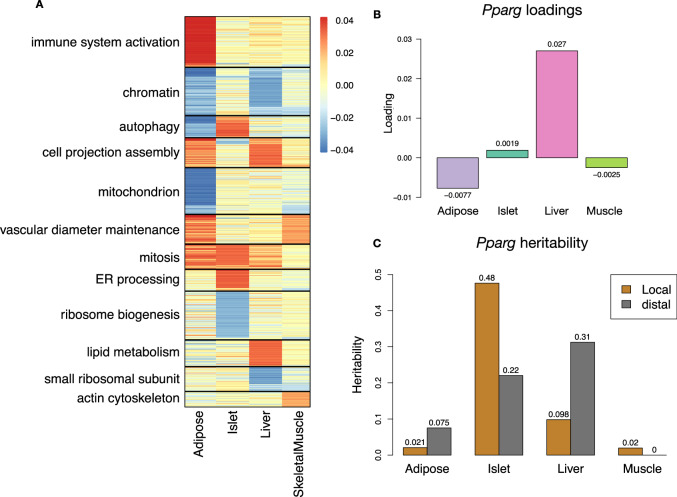
Tissue-specific transcriptional programs are associated with obesity and insulin resistance. **A** Heat map showing the loadings of all transcripts with loadings greater than 2.5 standard deviations from the mean in any tissue. The heat map was clustered using *k* medoid clustering. Functional enrichments of each cluster are indicated along the left margin. **B** Loadings for *Pparg* in different tissues indicated by color. **C** Local (brown) and distal (gray) of *Pparg* expression in different tissues. Source data are provided as a Source Data file.

### Gene expression, but not local eQTLs, predicted body weight in an independent population

To test whether the transcript loadings identified in the DO could be translated to another population, we tested whether they could predict metabolic phenotypes in an independent population of CC-RIX mice, which were F1 mice derived from multiple pairings of Collaborative Cross (CC)^32,56–58^ strains (Fig. 7) (Methods). 

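The liver RNA-seq data of the CC-RIX mice were analysed here, and the adipose tissue, skeletal muscle, genotype and body weight data were not used here. Polyadenylated RNA from the livers of 705 CC-RIX mice of 20 strains was sequenced as 100 bp read pairs, with 1 library per mouse. Each strain is named by its CC parents, as in CC075_CC042. By the sample labels, 471 mice were untreated, 235 on the HFHS diet with 44% fat and 236 on the control diet with 10% fat. The other 234 mice received metformin, a drug that lowers blood glucose, at 5 mg/mL from 7 months of age, and were 12 months old. The paper does not mention metformin, so the values beside its conclusions come from the 471 untreated mice alone, 236 females and 235 males. The paper counts 466 CC-RIX mice, 234 females and 232 males, and gives their number per strain without a list of the mice, so all 471 were used. The ages of the untreated mice, which were sacrificed in 2 age cohorts, were not used here. The library numbers in the labels fall into 3 runs, called library blocks here, with 335, 67 and 69 untreated mice.

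The authors combined both reads of each pair and aligned them as single-end reads to a transcriptome of the founder strains, and EMASE, in the GBRS package, estimated the number of reads per gene. They deposited these estimated counts for 19129 genes as whole numbers, and a variance stabilizing transform (VST) of them. The genome build is not given in the sources used here. Of the 19046 genes also present in GENCODE M21, the annotation of GRCm38, 18863 had the same chromosome and a start within 10000 bases. The total count per mouse was between 25323210 and 85351041, with a median of 48734528 over all mice. In untreated females, the median was 47181363 (33167894 to 73148713, n = 119) on the control diet and 48986411 (34704510 to 76116278, n = 117) on the HFHS diet. In untreated males, it was 49962353 (34220536 to 73395430, n = 117) and 51097104 (35194087 to 85351041, n = 118). With metformin, the medians in females were 48140568 (34081566 to 68797084, n = 57) on the control diet and 47766019 (25323210 to 66820718, n = 59) on the HFHS diet. Those in males with metformin were 47384605 (36118495 to 72361229, n = 59) and 49229942 (40261952 to 73375474, n = 59). The paper states a target of 30M read pairs. Both reads of a pair could be counted, and the median total count divided by 2 is 24.4M. The values here use the deposited counts.

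From there, the counts were tested with edgeR's quasi-likelihood test after TMM normalization, with strain, sex and diet in the design. The tests of untreated mice covered the 16293 genes with at least 10 counts in at least 25% of the mice, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Normalized values of single genes are given as TMM-normalized CPM. The fold changes of genes with few counts depend most on the method, since limma on the VST values gives smaller changes for them than edgeR.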

We asked whether the loadings identified in the DO mice were relevant to the relationship between the transcriptome and the phenome in the CC-RIX. We predicted body weight (a surrogate for MDI) in each CC-RIX individual using measured gene expression in each tissue and the transcript loadings identified in the DO (Methods). 

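Body weight was not analysed here, and the values given are those of liver expression weighted by the DO loadings. A liver score was computed for each of the 471 untreated CC-RIX mice as the rank normal score of each transcript, taken across mice from the deposited VST values, times its liver loading in Supplementary Data 1, averaged over 728 genes. Supplementary Data 1 holds the loadings of the transcripts of Fig. 6A alone, so the score is a partial form of the predicted MDI. It was divided by its SD across mice. After sex and diet were removed by linear regression, the lowest strain means were -0.579 ± 0.696 (SD, n = 25 mice) in CC075_CC042 and -0.555 ± 0.944 (SD, n = 24) in CC043_CC011. The highest were 0.471 ± 0.865 (SD, n = 24) in CC002_CC075 and 0.406 ± 0.333 (SD, n = 10) in CC009_CC013. Of the mice labelled CC002_CC075, 2 had expression closest to CC024_CC002, with scores of -0.844 and -1.29 after this removal. Of those labelled CC024_CC002, 2 were closest to CC002_CC075, with 1.25 and 0.384. All were kept as labelled, so the means of both strains depend on these labels. The SD between mice of one strain reached 1.08 in CC012_CC002, so the mice of strains at opposite ends of the ranking overlapped. Strain accounted for a share of 0.114 of the variance of the score between mice (omega squared; eta squared was 0.150). In 100000 permutations of the strain labels over mice, no share was as large (p = 1e-05, the smallest these permutations can give; 3e-05 after Benjamini-Hochberg adjustment over the 6 tests of the score). With each strain left out in turn, the share was between 0.0967 and 0.124, and with the library block as a covariate it was 0.128.

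**Figure D1:**
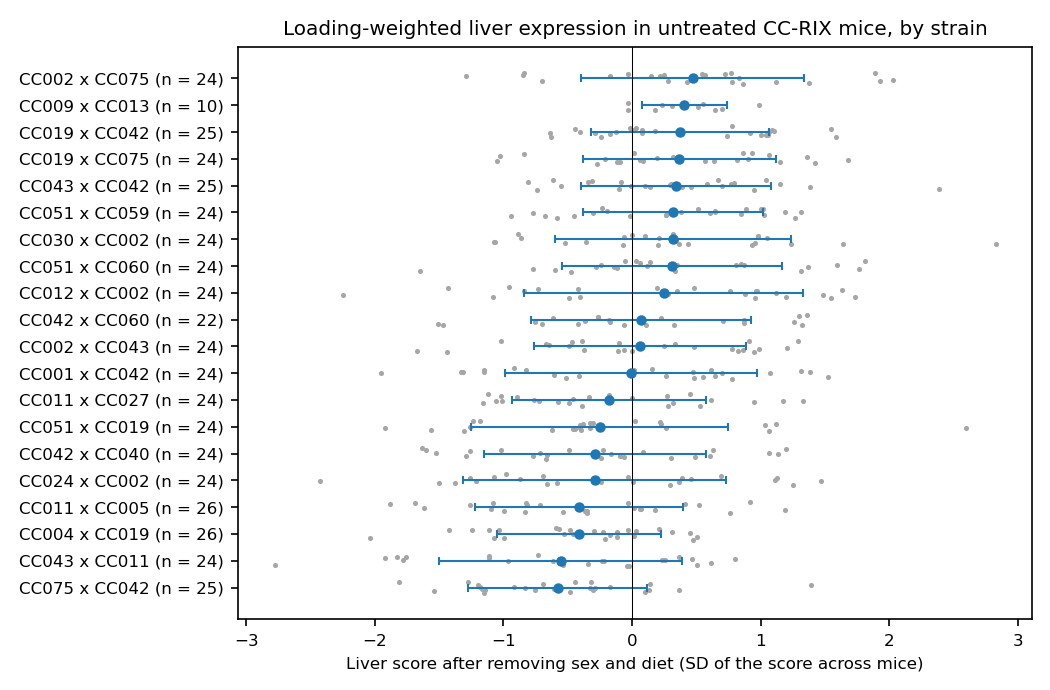
Liver score of each untreated CC-RIX mouse after removal of sex and diet, in SD of the score across mice (x axis), by strain (y axis). Grey dots are mice, and blue dots with bars are the strain mean ± SD. The strain means run from -0.579 in CC075_CC042 to 0.471 in CC002_CC075, and the bars of both strains cross 0.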

The predicted body weight and acutal body weight were highly correlated (Fig. 7B). The best prediction was achieved for adipose tissue, which supports the observation in the DO that adipose expression was the strongest mediator of the genetic effect on MDI. This result also confirms the validity and translatability of the transcript loadings and their relationship to metabolic disease.

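The ranking of the CC-RIX strains by liver score was compared between parts of the gene list. Over 1000 random halvings of the 728 genes, the strain means of the 20 strains from one part had a median Pearson r of 0.946 with those from the other (SD 0.0253 over the halvings). This r describes the list and has no test. Both parts were scored in the same mice, so differences between the sampled mice enter both. It does not show how far the ranking would repeat in other mice.

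The liver loadings from the DO were also set beside the diet response in untreated CC-RIX liver. Across 717 genes of Supplementary Data 1 that passed the count filter, the loading and the log2 fold change of HFHS over control diet had a Spearman rho of 0.510, and 513 genes had the same sign in both. Of 10000 permutations of the loadings over genes, none gave as large a rho (p = 0.0001, the smallest these permutations can give; 0.000133 after Benjamini-Hochberg adjustment over the loadings of 4 tissues). Genes are not independent replicates, so this p treats them as more independent than they are. The rho moved most when the adipose, islet and skeletal muscle loadings of the same genes were used, to 0.186, 0.195 and 0.119. With the 312 genes whose absolute liver loading was at least 0.0159, the smallest of the per-gene maxima over the 4 tissues, it was 0.658, and with each strain left out, by limma on the VST values, it was between 0.495 and 0.533.

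Among the genes with the largest positive liver loadings, *Mogat1*, *Fabp2*, *Atg4a* and *Rmdn3* were higher on the HFHS diet. *Mogat1*, on chromosome 1 of GRCm38 from 78510991 to 78538173, had a loading of 0.0331 and 2.28 ± 2.39 CPM (SD, n = 235 mice) on the HFHS diet against 0.328 ± 0.334 CPM (SD, n = 236) on the control diet. Its log2 fold change was 2.78 (standard error 0.11, adjusted p = 3.09e-82 from edgeR's quasi-likelihood test), with a higher mean on the HFHS diet in 20 of 20 strains. limma on the VST values gave 0.98. The log2 fold changes were 0.43 for *Fabp2*, 0.19 for *Atg4a* and 0.16 for *Rmdn3*, with adjusted p between 3.25e-37 and 6.9e-24 in the same test and the same direction in at least 19 of 20 strains. Of the 100-base stretches of *Atg4a*, 44.2% also occur in the pseudogene *Atg4a-ps*, and *Mogat1*, *Fabp2* and *Rmdn3* overlap genes on the other strand, so their counts could hold reads of those genes. Among the 5 genes with the most negative loadings, *Igfbp2*, *Rps18* and *Kmt2d* were lower on the HFHS diet, with log2 fold changes of -0.18, -0.15 and -0.09 (adjusted p = 0.000338, 1.94e-21 and 0.00025 from edgeR). *Zfp592* and *Pan3* did not differ past the threshold, at -0.03 each (adjusted p = 0.0789 and 0.088 from edgeR).

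From the relation between the predicted MDI and the body weight of the strains in Fig. 7B, which the paper computed from measured transcripts, the paper concludes that the loadings found in the DO translate to CC-RIX mice.

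**Figure D2:**
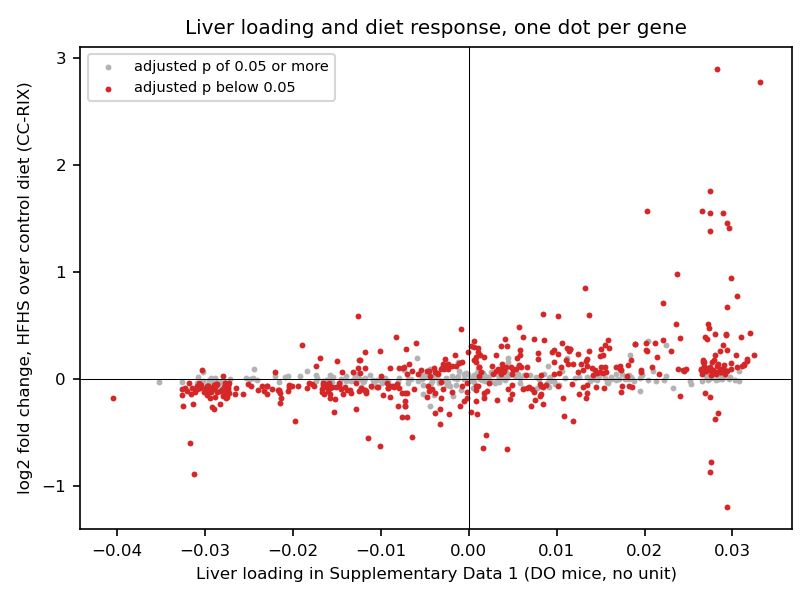
Liver loading in Supplementary Data 1 (x axis, no unit) and log2 fold change of HFHS over control diet in untreated CC-RIX liver (y axis) for 717 genes, 1 dot per gene. Red dots have an adjusted p below 0.05 in edgeR's quasi-likelihood test. Of these genes, 513 lie in the quadrants where both values have the same sign, and *Mogat1* is the dot farthest to the right, at a loading of 0.0331 and a log2 fold change of 2.78.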

**Fig. 7:**
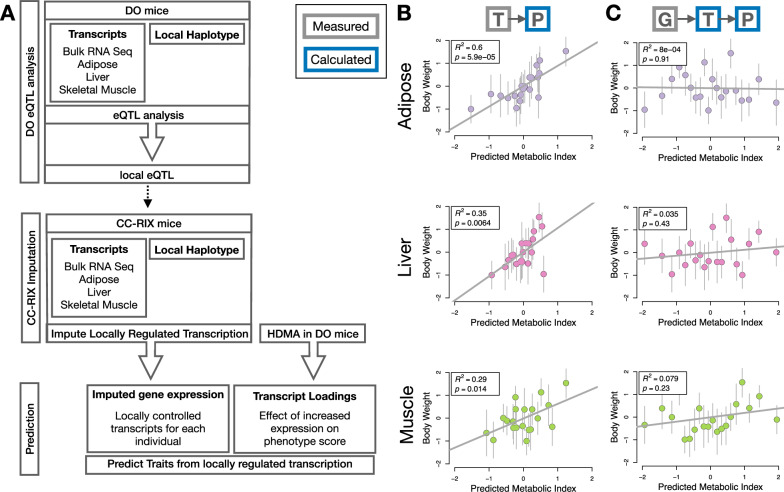
Transcription, but not local genotype, predicts phenotype in the CC-RIX. **A** Workflow showing procedure for translating HDMA results to an independent population of mice. **B** Relationships between the predicted metabolic disease index (MDI) and the mean of the rank normal body weight. In this column, MDI was derived from measured transcripts. Adipose: *R*^2^ = 0.60; beta coefficient = 0.89 ± 0.17 standard error; *t* = 5.21; *p* = 5.9 × 10^−5^. Liver: *R*^2^ = 0.35; beta coefficient = 1.1 ± 0.34 standard error; *t* = 3.1; *p* = 6.4 × 10^−3^. Muscle: *R*^2^ = 0.29; beta coefficient = 0.64 ± 0.24 standard error; *t* = 2.7; *p* = 0.014. **C** In this column, MDI was derived from transcripts imputed from local genotype. Adipose: *R*^2^ = 8.0 × 10^−4^; beta coefficient =  − 0.2 ± 0.16 standard error; *t* = − 0.12; *p* = 0.91. Liver: *R*^2^ = 0.035; beta coefficient = 0.13 ± 0.16 standard error; *t* = 0.81; *p* = 0.43. Muscle: *R*^2^ = 0.079; beta coefficient = 0.19 ± 0.16 standard error; *t* = 1.24; *p* = 0.23. Gray boxes indicate measured quantities and blue boxes indicate calculated quantities. G - genome; T - transcriptome; P - phenome (here MDI). The dots in each panel represent individual CC-RIX strains. Each strain was represented by between 19 and 24 individuals. The gray lines show the standard deviation of mean body weight for the strain. Source data are provided as a Source Data file.

We then investigated the source of the relevant variation in gene expression. If local regulation was the predominant factor influencing trait-relevant gene expression, we should be able to predict phenotype in the CC-RIX using transcripts imputed from local genotype (Fig. 7A). The DO and the CC-RIX were derived from the same eight founder strains and so carry the same alleles throughout the genome. We imputed gene expression in the CC-RIX using local genotype and were able to estimate variation in gene transcription robustly (Supplementary Fig. 9). However, these imputed values failed to predict body weight in the CC-RIX when weighted with the loadings from HDMA. 

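Genotypes and imputed transcripts were not analysed here, and the measured variation between CC-RIX strains is given for liver. Sex and diet were removed from the VST values of each gene by linear regression in the 471 untreated mice, and the share of the remaining variance that lay between strains was taken as omega squared. Over 16293 genes, this strain share had a median of 0.197 (quartiles 0.107 and 0.337). It was above 0.5 for 1814 genes (11.1%) and below 0.1 for 3716 genes (22.8%). The median moved most, to 0.222, when the 11069 genes with a mean of at least 100 counts were used, and was 0.196 with the library block as a covariate. By edgeR's F test of the 19 strain coefficients, 15499 of the 16293 genes differed between strains at an adjusted p below 0.05, and 15289 did with the library block in the fit.

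The largest strain shares were 0.996 for *Gm10076*, 0.993 for *Gm6768* and 0.992 for *Gm13394*. *Gm10076* is a long noncoding RNA gene on chromosome 14 of GRCm38 from 105681828 to 105682211. Its strain means fell into separate groups. They were between 6.64 ± 0.18 log2 CPM (SD, n = 24) and 6.78 ± 0.19 (SD, n = 25) in CC019_CC075, CC002_CC075, CC011_CC005, CC024_CC002 and CC075_CC042. In the other strains they were between -4.44 ± 0.44 (SD, n = 10) in CC009_CC013 and -2.75 ± 1.66 (SD, n = 26) in CC004_CC019. The lowest values of *Gm10076* lie near the floor of the scale. Of its 100-base stretches, 29.5% also occur in *Rpl41*, and the processed pseudogenes *Gm6768* and *Gm13394* share 88.8% and 88.9% of theirs with *Ncoa4* and *Gapdh*, so reads of those genes could have been assigned to them.

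Crosses that share a CC parent had more similar liver expression than crosses that share none. The mean Pearson r between centred strain mean profiles was 0.297 over 44 pairs of crosses with a common parent and -0.158 over 146 pairs with none. This difference of 0.455 was larger than in any of 10000 permutations of the strain names (one-sided p = 0.0001, the smallest these permutations can give). It stayed between 0.440 and 0.468 with each strain left out. Each gene was centred over the strains, which makes the average r over all pairs negative. The negative r of crosses with no common parent therefore does not show opposed expression. Across 717 genes of Supplementary Data 1, the absolute liver loading and the strain share had a Spearman rho of -0.1997 (permutation p = 0.0001, the smallest possible; 0.0004 after Benjamini-Hochberg adjustment over the loadings of 4 tissues, with genes treated as independent). The sign changed with the adipose loadings of the same genes, at a rho of 0.128 (adjusted p = 0.0016 in the same permutation test). The list holds genes with a large loading in any of the 4 tissues, so a small liver loading in it can go with a large loading elsewhere. These values therefore need not hold for genes outside the list. Without genotypes, the strain share does not separate local from distal regulation.

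**Figure D3:**
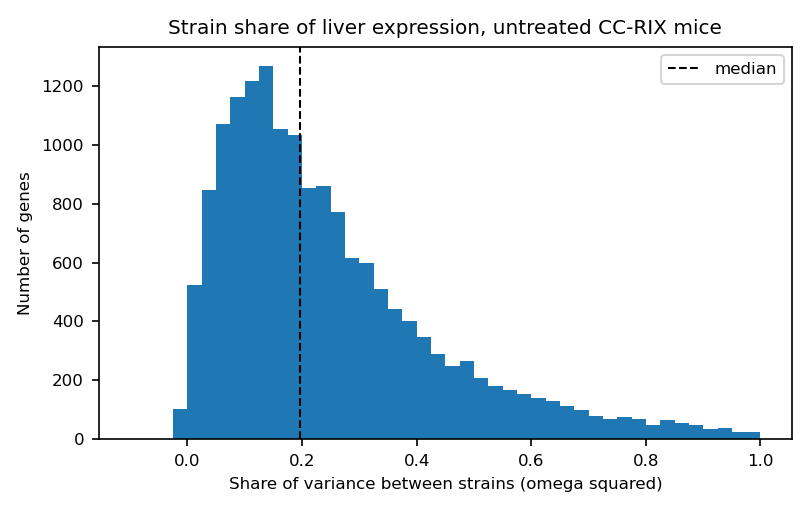
Histogram of the share of variance between strains (x axis, omega squared) over 16293 genes in the livers of 471 untreated CC-RIX mice (y axis, number of genes). The dashed line is the median, 0.197, and 11.1% of genes lie above 0.5.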

(Fig. 7C). This result suggests that local regulation of gene expression is not the primary factor driving heritability of complex traits. It is also consistent with our findings in the DO population that distal heritability was a major driver of trait-relevant gene expression and that high-loading transcripts had comparatively high distal, and low local, heritability.

### Distally heritable transcriptomic signatures suggested variation in composition of adipose tissue and islets

The interpretation of global genetic influences on gene expression and phenotype is potentially more challenging than the interpretation and translation of local genetic influences, as genetic effects cannot be localized to individual gene variants or transcripts. However, there are global patterns across the loadings that can inform mechanism. For example, heritable variation in cell type composition can be inferred from transcript loadings. We observed above that immune activation in the adipose tissue was a highly enriched process correlating with obesity in the DO population. In humans, it has been extensively observed that macrophage infiltration in adipose tissue is a marker of obesity and metabolic disease^59^. To determine whether the immune activation reflected a heritable change in cell composition in adipose tissue in DO mice, we compared loadings of cell-type specific genes in adipose tissue (Methods). The mean loading of macrophage-specific genes was significantly greater than 0 (Holm-adjusted two-sided empirical *p* < 2 × 10^−16^) (Fig. 8A), indicating that obese mice were genetically predisposed to have high levels of macrophage infiltration in adipose tissue in response to the HFHS diet. Loadings for marker genes for other cell types were not statistically different from zero (Adipocytes: *p* = 0.08, Progenitors: *p* = 0.58, Leukocytes: *p* = 0.28; all Holm-adjusted two-sided empirical *p*), indicating that changes in the abundance of those cell types was not a mediator of MDI.

**Fig. 8:**
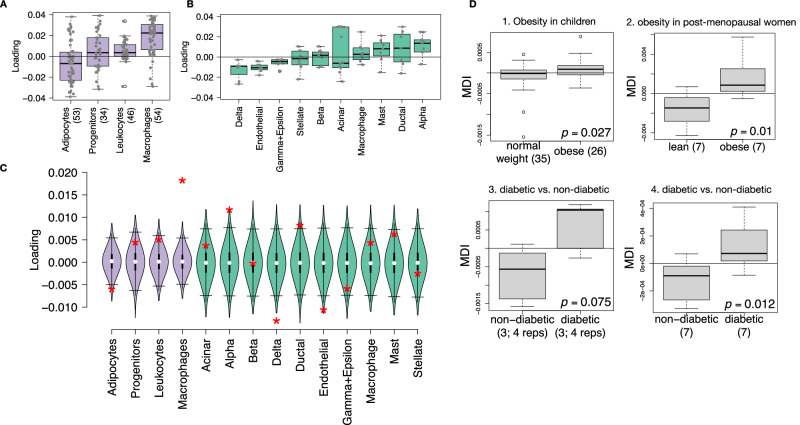
HDMA results translate to humans. **A** Distribution of loadings for cell-type-specific transcripts in adipose tissue (purple). Numbers in parentheses indicate the number of transcripts in each group. **B** Distribution of loadings for cell-type-specific transcripts in pancreatic islets (green). Each box in this panel represents 10 transcripts. **C** Null distributions from 10,000 permutations for the mean loading of randomly selected transcripts in each cell type compared with the observed mean loading of each group of transcripts (red asterisk). Violin plot colors indicate the tissue of each cell type and match (**A** and **B**) (purple = adipose; green = islet) (**D**). Predictions of metabolic disease index (MDI) in four adipose transcription data sets downloaded from GEO. In each study the obese/diabetic patients were predicted to have greater MDI than the lean/non-diabetic patients based on the HDMA results from DO mice. 1) two-sided Welch’s *t* test: *t* = 2.28, df = 58.1, 95% CI of difference = 2.1 × 10^−5^ to 3.2 × 10^−4^ A.U.; *p* = 0.027 2) two-sided Welch’s *t* test: *t* = 3.04, df = 11.84, 95% CI of difference = 9.3 × 10^−4^ to 5.7 × 10^−3^ A.U.; *p* = 0.01 3) linear mixed effects model: fixed effect diabetic = 1.4 × 10^−3^ ± 5.6 × 10^−4^ Std. Error; *t* = 2.4, df = 4, *p* = 0.075 4) two-sided Welch’s *t* test: *t* = 2.95, df = 11.89, 95% CI of difference = 6.8 × 10^−5^ to 4.6 × 10^−4^ A.U.; *p* = 0.012 Lines in boxes correspond to the median; lower and upper edges of boxes indicate the first and third quartiles; whiskers indicate either the minimum and maximum values if no outliers, or the first and third quartiles  ± 1.5 times the interquartile range if there are outliers; dots indicate outliers beyond 1.5 times the interquartile range. The number of patients in each group is indicated by numbers in parentheses with the number of technical replicates (reps) if relevant. No adjustments were made for multiple comparisons. Source data are provided as a Source Data file.

We also compared loadings of cell-type specific transcripts in islet (Methods). The mean loadings for alpha-cell specific transcripts were significantly greater than 0 (Holm-adjusted two-sided empirical *p* = 0.002), while the mean loadings for transcripts specific to delta cells (Holm-adjusted two-sided empirial *p* < 2 × 10^−16^) and endothelial cells (Holm-adjusted two-sided empirical *p* = 0.01) were significantly less than 0 (Fig. 8B). These results suggest that mice with higher MDI inherited an altered cell composition that predisposed them to metabolic disease, or that these compositional changes were induced by the HFHS diet in a heritable way. In either case, these results support the hypothesis that alterations in islet composition drive variation in MDI. Notably, the mean loading for pancreatic beta cell marker transcripts was not significantly different from zero (Holm-adjusted two-sided empirical *p* = 0.95). We stress that this is not necessarily reflective of the function of the beta cells in the obese mice, but rather suggests that any variation in the number of beta cells in these mice was unrelated to obesity and insulin resistance, the major contributors to MDI. This is further consistent with the islet composition traits having small loadings in the phenome score (Fig. 4).

### Heritable transcriptomic signatures translated to human disease

Ultimately, the heritable transcriptomic signatures that we identified in DO mice will be useful if they inform mechanism and treatment of human disease. To investigate the potential for translation of the gene signatures identified in DO mice, we compared them to transcriptional profiles in obese and non-obese human subjects (Methods). We limited our analysis to adipose tissue because the adipose tissue signature had the strongest relationship to obesity and insulin resistance in the DO.

We calculated a predicted MDI for each individual in the human studies based on their adipose tissue gene expression (Methods) and compared the predicted scores for obese and non-obese groups as well as diabetic and non-diabetic groups. In all cases, the predicted MDIs were higher on average for individuals in the obese and diabetic groups compared with the lean and non-diabetic groups (Fig. 8D). This indicates that the distally heritable signature of MDI identified in DO mice is relevant to obesity and diabetes in human subjects.

### Existing therapies are predicted to target mediator gene signatures

Another application of the transcript loading landscape is in ranking potential drug candidates for the treatment of metabolic disease. Although high-loading transcripts may be good candidates for understanding specific biology related to obesity, the transcriptome overall is highly interconnected and redundant. The ConnectivityMap (CMAP) database^60,61^ developed by the Broad Institute allows querying thousands of compounds that reverse or enhance the extreme ends of transcriptomic signatures in multiple different cell types. By identifying drugs that reverse pathogenic transcriptomic signatures, we can potentially identify compounds that have favorable effects on gene expression. To test this hypothesis, we queried the CMAP database through the CLUE online query tool (https://clue.io/query/, version 1.1.1.43) (Methods). We identified top anti-correlated hits across all cell types (Supplementary Figs. 10 and 11). To get more tissue-specific results, we also looked at top results in cell types that most closely resembled our tissues. We looked at results in adipocytes (ASC) as well as pancreatic tumor cells (YAPC) regardless of *p* value (Supplementary Figs. 12 and 13).

The CMAP database identified both known diabetes drugs (e.g., sulfonylureas), as well as drugs that target pathways known to be involved in diabetes pathogenesis (e.g., mTOR inhibitors). These findings help support the mediation model we fit here. Although the composite variables we identified here are consistent with mediation, they do not prove causality. However, the results from CMAP suggest that reversing the transcriptomic signatures we found also reverses metabolic disease phenotypes, which supports a causal role of the transcript levels in driving pathogenesis of metabolic disease. These results thus support the mediation model we identified here and its translation to therapies in human disease.

## Discussion

Here we investigated the relative contributions of local and distal gene regulation in four tissues to heritable variation in traits related to metabolic disease in genetically diverse mice. We found that distal heritability was positively correlated with trait relatedness, whereas high local heritability was negatively correlated with trait relatedness. We used a novel high-dimensional mediation analysis (HDMA) to identify tissue-specific composite transcripts that are predicted to mediate the effect of genetic background on metabolic traits. The adipose-derived composite transcript robustly predicted body weight in an independent cohort of diverse mice with a disparate population structure. It also predicted MDI in four human cohorts. However, gene expression imputed from local haplotype failed to predict body weight in the second mouse population. Taken together, these results highlight the complexity of gene expression regulation in relation to trait heritability and suggest that heritable trait variation is mediated primarily through distal gene regulation.

Our result that distal regulation accounted for most trait-related gene expression differences is consistent with a complex model of genetic trait determination. It has frequently been assumed that gene regulation in *cis* is the primary driver of genetically associated trait variation, but attempts to use local gene regulation to explain phenotypic variation have had limited success^16,17^. In recent years, evidence has mounted that distal gene regulation may be an important mediator of trait heritability^18,19,62,63^. It has been observed that transcripts with high local heritability explain less expression-mediated disease heritability than those with low local heritability^19^. Consistent with this observation, genes located near GWAS hits tend to be complexly regulated^18^. They also tend to be enriched with functional annotations, in contrast to genes with simple local regulation, which tend to be depleted of functional annotations suggesting they are less likely to be directly involved in disease traits^18^. These observations are consistent with principles of robustness in complex systems in which simple regulation of important elements leads to fragility of the system^64–66^. Our results are consistent, instead, with a more complex picture where genes whose expression can drive trait variation are buffered from local genetic variation but are extensively influenced indirectly by genetic variation in the regulatory networks converging on those genes.

Our results are also consistent with the recently proposed omnigenic model, which posits that complex traits are massively polygenic and that their heritability is spread out across the genome^67^. In the omnigenic model, genes are classified either as core genes, which directly impinge on the trait, or peripheral genes, which are not directly trait-related, but influence core genes through the complex gene regulatory network. HDMA explicitly models a central proposal of the omnigenic model which posits that once the expression of the core genes (i.e., trait-mediating genes) is accounted for, there should be no residual correlation between the genome and the phenome. Here, we were able to fit this model and identified a composite transcript that, when taken into account, left no residual correlation between the composite genome and composite phenome scores (Figs. 3A, and 4E).

Unlike in the omnigenic model, we did not observe a clear demarcation between the core and peripheral genes in loading magnitude, but we do not necessarily expect a clear separation given the complexity of gene regulation and the genotype-phenotype map^68^.

An extension of the omnigenic model proposed that most heritability of complex traits is driven by weak distal eQTLs that are potentially below the detection threshold in studies with feasible sample sizes^62^. This is consistent with what we observed here. For example, the gene *Nucb2*, had a high loading in islets and was also strongly distally regulated (65% distal heritability) (Fig. 5). This gene is expressed in pancreatic *β* cells and is involved in insulin and glucagon release^69–71^. Although its transcription was highly heritable in islets, that regulation was distributed across the genome, with no clear distal eQTL (Supplementary Fig. 14). Thus, although distal regulation of some genes may be strong, this regulation is likely to be highly complex and not easily localized.

Individual high-loading transcripts also demonstrated biologically interpretable, tissue-specific patterns. We highlighted *Pparg*, which is known to be protective in adipose tissue^50^ where it was negatively loaded, and harmful in the liver^51–55^, where it was positively loaded. Such granular patterns may be useful in generating hypotheses for further testing, and prioritizing genes as therapeutic targets. The tissue-specific nature of the loadings also may provide clues to tissue-specific effects, or side effects, of targeting particular genes system-wide.

In addition to identifying individual transcripts of interest, the composite transcripts can be used as weighted vectors in multiple types of analysis, such as drug prioritization using gene set enrichment analysis (GSEA) and the CMAP database. In particular, the CMAP analysis identified drugs that have been demonstrated to reverse insulin resistance and other aspects of metabolic disease. This finding supports the hypothesis that HDMA identified transcripts that truly mediate genetic effects on traits. HDMA identifies transcriptional patterns that are consistent with a mediation model, but alone does not prove mediation. However, the finding that these drugs act both on the transcriptional patterns and on the desired traits support the mediation model and the hypothesis that these transcripts play a causal role in pathogenesis of metabolic disease.

Together, our results have shown that both tissue specificity and distal gene regulation are critically important to understanding the genetic architecture of complex traits. We identified important genes and gene signatures that were heritable, plausibly causal of disease, and translatable to other mouse populations and to humans. Finally, we have shown that by directly acknowledging the complexity of both gene regulation and the genotype-to-phenotype map, we can gain a new perspective on disease pathogenesis and develop actionable hypotheses about pathogenic mechanisms and potential treatments.

## Methods

### Statistics and reproducibility

In this study we used two populations of laboratory mice (*Mus musculus*): 1) a population of 482 diversity outbred mice (J:DO, JAX strain#:009376) (*n* = 240 females and *n* = 242 males), and 2) a population of 466 CC-RIX mice (*n* = 234 females, and *n* = 232 males), which were F1 mice derived from crosses of the following JAX strains of Collaborative Cross mice: CC043/GeniUncJ (strain#:023828), CC011/UncJ (strain#018854), CC030/GeniUncJ (strain#:025426), CC002/UncJ (strain#:021236), CC051/TauUncJ (strain#:021897), CC019/TauUncJ (strain#:CC019), CC027/GeniUncJ (strain#:025130), CC012/GeniUncJ (strain#:028409), CC024/GeniUncJ (strain#:021891), CC075/UncJ (strain#:027293), CC005/TauUncJ (strain#:020945), CC059/TauUncJ (strain#:025125), CC001/UncJ (strain#:021238), CC042/GeniUncJ (strain#:020947), CC040/TauUncJ (strain#:023831), CC004/TauUncJ (strain#:020944), CC009/UncJ (strain#:018856), CC013/GeniUncJ (strain#:021892), and CC060/UncJ (strain#:026427). Counts of male and female mice in each strain are available in the Supplementary Data 2. All DO mice were maintained on a high-fat, high-sugar diet. The CC-RIX mice were randomized to a high-fat or a low-fat diet. The diets were different colors, so blinding was not possible. CC-RIX mice were sacrificed in a 6-month cohort and a 12-month cohort. In the DO population, we used sex, DO generation, and DO wave as covariates in all statistical tests. 

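Diet and sex were both related to liver expression in the untreated CC-RIX mice. With strain and sex in the fit, 8242 of 16293 genes differed between the diets at an adjusted p below 0.05 in edgeR's quasi-likelihood test, 4014 higher and 4228 lower on the HFHS diet, and 116 of them by at least 1 on the log2 scale. The count of genes moved most, to 7933, by limma on the VST values without CC011_CC005, CC024_CC002 and CC002_CC075, an alternative chosen after seeing the data. It was 8496 without the count filter and 8103 with the library block in the fit. Among genes past the threshold with a mean log2 CPM of at least 1 and one direction in at least 16 of 20 strains, the largest increase was in *Sema5b*, on chromosome 16 of GRCm38 from 35541145 to 35664732, from 0.835 ± 0.726 CPM (SD, n = 236) on the control diet to 7.10 ± 6.06 CPM (SD, n = 235) on the HFHS diet. Its log2 fold change was 2.90 (standard error 0.11, adjusted p = 4.11e-95 from edgeR, higher in 19 of 20 strains). By edgeR, *Obp2a*, *Cyp4a14*, *Npnt* and *Cyp2b9* followed within these limits, with log2 fold changes of 2.66, 2.20, 1.68 and 1.67 and the same direction in at least 19 strains. Under other settings, *Sema5b* fell to as low as 1.41 and *Obp2a* to 0.71, while *Cyp4a14* stayed at 2.20 or above. The order of these genes therefore depends on the method. *Cyp4a14*, on chromosome 4 from 115486200 to 115496142, encodes a cytochrome P450 and had 604 ± 451 CPM (SD, n = 235) on the HFHS diet and 200.2 ± 255 CPM (SD, n = 236) on the control diet. This gap is of the size of the spread between mice, which includes the differences between strains. Within the same limits, the largest decrease was in *Chrna4*, on chromosome 2 from 181018380 to 181043546, from 37.9 ± 47.2 CPM (SD, n = 236) to 4.65 ± 7.91 CPM (SD, n = 235) on the HFHS diet. Its log2 fold change was -3.32 (standard error 0.18, adjusted p = 4.89e-53 from edgeR), lower in 20 of 20 strains. *Fabp5*, *Pnpla3*, *Pdzk1ip1* and *Acpp*, also lower in 20 of 20 strains, had log2 fold changes of -2.76, -2.29, -2.18 and -2.06 by edgeR. Under other settings, *Chrna4* shrank to as little as -2.23 and *Acpp* to -0.78, while *Fabp5* stayed at -2.43 or below. This order depends on the method too. *Sema5b*, *Npnt* and *Pnpla3* overlap other annotated genes, and 4.81% of the 100-base stretches of *Obp2a* also occur in Obp2b, so their counts could include reads of these.

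Sex was related to 12019 of the 16293 genes at an adjusted p below 0.05 in the same test, 5928 higher in males and 6091 higher in females, and 12886 genes passed without the count filter. *Xist*, on chromosome X from 103460375 to 103483217, had 1096 ± 315 CPM (SD, n = 236) in mice labelled female and 7.89 ± 67.9 CPM (SD, n = 235) in mice labelled male, a log2 fold change of -9.41 (standard error 0.19, adjusted p = 7.66e-185 from edgeR). The large SD in males comes with 2 CC011_CC005 mice labelled male that had 9.28 and 9.74 log2 CPM of *Xist*. Of the 2 chromosome Y genes in the files, *Gm37158* had 23.5 ± 5.82 CPM (SD, n = 235) and *Erdr1* 4.96 ± 2.73 CPM in males, and both had 0 counts in all 236 untreated mice labelled female. These counts go with the label and not with the expression, since 3 CC011_CC005 mice labelled female with male-like expression had 0, and the 2 labelled male with high *Xist* had 1461 and 2004. *Gm37158* and *Erdr1* share 48.9% and 42.7% of their 100-base stretches with other genes. Outside the sex chromosomes, *Cyp4a12a* was higher in males, with a log2 fold change of 11.29 by edgeR. *Cyp3a41b*, *Sult2a1* and *Cyp3a41a* were lower, at -11.57, -11.52 and -11.23, and all had one direction in 20 of 20 strains. Under other settings, *Cyp4a12a* was between 8.38 and 11.77 and *Cyp3a41b* between -12.62 and -8.23. *Sult2a1* was between -12.82 and -7.22 there and *Cyp3a41a* between -11.45 and -9.60, so these sizes depend on the method. *Cyp3a41a* and *Cyp3a41b* share 90.8% and 88.2% of their 100-base stretches with related genes, and *Cyp4a12a* 35.8%, so the split of reads between these copies is uncertain.

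The liver score was higher on the HFHS diet than on the control diet in 20 of 20 strains. The mean difference was 0.873 ± 0.377 (SD, n = 20 strains), from 0.382 in CC011_CC027 to 1.58 in CC043_CC011 (100000 random sign flips of the strain differences, two-sided p = 1e-05, the smallest these permutations can give; 3e-05 adjusted). With the library block as a covariate it was 0.840. The variance of the 20 strain differences was 0.142, and its excess over random diet labels within strain and sex did not pass 0.05 (permutation test, p = 0.190). Differences between strains in the response of the score to diet are not excluded by this test. Males had a higher score than females by 0.238 ± 0.508 (SD, n = 20 strains), in 11 of 20 strains (sign flips, two-sided p = 0.0472, adjusted p = 0.0568). The mean scores were -0.424 in males and -0.435 in females on the control diet, and 0.659 and 0.206 on the HFHS diet. The difference between the sexes did not stay under 0.05 after adjustment. It moved most with the metformin mice added, to 0.133 (unadjusted p = 0.227). It was 0.226 (unadjusted p = 0.0591) in scores made from log2 CPM, 0.246 (p = 0.0408) from VST values standardised per gene, 0.253 (p = 0.0310) with the library block as a covariate and 0.280 (p = 0.0246) with the genes whose absolute liver loading was at least 0.0159, all by sign flips.

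**Figure D4:**
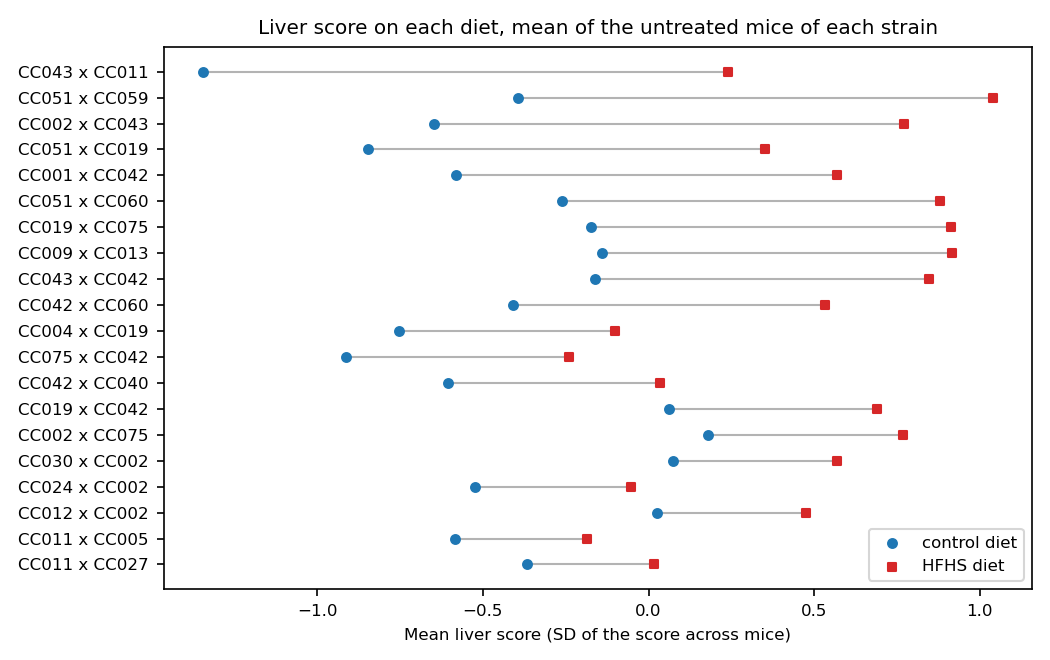
Mean liver score of the untreated CC-RIX mice on the control diet (blue circles) and the HFHS diet (red squares), in SD of the score across mice (x axis), for each of the 20 strains (y axis), ordered by the difference between the diets. The HFHS mean lies to the right of the control mean in every strain, by 0.382 in CC011_CC027 to 1.58 in CC043_CC011.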

In the CC-RIX population, we used diet, sex, and age as covariates in all statistical tests. We did not investiagate sex-specific effects on genetic architecture in order to maximize power and generalizability, as well as to simplify the overall analysis. CC-RIX animals were randomly assigned to housing and diets based on litters with multiple litters in each group. While undergoing metabolic phenotyping animals were randomly assigned an order for testing. Sample sizes were determined using statistical rules of thumb^72^. We included at least four biological replicates that were tested over multiple months to increase replication power. No data were excluded. Further experimental details and statistical testing are described individually in the following Methods sections.

### Diversity outbred mice

Mice were maintained and treated in accordance with the guidelines approved by the Department of Biochemistry animal vivarium at the University of Wisconsin. Animal husbandry and in vivo phenotyping methods were previously published are are described briefly below^12,28^.

A population of 482 diversity outbred mice (split evenly between male and female) from generations 18, 19, and 21, was placed on a high-fat (44.6% kcal fat), high-sugar (34% carbohydrate), adequate protein (17.3% protein) diet from Envigo Teklad (catalog number TD.08811) starting at four weeks of age as described previously^12^. Individuals were assessed longitudinally for multiple metabolic measures including fasting glucose levels, glucose tolerance, insulin levels, body weight, and blood lipid levels.

When mice were harvested at 22 weeks of age, their pancreatic islets were isolated by hand. Insulin per islet was measured, and whole pancreas insulin content was calculated from the insulin per islet measure and the total numer of islets per pancreas^12^. RNA was isolated from the whole islets and sent to The Jackson Laboratory for high-throughput sequencing^12^.

#### Trait measurements

Trait measurements were described previously in Keller et al. 2018^12^. Briefly, body weight was measured every two weeks, and 4-h fasting plasma samples were collected to measure insulin, glucose, and triglycerides (TG). At around 18 weeks of age, an oral glucose tolerance test (oGTT) was conducted on 4-hour fasted mice to assess changes in plasma insulin and glucose. Glucose (2 g/kg) was given via oral gavage. Blood samples were taken from a retro-orbital bleed before glucose administration, and at 5, 15, 30, 60, and 120 minutes afterward. The area under the curve (AUC) was calculated for glucose and insulin. Glucose was measured using the glucose oxidase method, and insulin was measured by radioimmunoassay.

HOMA-IR and HOMA-B, which are homeostatic model assessments of insulin resistance (IR) and pancreatic islet function (B), were calculated using fasting plasma glucose and insulin values at the start of the oGTT. HOMA-IR = (glucose × insulin) / 405 and HOMA-B = (360 × insulin) / (glucose - 63). Plasma glucose and insulin units are mg/dL and mU/L, respectively.

#### Genotyping

Genotypes at 143,259 markers was performed using the Mouse Universal Genotyping Array (GigaMUGA)^73^ at Neogen (Lincoln, NE) as described previously^12,74^. Genotypes were converted to founder strain-haplotype reconstructions using the R/DOQTL software^75^ and interpolated onto a grid with 0.02-cM spacing to yield 69,005 pseudomarkers. Individual chromosome (Chr) haplotypes were reconstructed from RNA-seq data using a hidden Markov model^76^ (GBRS, https://github.com/churchill-lab/gbrs). Using both methods to call haplotypes provided redundancy for quality control. Three mice had inconsistent calls between the two methods and were excluded from the analysis^12^.

#### Trait selection in DO

We filtered the measured traits in this study to a set of relatively non-redundant measures that were well-represented in the population (having at least 80% of individuals measured). A complete description of trait filtering can be found at Figshare 10.6084/m9.figshare.27066979^77^ in the file Documents > 1.DO > 1b.Trait_Selection.Rmd.

We took two approaches for traits with multiple redundant measurements, for example longitudinal body weights. In the case of longitudinal measurements, we used the final measurement, as this was the closest physiological measurement to the measurement of gene expression, which was done at the end of the experiment. The labels for these traits have the word Final appended to their name. For traits with multiple highly related measurements, such as cholesterol, we used the first principal component of the group of measurements. For example, we used the first principal component of all LDL measurements as the measurement of LDL. For each set of traits, we ensured the first principal component had the correct sign by correlating it with the average of the traits. For pearson correlation coefficients (*r*) less than 0, we multiplied the principal component by −1. The labels for these traits have the term PC1 appended to their name.

Heritability of each trait was estimates using the R package qtl2^34^. Standard errors of heritability were estimated using a purpose-built function by Karl Broman available on GitHub [https://github.com/rqtl/qtl2/issues/193]. This method is based on Equation 2 in Visscher and Goddard (2015)^78^.

#### Processed DO data

The DO data used in this study were generated in a previous study^12,28^. We downloaded genotypes, phenotypes, and pancreatic islet gene expression data from Dryad10.5061/dryad.pj105^79^.

### Collaborative cross recombinant inbred mice (CC-RIX)

CC-RIX mice were derived by crossing strains of Collaborative Cross (CC) mice to produce heterozygous F1 mice. Each strain included between 19 and 24 biological replicates. 

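By the sample labels, the liver RNA-seq data hold between 22 and 26 untreated mice of each strain except CC009_CC013, which has 10. Of the 20 strains, 11 have as many untreated mice as Supplementary Data 2 gives, 8 have more, by up to 7, and 1 has fewer. For CC009_CC013, Supplementary Data 2 gives 22 mice, and the labels give 10 untreated and 12 metformin mice. In 3 strains the expression of some untreated mice on the HFHS diet went against their labels. In CC011_CC005, 2 mice labelled male and 3 labelled female had *Xist* and autosomal sex-biased expression of the other sex. In CC024_CC002 and CC002_CC075, 2 males of each strain had expression closest to the other strain, with r between 0.644 and 0.768 against at most 0.277 with their own. All mice were kept in the groups their labels give.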

The strains used and the number of mice in each are reported in the supplemental file CC-RIX_strain_table.txt.

Mice were cared for and treated following the guidelines approved by the Association for Assessment and Accreditation of Laboratory Animal Care at The Jackson Laboratory. All animals were obtained from The Jackson Laboratory. The mice were kept in a pathogen-free room at a temperature ranging from 20 to 22 °C with a 12-h light/dark cycle. Starting at 6 weeks of age, they were fed either a custom-designed high-fat, high-sugar (HFHS) diet (Research Diets D19070208) or a control diet (Research Diets D19072203) *ad libitum*. Body weight was measured weekly until the mice were about 16 weeks old, after which measurements were taken every other week. Food intake measurements were collected at 14 weeks, 23 weeks (for 6-month cohorts), 26 weeks (for 12-month cohorts), 38 weeks, and 51 weeks by weighing the grain contents in the cage over a three-day period. Fasted serum was collected at 14 weeks, 28 weeks (for 6-month cohorts), 26 weeks (for 12-month cohorts), 38 weeks, and 56 weeks of age via retro-orbital or submental vein. Sex, diet, and age were used as covariates in all analyses.

### CC-RIX genotypes

We used the most recent common ancestor (MRCA) genotypes for the Collaborative Cross (CC) mice available on the University of North Carolina Computational Systems Biology website: http://www.csbio.unc.edu/CCstatus/CCGenomes/.

To generate CC-RIX genotypes, we averaged the haplotype probabilities for the two parental strains at each locus.

#### Clinical chemistries

CC-RIX animals were fasted for four hours before serum collection via the retro-orbital or submental vein. Whole blood was left at room temperature for 30–60 min before being centrifuged for 5 minutes at 14,674 g. The serum was then tested for glucose (Beckman Coulter; OSR6121), cholesterol (Beckman Coulter; OSR6116), triglycerides (Beckman Coulter; OSR60118), insulin (MSD; K152BZC-1), or c-peptide (MSD; K1526JK-1).

#### Intraperitoneal glucose tolerance testing

After a fasting period of 4–6 h, baseline glucose measurements were taken from CC-RIX mice using an AlphaTrak2 glucometer and test strips (Zoetis) by making a small nick in the tail tip. A bolus intraperitoneal injection of 20% glucose (1g/kg) was then administered, and additional tail tip nicks were performed at 15, 30, 60, and 120 minutes post-injection to measure glucose levels.

#### Bulk tissue collection

At either 28 weeks of age (for the 6-month cohort) or 56 weeks of age (for the 12-month cohort), CC-RIX animals were humanely euthanized by cervical dislocation. Tissues, including visceral adipose (gonadal fat pad), skeletal muscle (gastrocnemius), and the left liver lobe, were harvested and flash-frozen in liquid nitrogen for RNA sequencing.

### Whole pancreas insulin content

The animals were humanely euthanized at 16 weeks of age and the entire pancreas was removed, ensuring no excess fat or mesentery tissue was included. The pancreas tissue was placed in a pre-weighed 20 mL glass scintillation vial containing acid ethanol (75% HPLC grade ethanol (ThermoFisher; A995-4), 1.5% concentrated hydrochloric acid (ThermoFisher; A144-212) in distilled water). The weight of the pancreas was measured for normalization. Using curved scissors, the pancreas was chopped for four minutes, and the samples were stored at  −20 °C until all animals were harvested. For insulin measurements, the contents of the scintillation vials were rinsed with 4 mL PBS (Roche; 1666789) with 1% BSA (Sigma; A7888), neutralized with 65 *μ*L 10N NaOH (Fisher; SS255-1), and vortexed for 30 seconds. The samples were then centrifuged at 4 °C for 5 minutes at 452 g. The samples were diluted 5000X in PBS with 1% BSA, and insulin was measured (MSD; K152BZC-1).

### RNA isolation and QC

RNA from both DO and CC-RIX adipose, gastrocnemius, and left liver lobe tissues was isolated using the MagMAX mirVana Total RNA Isolation Kit (ThermoFisher; A27828) and the KingFisher Flex purification system (ThermoFisher; 5400610). The frozen tissues were pulverized with a Bessman Tissue Pulverizer (Spectrum Chemical) and homogenized in TRIzol^™^ Reagent (ThermoFisher; 15596026) using a gentleMACS dissociator (Miltenyi Biotec Inc). After adding chloroform to the TRIzol homogenate, the RNA-containing aqueous layer was extracted for RNA isolation, following the manufacturer’s protocol, starting with the RNA bead binding step using the RNeasy Mini kit (Qiagen; 74104). RNA concentrations and quality were assessed using the Nanodrop 8000 spectrophotometer (Thermo Scientific) and the RNA 6000 Pico or RNA ScreenTape assay (Agilent Technologies).

### Library construction

Before library construction, 2 *μ*L of diluted (1:1000) ERCC Spike-in Control Mix 1 (ThermoFisher; 4456740) was added to 100 ng of each RNA sample. Libraries were then constructed using the KAPA mRNA HyperPrep Kit (Roche Sequencing Store; KK8580) following the manufacturer’s protocol. The process involves isolating polyA-containing mRNA using oligo-dT magnetic beads, fragmenting the RNA, synthesizing the first and second strands of cDNA, ligating Illumina-specific adapters with unique barcode sequences for each library, and performing PCR amplification. The quality and concentration of the libraries were evaluated using the D5000 ScreenTape (Agilent Technologies) and the Qubit dsDNA HS Assay (ThermoFisher; Q32851), respectively, according to the manufacturers’ instructions.

### Sequencing

Libraries were sequenced on an Illumina NovaSeq 6000 using the S4 Reagent Kit (Illumina; 20028312). All tissues underwent 100 bp paired-end sequencing, aiming for a target read depth of 30 million read pairs.

### Processing of RNA sequencing data

We used the Expectation-Maximization algorithm for Allele Specific Expression (EMASE)^80,81^ to quantify multi-parent allele-specific and total expression from RNA-seq data for each tissue. EMASE was performed by the Genotype by RNA-seq (GBRS) software package (https://gbrs.readthedocs.io/en/latest/). In the process, R1 and R2 FASTQ files were combined and aligned to a hybridized (8-way) transcriptome generated for the 8 DO founder strains as single-ended reads. GBRS was also used to reconstruct the mouse genotype probabilities along  ~ 69K markers, which was used for confirming genotypes in the quality control (QC) process. For the QC process, we used a Euclidean distances method (developed by Greg Keele - Churchill Lab) to compare the GBRS genotype probabilities between the tissues and the genotype probabilities array for all mice. 

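In the deposited liver count table, every one of the 19129 genes had at least 1 count in at least 353 of the 705 mice, so the table is what remains after a filter over untreated and metformin mice together. Among the 471 untreated mice alone, the smallest number of mice with a count for a gene was 223, and 28 genes had no count in most of these mice.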

The counts matrix for each tissue was processed to filter out transcripts with less than one read for at least half of the samples. RNA-seq batch effects were removed by regressing out batch as a random effect and considering sex and generation as fixed effects using lme4 R package^82^. 

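A VST computed from the deposited liver counts of all 705 mice with DESeq2, blind to the groups, had a Pearson r of 1 with the deposited VST values over all genes and mice, and the largest absolute difference was 5.33e-11. The deposited VST values therefore hold the transform of the deposited counts alone, with no batch removed after it. A transform made with strain, sex, diet and treatment in the design differed by up to 0.39 (r = 0.9997). The deposited values run from 5.81 to 25.47, close to a log2 scale for high counts, and rank normal scores were not part of the files used here.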

RNA-Seq counts were normalized relative to total read counts using the variance stabilizing transform (VST) as implemented in DESeq2^83^ and using rank normal score.

### eQTL analysis

We used the R package qtl2^34^ to perform eQTL analysis. We used the rank normal score data and used sex, DO generation, and DO wave as additive covariates. We also used kinship as a random effect. We used permutations to find a LOD threshold of eight for significant QTLs which corresponded to a genome-wide *p* value of 0.01^84^.

To assess whether eQTL were shared across tissues, we considered significant eQTLs within 4Mb of each other to be overlapping. We considered local and distal eQTLs separately. Local eQTL were defined as an eQTL within 4Mb of the transcription start site (TSS) of the encoding gene. Distal eQTL were defined as an eQTL greater than 4Mb from the TSS of the encoding gene.

### Local and distal heritability of transcripts

To estimate local and distal heritability of each transcript, we scaled each normalized transcript to have a variance of 1. We then modeled this transcript with the local genotype using the fit1() function in the R package qtl2^34^. We used the resulting model to predict the transcript values. The variance of the predicted transcript is its local heritability. We then estimated the heritability of the residual of the model fit. The variance of the residual multiplied by its heritability is the estimate of the distal heritability of the transcript.

We compared local and distal estimates of heritability to measures of trait relevance for each transcript. To calculate trait relevance of a given transcript, we adjusted normalized transcript values for sex, DO wave, and DO generation. We similarly adjusted traits by sex, DO wave, and DO generation. We then calculated all Spearman correlation coefficients (*ρ*) between adjusted traits and adjusted transcripts. The trait relevance of a given tanscript was the maximum absolute correlation coefficient across all traits.

### High-dimensional mediation analysis

In this section we derive the objective function for high-dimensional mediation analysis (HDMA) and present an iterative algorithm to optimize this objective function. Our starting point is the univariate case, where we describe perfect mediation as a constraint on the covariance matrix among variables. We then leverage this constraint to define projections of multivariate data that are maximally consistent with perfect mediation (HDMA). Next, we demonstrate how to kernelize HDMA to limit dimensionality of the model and enable non-linear HDMA models.

#### Perfect mediation as a constraint on covariance matrices

Suppose we have three random variables *x*, *m*, and *y*. Assume they each have unit variance and that they satisfy the following structural equation model (SEM) such that *m* perfectly mediates the effect of *x* on *y*:

1 $$m=\alpha x+{\epsilon }_{m}$$

2 $$y=\beta m+{\epsilon }_{y}$$

From these structural equations, we have the model-implied covariance matrix, Σ, given by

3 $$\Sigma=\left[\begin{array}{ccc}1&\alpha &\alpha \beta \\ \alpha &1&\beta \\ \alpha \beta &\beta &1\end{array}\right]$$

Note that the assumption of perfect mediation forces the covariance between *x* and *y* to be *αβ*. In any finite data set, however, the observed covariance matrix, *S* = [*S*_*ij*_], will not typically satisfy this constraint.

The general log-likelihood fitting function for an SEM is given by

4 $$L={{\rm{tr}}}\left(S{\Sigma }^{-1}\right)+\log \left\vert \Sigma \right\vert,$$

where ∣ ⋅ ∣ denotes the determinant of a matrix and $${{\rm{tr}}}(\cdot )$$ denotes the trace^85^. For the perfect-mediation model, these values are

5 $$\left\vert \Sigma \right\vert=(1-{\alpha }^{2})(1-{\beta }^{2})$$

6 $${\Sigma }^{-1}=\left[\begin{array}{ccc}1/(1-{\alpha }^{2})&\alpha /(1-{\alpha }^{2})&0\\ \alpha /(1-{\alpha }^{2})&(1-{\alpha }^{2}{\beta }^{2})/\left((1-{\alpha }^{2})(1-{\beta }^{2})\right)&\beta /(1-{\beta }^{2})\\ 0&\beta /(1-{\beta }^{2})&1/(1-{\beta }^{2})\end{array}\right]$$

Plugging these into the likelihood function, we get

7 $$\begin{array}{rc}L=&\log \left((1-{\alpha }^{2})(1-{\beta }^{2})\right)+\frac{3-{\alpha }^{2}-{\beta }^{2}-{\alpha }^{2}{\beta }^{2}}{(1-{\alpha }^{2})(1-{\beta }^{2})}+\frac{2\alpha }{1-{\alpha }^{2}}{S}_{12}+\frac{2\beta }{1-{\beta }^{2}}{S}_{23}\end{array}$$

To simplify notation, we define

8 $$F(\alpha,\beta )=\log \left((1-{\alpha }^{2})(1-{\beta }^{2})\right)+\frac{3-{\alpha }^{2}-{\beta }^{2}-{\alpha }^{2}{\beta }^{2}}{(1-{\alpha }^{2})(1-{\beta }^{2})},$$

so the likelihood function is now

9 $$L=F(\alpha,\beta )+\frac{2\alpha }{1-{\alpha }^{2}}{S}_{12}+\frac{2\beta }{1-{\beta }^{2}}{S}_{23}$$

Note that this likelihood is maximized by fitting regression coefficients *α* and *β* between *x* and *m* and *m* and *y*, respectively, but the log-likelihood formulation is useful for the multivariate extension below.

#### Projecting multivariate data to identify latent mediators

Suppose now that we have three data matrices, *X*, *M*, and *Y* (individuals by variables) that are mean centered by column. The central assumption of HDMA is that these multivariate data encode latent variables that are causally linked according to the perfect-mediation model, in a sense made precise as follows.

We use the log-likelihood function (Eqn. (7)) of the perfect mediation model as an objective function to identify latent variables, *l*_*X*_, *l*_*M*_, and *l*_*Y*_, that are are correlated as closely as possible to the constraints of the perfect mediation model, Eqn. (3). We estimate these latent variables as linear combinations of the measured variables

10 $${l}_{X}=Xa$$

11 $${l}_{M}=Mb$$

12 $${l}_{Y}=Yc$$

The coefficient vectors *a*, *b*, and *c*, are called loadings, analogous to the terminology in PCA and CCA. Because the data matrices are mean centered, we have

13 $${{\rm{mean}}}({l}_{X})={{\rm{mean}}}({l}_{M})={{\rm{mean}}}({l}_{Y})=0,$$

and we assume the loadings are scaled so that each latent variable has unit variance

14 $${{\rm{var}}}({l}_{X})={{\rm{var}}}({l}_{M})={{\rm{var}}}({l}_{Y})=1.$$

Plugging these formulae into the objective function (Eqn. (9)), we have

15 $${S}_{12}={{\rm{corr}}}\left({l}_{X},{l}_{M}\right)$$

16 $${S}_{23}={{\rm{corr}}}\left({l}_{M},{l}_{Y}\right)$$

17 $$L(\alpha,\beta,a,b,c)=F(\alpha,\beta )+\frac{2\alpha }{1-{\alpha }^{2}}{{\rm{corr}}}\left({l}_{X},{l}_{M}\right)+\frac{2\beta }{1-{\beta }^{2}}{{\rm{corr}}}\left({l}_{M},{l}_{Y}\right)$$

18 $$=F(\alpha,\beta )+\frac{2\alpha }{1-{\alpha }^{2}}{{\rm{corr}}}\left(Xa,Mb\right)+\frac{2\beta }{1-{\beta }^{2}}{{\rm{corr}}}\left(Mb,Yc\right)$$

This yields an objective function of two sets of parameters: the structural parameters *α* and *β* that define the causal model among latent variables, and the loading vectors *a*, *b*, and *c*, that define the latent variables in terms of the measured variables. The goal of HDMA is to optimize *L* as a function of all parameters simultaneously. The form of the objective function, Eqn. (17), is effectively a weighted sum of correlation coefficients, connecting it to so-called sum-of-correlation, or SUMCOR, optimization problems^86^, which we discuss further below.

#### An algorithm for HDMA

The global optimization of (17) is challenging because it is not a convex problem. However, the decomposition of the variables into structural and loading variables suggests an iterative algorithm, similar to the expectation-maximization algorithm, that converges at least to a stationary point. The overall idea is to use a block-coordinate-ascent strategy that iterates between optimizing *a*, *b*, and *c*, then optimizing *α* and *β*.

For fixed *a*, *b*, and *c*, the optimal *α* and *β* are simply given by regression coefficients between *l*_*X*_ and *l*_*M*_ and *l*_*M*_ and *l*_*Y*_, respectively. Given these regression coefficients, *α* and *β*, we then optimize *a*, *b*, and *c*. For fixed *α* and *β*, the term *F*(*α*, *β*) is irrelevant, so maximizing the log-likelihood function reduces to maximizing the reduced function

19 $${L}_{red}(a,b,c)=\frac{2\alpha }{1-{\alpha }^{2}}{{\rm{corr}}}\left(Xa,Mb\right)+\frac{2\beta }{1-{\beta }^{2}}{{\rm{corr}}}\left(Mb,Yc\right),$$

which is a weighted sum of correlation coefficients. This is exactly a (weighted) SUMCOR optimization problem^86^. These optimization problems are still not convex, but Tenenhaus et al. have recently proved convergence for iterative algorithms that optimize weighted SUMCOR problems^86–88^. These algorithms only guarantee convergence to a stationary point not necessarily a maximum, as is common in other non-convex problems, but this can be overcome with multiple random restarts, if needed. Thus, we have a sub-routine wSUMCOR(*X*, *M*, *Y*, *w*_1_, *w*_2_) that solves the weighted SUMCOR problem

20 $${L}_{wSUMCOR}(a,b,c,{w}_{1},{w}_{2})={w}_{1}{{\rm{corr}}}\left(Xa,Mb\right)+{w}_{2}{{\rm{corr}}}\left(Mb,Yc\right).$$

Iterating between optimizing the structural parameters and loading parameters, we reduce the negative log-likelihood at each step and converge to a fixed point.

We summarize our optimization procedure in Algorithm 1.

##### Algorithm 1

High-dimensional mediation analysis

**Intput:** *X*, *M*, *Y* ▹ Data matrices

**Output:** *α*, *β*, *a*, *b*, *c*, *l*_*X*_, *l*_*M*_, *l*_*Y*_ ▹ Structural parameters, loadings, scores

*α* ← 0.5, *β* ← 0.5 ▹ Initialize structural parameters

**While** *converge* ≠ *TRUE* **do**

$$d\leftarrow \frac{2\alpha }{1-{\alpha }^{2}}+\frac{2\alpha }{1-{\alpha }^{2}}$$ ▹ Normalization constant for weights

$${w}_{1}\leftarrow \frac{1}{d}\frac{2\alpha }{1-{\alpha }^{2}}$$, $${w}_{2}\leftarrow \frac{1}{d}\frac{2\beta }{1-{\beta }^{2}}$$ ▹ Set weights (sum to one)

(*a*, *b*, *c*) ← wSUMCOR(*X*, *M*, *Y*, *w*_1_, *w*_2_) ▹ Compute loadings

*l*_*X*_ ← *Xa*, *l*_*M*_ ← *Mb*, *l*_*Y*_ ← *Yc* ▹ Compute scores *α* ← corr(*l*_*X*_, *l*_*M*_), *β* ← corr(*l*_*M*_, *l*_*Y*_) ▹ Update structural parameters

**end** **while**

#### Kernel HDMA

For large data matrices *X*, *M*, and *Y*, especially with high correlation among variables, as is common for high-throughput biological assays (e.g., ~1M alleles for genotypes, ~20k transcripts), we can further reduce the dimensionality of the HDMA model by requiring that loading vectors lie in the span of the the measured individuals, namely

21 $$a={X}^{T}\tilde{a}$$

22 $$b={M}^{T}\tilde{b}$$

23 $$c={Y}^{T}\tilde{c}.$$

This replaces the full feature data, say *X*, with the covariances among individuals (aka, Gram matrices), *C*_*X* _= *XX*^*T*^, and reduces the dimensionality from the number of measured variables down to the number of individuals

24 $${l}_{x}=X{X}^{T}\tilde{a}={C}_{X}\tilde{a}$$

25 $${l}_{M}=M{M}^{T}\tilde{b}={C}_{M}\tilde{b}$$

26 $${l}_{M}=Y{Y}^{T}\tilde{c}={C}_{Y}\tilde{c}.$$

This reduction is called kernelization^88^ and is widely applied to other linear models, including CCA, linear regression, and classification.

It is interesting to note that kernelization is often used to convert a linear model to a non-linear model by replacing the covariance matrices, e.g., *C*_*X*_, with more complex kernel matrices *K*_*X*_ that encode similarity measures among individuals that are non-linear functions of the measured variables. non-linear model by replacing the covariance matrices, e.g., *C*_*X*_, with more complex kernel matrices *K*_*X*_ that encode similarity measures among individuals that are non-linear functions of the measured variables. Promoting a linear model to a non-linear model in this way is called the kernel trick and is widely used in the machine learning field. The above considerations show that HDMA is kernelizable in the same way as other linear models, although the exploration of non-linear models is outside the scope of this study.

We generated kernel matrices for the genome, phenome, and transcriptome as described above. To test the effect of the presence of local eQTLs on mediation, we further generated two additional transcriptomic kernels. 1) A distal-only kernel was derived first by regressing out the effect of local haplotype on all transcripts as described above and generating the kernel matrix using the residual expression (distal-affected only). 2) A local-only kernel was derived by imputing transcription levels for each transcript as described above and then calculating the kernel with only these locally derived expression values. We replaced the original transcriptomic kernel with each of these additional kernels in turn and performed HDMA. We calculated the correlation between all pairs of latent variables and the path coefficient for each instance.

#### Implementation details

We have implemented HDMA (Algorithm 1) in the R programming language. Tenenhaus et al. have implemented their optimizers in the Regularized Generalized Canonical Correlation Analysis (RGCCA) R package^89^, which we use as the subroutine wSUMCOR. As Tenenhaus et al. discuss optimizing the empirical correlation coefficient per se is numerically unstable due to the inversion of the covariance matrices of the measured variables (e.g., the transcript-transcript covariance matrix). To overcome this, the RGCCA package uses a regularized form of the covariance matrix developed by Schaeffer and Strimmer^90^, which can be estimated rapidly using an analytic formula.

As a convergence criterion, we stop the iterations when both *α* and *β* change by less than 10^−6^ from their previous value in one iteration.

All code required to run HDMA is available at Figshare: https://figshare.com/10.6084/m9.figshare.27066979^79^.

### Enrichment of biological terms

We performed gene set enrichment analysis (GSEA)^40^ using the transcript loadings in each tissue as gene weights. GSEA determines enrichment of pathways based on where the contained genes appear in a ranked list of genes. If the genes in the pathway are more concentrated near the top (or the bottom) of the list than expected by chance, the pathway can be interpreted as being enriched with positively (negatively) loaded transcripts. We used the R package fgsea^39^ to calculate normalized enrichment scores for all GO terms and all KEGG pathways.

We downloaded all KEGG^91^ pathways for *Mus musculus* using the R package clusterProfiler^91^. We then used fgsea to calculate enrichment scores in each tissue using the transcript loadings in each tissue as our ranked list of genes. We reported the normalized enrichment score (NES) for the 10 pathways with the largest positive NES and the 10 pathways with the largest negative NES.

We used the R package pathview^92^ to visualize the loadings from each tissue in interesting pathways. We scaled the loadings in each tissue by the maximum absolute value of loadings across all tissues to compare them across tissues.

We downloaded GO term annotations from Mouse Genome Informatics at the Jackson Laboratory^93^ https://www.informatics.jax.org/downloads/reports/index.html. We removed gene-annotation pairs labeled with NOT, indicating that these genes were known not to be involved in these GO terms. We also limited our search to GO terms with between 80 and 3000 genes. We used the R package annotate^94^ to identify the ontology of each term and the R package pRoloc^95^ to convert between GO terms and names. As with the KEGG pathways, we used fgsea to calculate a normalized enrichment score for each GO term and collected loadings for the transcripts in each term to compare across tissues.

### TWAS in DO mice

We performed a transcriptome-wide analysis (TWAS)^9,11^ in the DO mice to compare to the results of high-dimensional mediation. To perform TWAS, we fit a linear model to explain variation in each transcript across the population using the genotype at the nearest marker to the gene transcription start site (TSS). We used kinship as a random effect and sex, diet, and DO generation as fixed effects. The predicted transcript from each of these models was the imputed transcript based only on the local genotype.

We correlated each imputed transcript with each of the metabolic phenotypes after adjusting phenotypes for sex, diet, DO generation, and DO wave. To calculate significance of these correlations, we performed permutation testing by shuffling labels of individual mice and recalculating correlation values. Significant correlations were those more extreme than any of the permuted values, corresponding to an empirical *p*-value of 0. These are transcripts whose locally encoded expression level was significantly correlated with one of the metabolic traits. This suggests an association between the genetically encoded transcript level and the trait but does not identify a direction of causation.

### Literature support for genes

To determine whether each gene among those with large loadings or large heritability had a supported connection to obesity or diabetes in the literature, we used the R package easyPubMed^96^. We searched for the terms (diabetes OR obesity) along with the tissue name (adipose, islet, liver, or muscle), and the gene name. We restricted the gene name to appear in the title or abstract as some short names appeared coincidentally in contact information. We checked each gene with apparent literature support by hand to verify that support, and we removed spurious associations. For example, FAU is used as an acronym for fatty acid uptake and CAD is used as an acronym for coronary artery disease. Both terms co-occur with the terms diabetes and obesity in a manner independent of the genes *Fau* and *Cad*. Other genes that co-occurred with diabetes and obesity, but not as a functional connection were similarly removed. For example, the gene *Rpl27* is used as a reference gene for quantification of the expression of other genes, and co-occurrence with diabetes and obesity is a coincidence. We counted the abstracts associated with diabetes or obesity and each gene name and determined that a gene had literature support when it had at least two abstracts linking it to the terms diabetes or obesity in the respective tissue.

### Tissue-specific clusters

To compare the top loading genes across tissues, we selected genes with a loading at least 2.5 standard deviations from the mean across all tissues. We made a matrix consisting of the union of these sets populated with the tissue-specific loading for each gene. We used the pam() function in the R package cluster^97^ to cluster the loading profiles around *k* medoids. We tested *k* = 2 through 20 and used silhouette analysis to compare the separation of the clusters. The best separation was achieved with *k* = 12 clusters. For each cluster we used the R package gprofiler2^98^ to identify enriched GO terms and KEGG pathways for the genes in each cluster.

### Imputation of gene expression in CC-RIX

To impute gene expression in the CC-RIX, we performed the following steps for each transcript in each tissue (adipose, liver, and skeletal muscle):

1. Calculate diploid CC-RIX genotype for all CC-RIX individuals at the marker nearest the transcription start site of the transcript.
2. Multiply the genotype probabilities by the eQTL coefficients identified in the DO population.

To check the accuracy of the imputation, we correlated each imputed transcript with the measured transcript. The average Pearson correlation (r) was close to 0.5 for all three tissues (Supplementary Fig. 9A), and as expected, the correlation between the imputed transcript and the measured transcript was highly positively dependent on the local eQTL LOD score of the transcript (Supplementary Fig. 9B).

### Prediction of CC-RIX traits

We used both measured expression and imputed expression combined with the results from HDMA in the to predict metabolic disease index (MDI) in the CC-RIX. The traits measured in the DO and the CC-RIX were not identical, so we limited our prediction to body weight, which was measured in both populations, and was the largest contributor to MDI in the DO.

For each CC-RIX individual, we multiplied the transcript abundances across the transcriptome by the loadings derived from the HDMA in the DO population. This resulted in a vector with *n* elements, where *n* is the number of transcripts in the trancriptome. 

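For liver, the loadings used here were those of Supplementary Data 1, which lists 760 genes with a loading past 2.5 SD in at least 1 tissue. Of these, 728 are in the deposited liver table, 375 with a liver loading above 0 and 352 below 0, between -0.0405 and 0.0331, and 314 have an absolute liver loading of at least 0.0159, the smallest of the per-gene maxima over the tissues, which need not be the 2.5 SD limit of liver. With these 314 genes in place of all 728, the strain share of the liver score was 0.113 and the difference between the diets 0.881.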

Each element was a weighted value that combined the relative abundance of the transcript with how that abundance affected MDI. We averaged the values in this vector to calculate an overall predicted MDI for the individual CC-RIX animal.

After calculating this predicted MDI across all CC-RIX animals, we correlated the predicted values from each tissue with measured body weight (Supplementary Fig. 9B).

### Cell type specificity

We investigated whether the loadings derived from HDMA reflected tissue composition changes in the DO mice prone to obesity on the high-fat diet. To do this, we acquired lists of cell-type specific transcripts from the literature. In adipose tissue, we looked at cell-type specific transcripts for macrophages, leukocytes, adipocyte progenitors, and adipocytes as defined in Ehrlund et al. (2017)^99^. In pancreatic islets, we looked at cell-type specific transcripts for alpha cells, beta cells, delta cells, ductal cells, mast cells, macrophages, acinar cells, stellate cells, gamma and epsilon cells, and endothelial cells as defined by Elgamal et al. (2023)^100^. Both studies defined cell-type specific transcripts based on human cell types. We collected the loadings for each set of cell-type specific transcripts in the respective tissue and asked whether the mean loading for the cell type differed significantly from 0. A significant positive loading for the cell type would suggest a genetic predisposition to have a higher proportion of that cell type in the tissue. To determine whether each mean loading differed significantly from 0, we performed permutation tests. We randomly sampled *n* genes outside of the cell-type specific, where *n* was the number of genes in the set. We compared the distribution of loading means over 10,000 random draws to that seen in the observed data. We used a significance threshold of 0.01.

### Comparison of transcriptomic signatures to human transcriptomic signatures

To compare the transcriptomic signatures identified in the DO mice to those seen in human patients, we downloaded human gene expression data from the Gene Expression Omnibus (GEO)^101,102^. We focused on adipose tissue because this had the strongest relationship to obesity and insulin resistance in the DO. We downloaded the following human gene expression data sets:

- Accession number GSE152517 - Bulk RNA sequencing on visceral adipose tissue resected from seven diabetic and seven non-diabetic obese individuals.
- Accession number GSE44000 - Agilent-014850 4X44K human whole genome platform arrays (GPL6480) measuring gene expression in purified adipocytes derived from the subcutaneous adipose tissue of seven obese (BMI>30) and seven lean (BMI<25) post-menopausal women.
- Accession number GSE205668 - Subcutaneous adipose tissue was resected during elective surgery from 35 normal weight, and 26 obese children. Gene expression was measured by RNA sequencing with an Illumina HiSeq 2500.
- Accession number GSE29231 - Visceral adipose biopsies were taken from three (four technical replicates each) female patients with type 2 diabetes, and three (four technical replicates each) non-diabetic female patients. Expression was measured with Illumina HumanHT-12 v3 Expression BeadChip arrays.

We downloaded each data set from GEO using the R package GEOquery^103^. In each case, we verified that gene expression was log transformed and performed the transformation ourselves if it had not already been done. When covariates such as age and sex were available in the metadata files, we regressed out these variables (GSE205668—sex and age; GSE44000—none; GSE29231—age; GSE152517—none). We mean-centered and standardized gene expression across transcripts.

We matched the human gene expression to the mouse gene expression by pairing orthologs as defined in The Jackson Laboratory’s mouse genome informatics data base (MGI)^104^. We multiplied each transcript in the human data by the adipose tissue loading of its ortholog in the DO mice. This resulted in a vector of weighted transcript values for each patient based on their own transcriptional profile and the obesity-related transcriptional signature from the DO analysis. The mean of this vector for an individual was the prediction of their obesity status (MDI). Higher values indicate a prediction of higher obesity or risk of metabolic disease based on adipose gene expression.

We then compared the values across groups, either obese and non-obese, or diabetic and non-diabetic depending on the groups in each study. For the three studies without technical replicates (accession numbers GSE152517, GSE44000, and GSE205668), we used Welch’s t-test to compare the means of the two groups. This is the default t-test in base R and assumes unequal variance across groups. For the study that included technical replicates (GSE29231) we fit a linear mixed model from the R packages lme4^82^ and lmerTest^105^. We used subject ID as a random variable.

### Connectivity map queries

We queried the transcript loading signatures from adipose tissue and pancreatic islets with the CMAP database. These tissues are the most related to metabolic disease and diabetes respectively.

The gene expression profiles in the Connectivity Map database are derived from human cell lines and human primary cultures and are indexed by Entrez gene IDs. To query the CMAP database, we identified the Entrez gene IDs for the human orthologs of the mouse genes expressed in each tissue. Each CMAP query takes the 150 most up-regulated and the 150 most down-regulated genes in a signature, however, not all human genes are included in their database. To ensure we had as many genes as possible in the query, we selected the top and bottom 200 genes with the most extreme positive and negative loadings respectively. We pasted these into the CLUE query application available at https://clue.io/query. These gene lists are available as Source Data.

We filtered the results in two ways: First, we looked at the most significantly anti-correlated ($$-{\log }_{10}({{\rm{FDR}}}\,q) > 15$$) hits across all cell types. Second, we looked at the most anti-correlated within the most related cell type to the query and considered hits regardless of $$-{\log }_{10}({{\rm{FDR}}}\,q)$$. For adipose tissue we looked in normal adipocytes, abbreviated ASC in the CMAP database, and for pancreatic islets we looked in pancreatic cancer cells, abbreviated YAPC in the CMAP database.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Transparent Peer Review file

## Data Availability

**DO mice:** Genotypes, phenotypes, and pancreatic islet gene expression data were previously published^12^. Gene expression for the other tissues can be found at the Gene Expression Omnibus with the following accession numbers: DO adipose tissue - GSE266549; DO liver tissue - GSE266569; DO skeletal muscle - GSE266567. Expression data with calculated eQTLs are available at Figshare. 10.6084/m9.figshare.27066979^77^. **CC-RIX mice:** Gene expression can be found at the Gene Expression Omnibus with the following accession numbers: CC-RIX adipose tissue - GSE237737; CC-RIX liver tissue - GSE237743; CC-RIX skeletal muscle - GSE237747. Count matrices and phenotype data can be found on Figshare. 10.6084/m9.figshare.27066979^77^. Source Data for figures in this manuscript are available on Figshare. 10.6084/m9.figshare.29247428^106^. **Data from previous publications:** We downloaded genotypes, phenotypes, and pancreatic islet gene expression data from Dryad10.5061/dryad.pj105^79^. To predict human MDI from RNA-seq profiles, the following data were downloaded from the Gene Expression Omnibus: * Accession number GSE152517 Gene expression in visceral adipose tissue resected from seven diabetic and seven non-diabetic obese individuals. * Accession number GSE44000 Gene expression in purified adipocytes derived from the subcutaneous adipose tissue of seven obese (BMI > 30) and seven lean (BMI < 25) post-menopausal women. * Accession number GSE205668 Gene expression in subcutaneous adipose tissue from 35 normal weight, and 26 obese children. * Accession number GSE29231 Visceral adipose biopsies were measured in four technical replicates each in three female patients with type 2 diabetes, and three non-diabetic female patients.

# Supplementary material for: Transcripts with high distal heritability mediate genetic effects on complex metabolic traits
**Source:** Nat Commun. 2025 Jul 1;16:5507. doi: 10.1038/s41467-025-61228-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures for: Transcripts with high distal heritability  
mediate genetic effects on complex metabolic traits

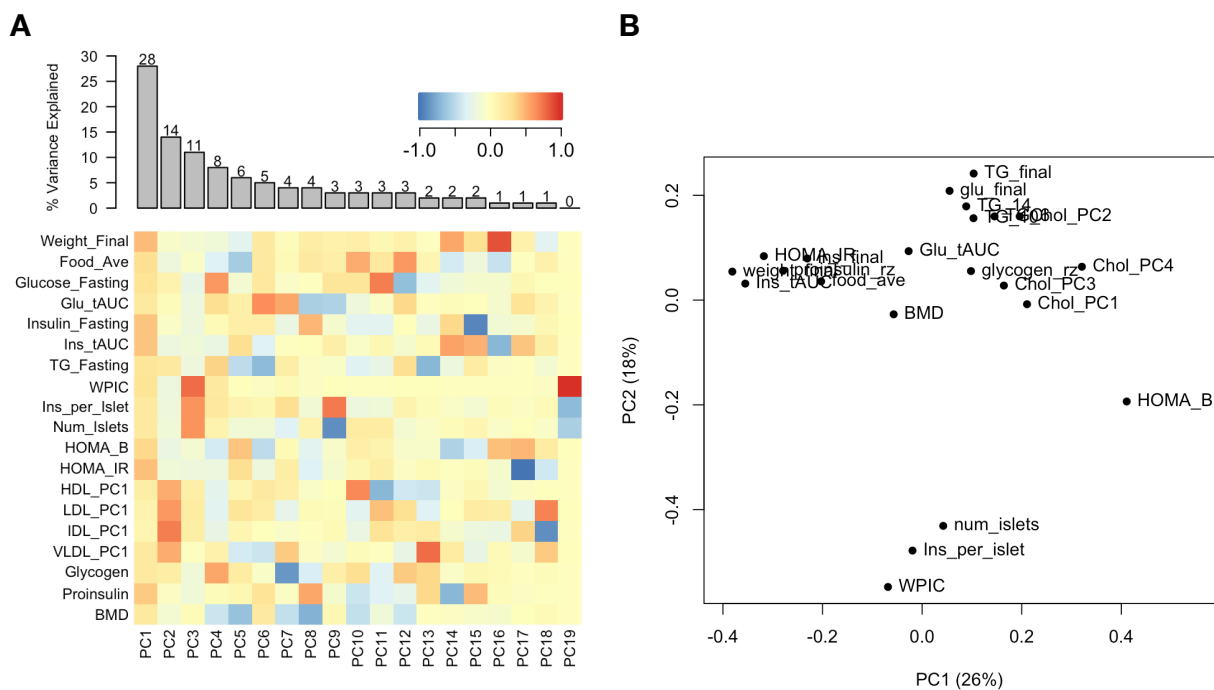

Supplementary Figure 1: Trait matrix decomposition. **A** The heat map shows the loadings of each trait onto each principal component of the trait matrix derived from  $n = 471$  DO mice. The bars at the top show the percent variance explained for each principal component. **B** Traits plotted by the first and second principal components of the trait matrix. This view shows clustering of traits into insulin- and weight-related traits, lipid-related traits, and ex-vivo pancreatic measurements. Source data are provided as a Source Data file.

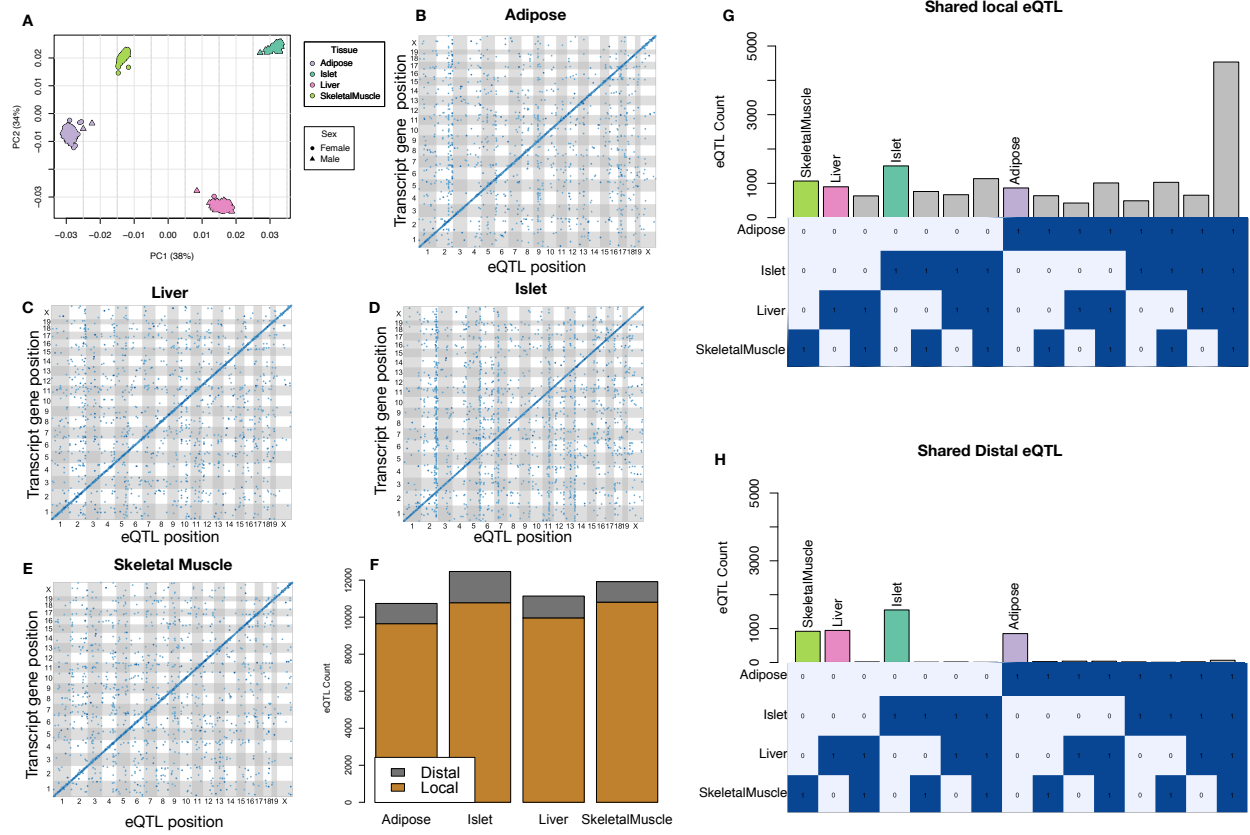

Supplementary Figure 2: Overview of eQTL analysis in DO mice. **A**. RNA seq samples from the four different tissues clustered by tissue. **B.-E**. eQTL maps are shown for (B) adipose tissue ( $n = 227$  females,  $n = 241$  males), (C) liver ( $n = 240$  females,  $n = 241$  males), (D) pancreatic islet ( $n = 188$  females,  $n = 190$  males), and (E) skeletal muscle ( $n = 235$  females,  $n = 239$  males). The  $x$ -axis shows the position of the mapped eQTL, and the  $y$ -axis shows the physical position of the gene encoding each mapped transcript. Each dot represents an eQTL with a minimum LOD score of 8, which represents a genome-wide permutation-based threshold of  $p < 0.01$ . The dots on the diagonal are locally regulated eQTL for which the mapped eQTL is at the within 4Mb of the encoding gene. Dots off the diagonal are distally regulated eQTL for which the mapped eQTL is distant from the gene encoding the transcript. **F**. Comparison of the total number of local and distal eQTL with a minimum LOD score of 8 in each tissue. All tissues have comparable numbers of eQTL. Local eQTLs are much more numerous than distal eQTL. **G**. Counts of transcripts with local eQTL shared across multiple tissues. The majority of local eQTLs were shared across all four tissues. **H**. Counts of transcripts with distal eQTL shared across multiple tissues. The majority of distal eQTL were tissue-specific and not shared across multiple tissues. For both G and H, eQTL for a given transcript were considered shared in two tissues if they were within 4Mb of each other. Colored bars indicate the counts for individual tissues for easy of visualization. Source data are provided as a Source Data file.

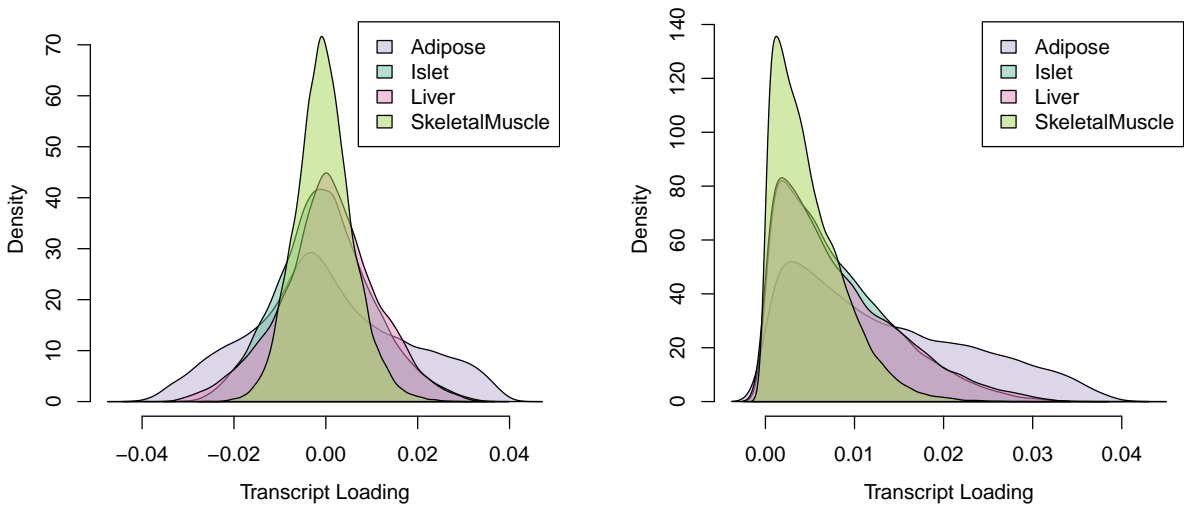

Supplementary Figure 3: Direct comparisons of transcript loadings across tissues also shown in main Figure 4D. **A.** Distributions of transcript loadings are shown as density curves and are differentially colored to indicate tissue. Transcripts in adipose tissue had both the largest positive and negative loadings. **B.** Direct comparison of absolute values of transcript loadings across tissues. Transcripts in adipose tissue had the largest loadings overall, while those in skeletal muscle had the smallest. Source data are provided as a Source Data file. The data shown in this figure are the same as in Fig 4D.

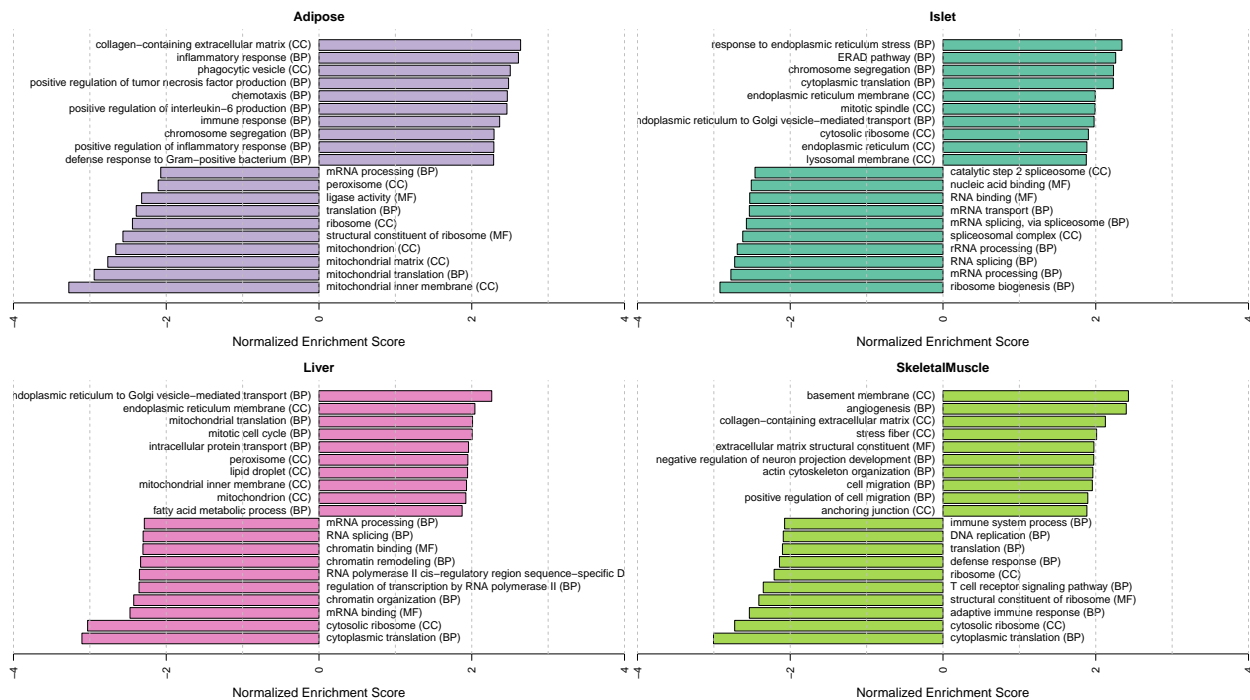

Supplementary Figure 4: Bar plots showing normalized enrichment scores (NES) for GO terms as determined by fast gene score enrichment analysis (fgsea). Only the top 10 positive and top 10 negative scores are shown. Colors indicate tissue. The name beside each bar shows the name of each enriched GO term. The letters in parentheses indicate whether the term is from the biological process ontology (BP), the molecular function ontology (MF), or the cellular compartment ontology (CC). Source data are provided as a Source Data file.

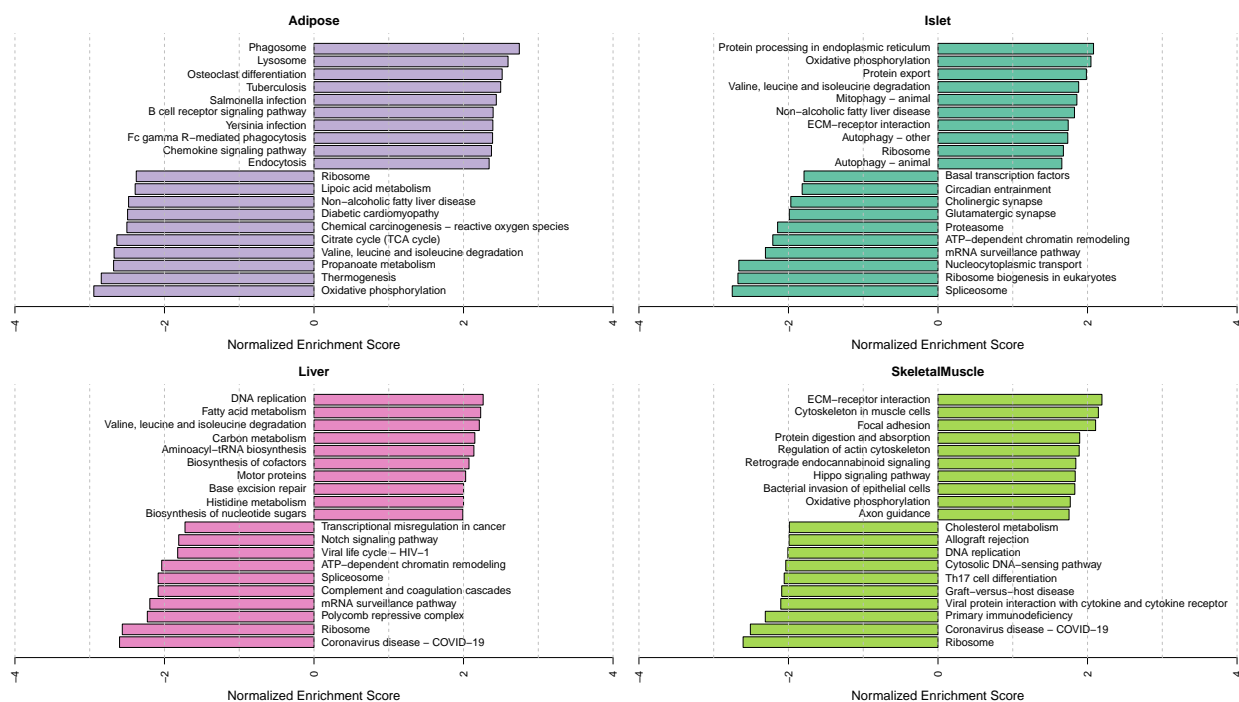

Supplementary Figure 5: Bar plots showing normalized enrichment scores (NES) for KEGG pathways as determined by fast gene score enrichment analysis (fgsea). Only the top 10 positive and top 10 negative scores are shown. Colors indicate tissue. The name beside each bar shows the name of each enriched KEGG pathway. Source data are provided as a Source Data file.

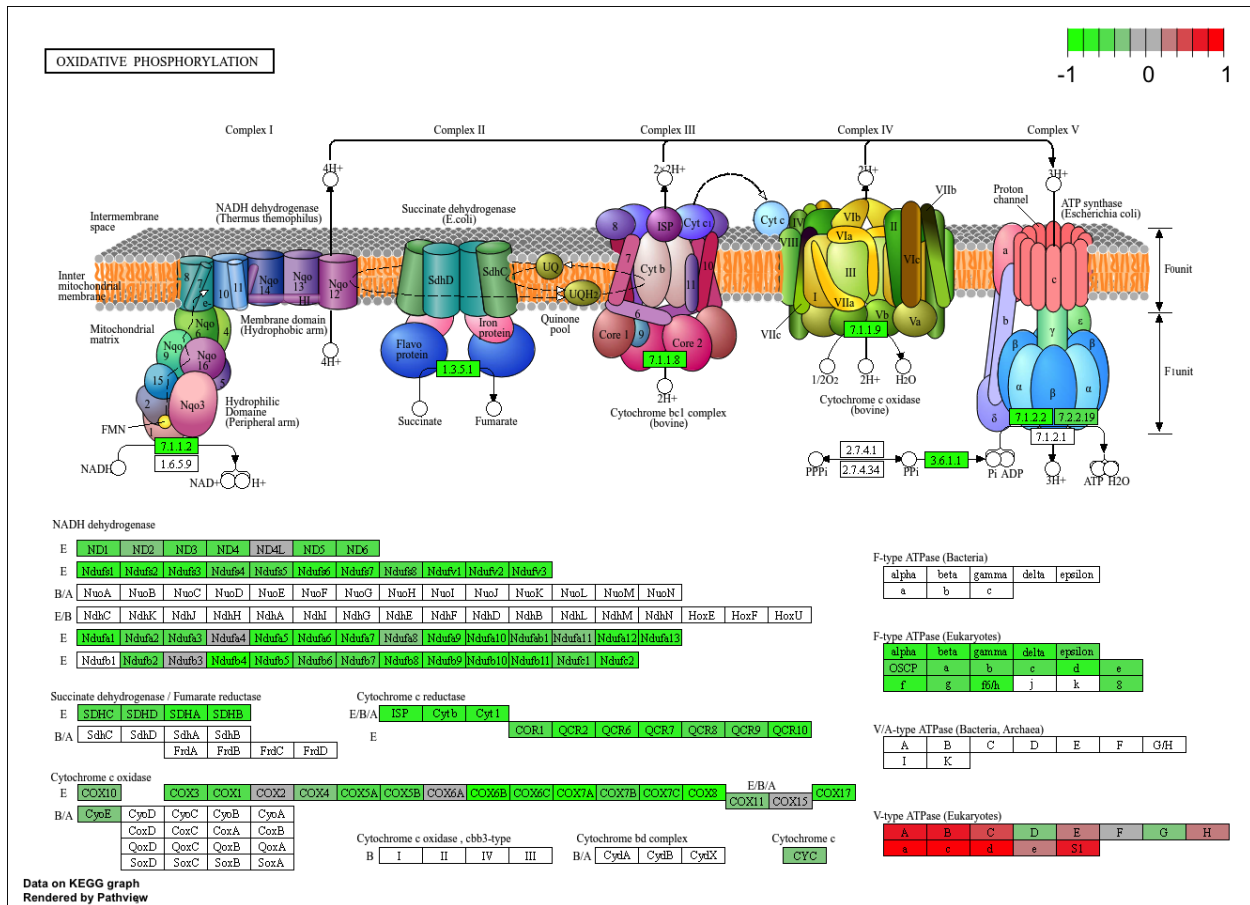

Supplementary Figure 6: The KEGG pathway for oxidative phosphorylation in mice. Each element is colored based on its HDMA loading from adipose tissue scaled to run from -1 to 1. Genes highlighted in green had negative loadings, and those highlighted in red had positive loadings. Almost the entire pathway was strongly negatively loaded indicating that increased expression of genes involved in oxidative phosphorylation was associated with reduced MDI. Source data are provided as a Source Data file.

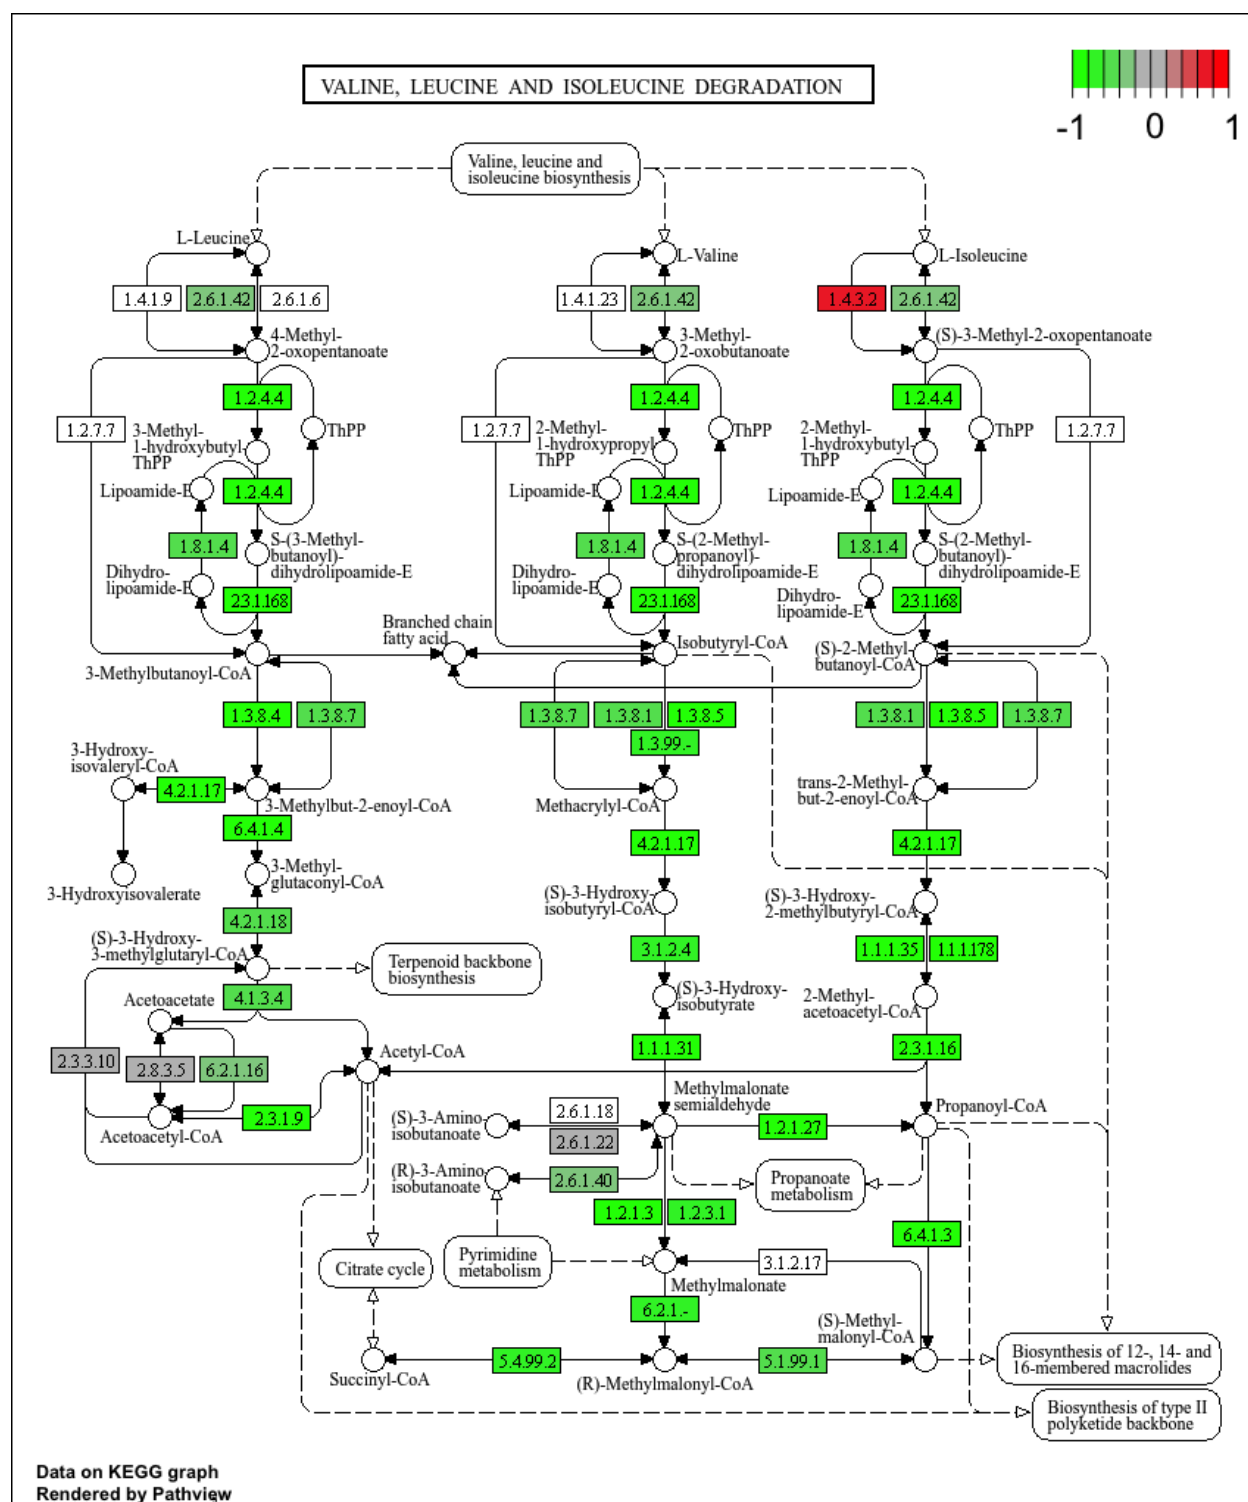

Supplementary Figure 8: The KEGG pathway for branched-chain amino acid degradation in mice. Each element is colored based on its HDMA loading from adipose tissue scaled to run from -1 to 1. Genes highlighted in green had negative loadings, and those highlighted in red had positive loadings. Almost the entire pathway was strongly negatively loaded indicating that increased expression of genes involved in branched-chain amino acid degradation was associated with reduced MDI. Source data are provided as a Source Data file.

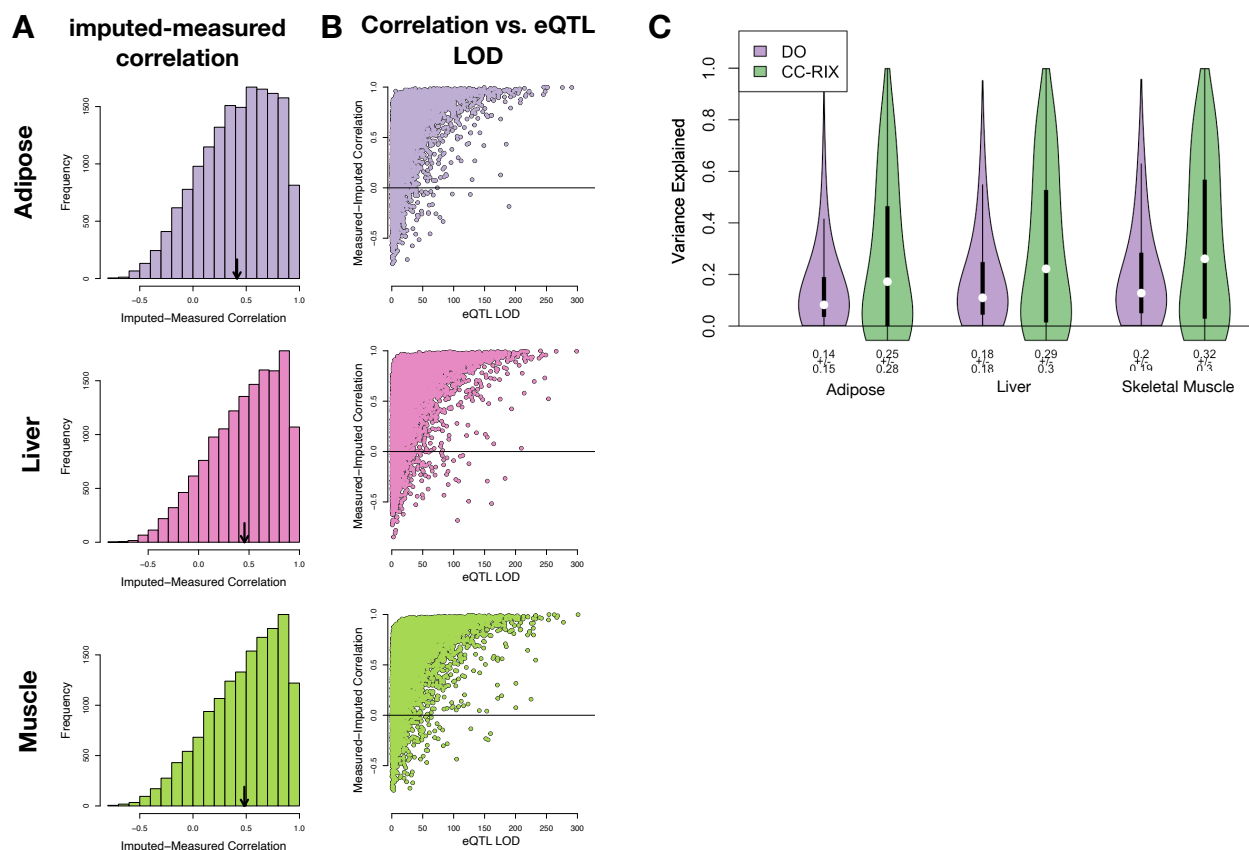

Supplementary Figure 9: Validation of transcript imputation in the CC-RIX. **A.** Distributions of correlations between imputed and measured transcripts in the CC-RIX across tissues distinguished by color. The arrows indicate the mean of each distribution. All distributions were skewed toward positive correlations and had positive means near a Pearson correlation ( $r$ ) of 0.5. **B.** The relationship between the correlation between measured and imputed expression in the CC-RIX ( $x$ -axis) and eQTL LOD score. As expected, imputations are more accurate for transcripts with strong local eQTL. **C.** Variance explained by local genotype in the DO (purple) and CC-RIX (green). Source data are provided as a Source Data file.

| cell_iname | pert_type  | raw_cs <sup>▲</sup> | fdr_q_nlog10 | set_type    | src_set_id                        |
|------------|------------|---------------------|--------------|-------------|-----------------------------------|
| HA1E       | TRT_CP     | -0.97               | 15.65        | PCL         | CP_PROTEIN_SYNTHESIS_INHIBITOR    |
| PC3        | TRT_SH.CGS | -0.90               | 15.65        | PATHWAY_SET | BIOCARTA_EIF4_PATHWAY             |
| A375       | TRT_CP     | -0.87               | 15.65        | MOA_CLASS   | RAF_INHIBITOR                     |
| HCC515     | TRT_CP     | -0.84               | 15.65        | PCL         | CP_TOPOISOMERASE_INHIBITOR        |
| HEPG2      | TRT_SH.CGS | -0.82               | 15.65        | PATHWAY_SET | BIOCARTA_BCR_PATHWAY              |
| PC3        | TRT_CP     | -0.77               | 15.65        | MOA_CLASS   | MTOR_INHIBITOR                    |
| HCC515     | TRT_CP     | -0.76               | 15.65        | PCL         | CP_GLUCOCORTICOID_RECEPTOR_AGNIST |
| HCC515     | TRT_CP     | -0.76               | 15.65        | MOA_CLASS   | GLUCOCORTICOID_RECEPTOR_AGNIST    |
| A375       | TRT_CP     | -0.72               | 15.65        | MOA_CLASS   | MTOR_INHIBITOR                    |
| -666       | TRT_CP     | -0.70               | 15.65        | PCL         | CP_PROTEIN_SYNTHESIS_INHIBITOR    |
| -666       | TRT_CP     | -0.68               | 15.65        | PCL         | CP_JAK_INHIBITOR                  |
| A549       | TRT_CP     | -0.67               | 15.65        | PCL         | CP_GLUCOCORTICOID_RECEPTOR_AGNIST |
| A549       | TRT_CP     | -0.67               | 15.65        | MOA_CLASS   | GLUCOCORTICOID_RECEPTOR_AGNIST    |
| -666       | TRT_CP     | -0.57               | 15.65        | PCL         | CP_MTOR_INHIBITOR                 |
| -666       | TRT_CP     | -0.55               | 15.65        | MOA_CLASS   | MTOR_INHIBITOR                    |
| -666       | TRT_CP     | -0.55               | 15.65        | PCL         | CP_PI3K_INHIBITOR                 |
| -666       | TRT_CP     | 0.85                | 15.65        | MOA_CLASS   | PKC_ACTIVATOR                     |

Supplementary Figure 10: CMAP results using the adipose tissue composite transcript as an input. Table includes results from all cell types sorted with a  $-\log_{10}(q) > 15$ . The results are sorted by the correlation of the query to the input with the most negative results at the top. Colored text distinguishes cell and perturbation types to aid visualization. Source data are provided as a Source Data file.

| cell_iname | pert_type  | raw_cs <sup>▲</sup> | fdr_q_nlog10 | set_type    | src_set_id                                       |
|------------|------------|---------------------|--------------|-------------|--------------------------------------------------|
| VCAP       | TRT_SH.CGS | -0.99               | 15.65        | PATHWAY_SET | REACTOME_DOWNSTREAM_TCR_SIGNALING                |
| VCAP       | TRT_SH.CGS | -0.99               | 15.65        | PATHWAY_SET | REACTOME_NOD1_2_SIGNALING_PATHWAY                |
| A549       | TRT_SH.CGS | -0.92               | 15.65        | PATHWAY_SET | BIOCARTA_TNFR1_PATHWAY                           |
| VCAP       | TRT_SH.CGS | -0.92               | 15.65        | PATHWAY_SET | HALLMARK_WNT_BETA_CATENIN_SIGNALING              |
| HT29       | TRT_CP     | -0.92               | 15.65        | PCL         | CP_TUBULIN_INHIBITOR                             |
| -666       | TRT_OE     | -0.88               | 15.65        | PCL         | OE_CELL_CYCLE_INHIBITION                         |
| VCAP       | TRT_SH.CGS | -0.87               | 15.65        | PATHWAY_SET | REACTOME_P75_NTR_RECEPTOR_MEDIATED_SIGNALLING    |
| HT29       | TRT_CP     | -0.86               | 15.65        | MOA_CLASS   | TUBULIN_INHIBITOR                                |
| MCF7       | TRT_CP     | -0.85               | 15.65        | PCL         | CP_TUBULIN_INHIBITOR                             |
| -666       | TRT_CP     | -0.81               | 15.65        | PCL         | CP_PROTEASOME_INHIBITOR                          |
| -666       | TRT_SH.CGS | -0.80               | 15.65        | PATHWAY_SET | REACTOME_DOWNREGULATION_OF_ERBB2_ERBB3_SIGNALING |
| HCC515     | TRT_CP     | -0.80               | 15.65        | PCL         | CP_GLUCOCORTICOID_RECEPTOR_AGNIST                |
| HCC515     | TRT_CP     | -0.80               | 15.65        | MOA_CLASS   | GLUCOCORTICOID_RECEPTOR_AGNIST                   |
| A549       | TRT_OE     | -0.78               | 15.65        | PATHWAY_SET | REACTOME_RAF_MAP_KINASE_CASCADE                  |
| A549       | TRT_OE     | -0.78               | 15.65        | PATHWAY_SET | PID_RAS_PATHWAY                                  |
| -666       | TRT_SH.CGS | -0.78               | 15.65        | PCL         | KD_RIBOSOMAL_40S_SUBUNIT                         |
| A549       | TRT_OE     | -0.76               | 15.65        | PATHWAY_SET | REACTOME_SIGNALING_TO_P38_VIA_RIT_AND_RIN        |
| A549       | TRT_OE     | -0.76               | 15.65        | PATHWAY_SET | REACTOME_PROLONGED_ERK_ACTIVATION_EVENTS         |
| A549       | TRT_OE     | -0.73               | 15.65        | PATHWAY_SET | PID_TCR_RAS_PATHWAY                              |
| HA1E       | TRT_OE     | -0.73               | 15.65        | PATHWAY_SET | REACTOME_SHC_RELATED_EVENTS                      |
| HA1E       | TRT_OE     | -0.71               | 15.65        | PATHWAY_SET | PID_EPHB_FWD_PATHWAY                             |
| -666       | TRT_CP     | -0.70               | 15.65        | MOA_CLASS   | GLYCOGEN_SYNTHASE_KINASE_INHIBITOR               |
| HA1E       | TRT_OE     | -0.70               | 15.65        | PATHWAY_SET | PID_GMCSF_PATHWAY                                |
| A549       | TRT_OE     | -0.69               | 15.65        | PATHWAY_SET | REACTOME_SIGNALING_TO_ERKS                       |
| -666       | TRT_LIG    | -0.69               | 15.65        | PATHWAY_SET | PID_ERBB_NETWORK_PATHWAY                         |
| -666       | TRT_CP     | -0.67               | 15.65        | MOA_CLASS   | PROTEASOME_INHIBITOR                             |
| -666       | TRT_CP     | -0.66               | 15.65        | PCL         | CP_GLYCOGEN_SYNTHASE_KINASE_INHIBITOR            |
| -666       | TRT_CP     | 0.73                | 15.65        | MOA_CLASS   | MTOR_INHIBITOR                                   |

Supplementary Figure 11: CMAP results using the pancreatic islet tissue composite transcript as an input. Table includes results from all cell types sorted with a  $-\log_{10}(q) > 15$ . The results are sorted by the correlation of the query to the input with the most negative results at the top. Colored text distinguishes cell and perturbation types to aid visualization. Source data are provided as a Source Data file.

| cell_iname | pert_type | raw_cs ▲ | fdr_q_nlog10 | set_type  | src_set_id                              |
|------------|-----------|----------|--------------|-----------|-----------------------------------------|
| ASC        | TRT_CP    | -0.94    | 0.79         | PCL       | CP_PARP_INHIBITOR                       |
| ASC        | TRT_CP    | -0.94    | 0.79         | MOA_CLASS | PROTEIN_TYROSINE_KINASE_INHIBITOR       |
| ASC        | TRT_CP    | -0.84    | 0.45         | MOA_CLASS | BTK_INHIBITOR                           |
| ASC        | TRT_CP    | -0.81    | 0.39         | MOA_CLASS | LEUCINE_RICH_REPEAT_KINASE_INHIBITOR    |
| ASC        | TRT_CP    | -0.81    | 0.79         | PCL       | CP_HSP_INHIBITOR                        |
| ASC        | TRT_CP    | -0.80    | 0.93         | PCL       | CP_EGFR_INHIBITOR                       |
| ASC        | TRT_CP    | -0.79    | 0.32         | MOA_CLASS | T-TYPE_CALCIUM_CHANNEL_BLOCKER          |
| ASC        | TRT_CP    | -0.79    | 1.09         | PCL       | CP_MTOR_INHIBITOR                       |
| ASC        | TRT_CP    | -0.76    | 0.97         | PCL       | CP_PI3K_INHIBITOR                       |
| ASC        | TRT_CP    | -0.75    | 0.20         | MOA_CLASS | HISTONE_DEMETHYLASE_INHIBITOR           |
| ASC        | TRT_CP    | -0.74    | 0.42         | PCL       | CP_IKK_INHIBITOR                        |
| ASC        | TRT_CP    | -0.74    | 0.83         | PCL       | CP_AURORA_KINASE_INHIBITOR              |
| ASC        | TRT_CP    | -0.74    | 0.17         | PCL       | CP_LEUCINE_RICH_REPEAT_KINASE_INHIBITOR |
| ASC        | TRT_CP    | -0.72    | 0.36         | PCL       | CP_BROMODOMAIN_INHIBITOR                |
| ASC        | TRT_CP    | -0.71    | 1.09         | MOA_CLASS | TYROSINE_KINASE_INHIBITOR               |
| ASC        | TRT_CP    | -0.70    | 0.82         | PCL       | CP_PROTEIN_SYNTHESIS_INHIBITOR          |
| ASC        | TRT_CP    | -0.67    | 0.69         | PCL       | CP_SRC_INHIBITOR                        |
| ASC        | TRT_CP    | -0.67    | 0.81         | MOA_CLASS | AURORA_KINASE_INHIBITOR                 |
| ASC        | TRT_CP    | -0.65    | 0.89         | MOA_CLASS | FLT3_INHIBITOR                          |
| ASC        | TRT_CP    | -0.62    | 0.40         | MOA_CLASS | FGFR_INHIBITOR                          |
| ASC        | TRT_CP    | -0.59    | 0.66         | MOA_CLASS | MEK_INHIBITOR                           |
| ASC        | TRT_CP    | -0.59    | 0.13         | MOA_CLASS | SYK_INHIBITOR                           |
| ASC        | TRT_CP    | -0.58    | 0.01         | PCL       | CP_PKC_INHIBITOR                        |
| ASC        | TRT_CP    | -0.58    | 0.65         | PCL       | CP_HDAC_INHIBITOR                       |
| ASC        | TRT_CP    | -0.58    | 0.65         | PCL       | CP_ATPASE_INHIBITOR                     |
| ASC        | TRT_CP    | -0.53    | 0.09         | PCL       | CP_FLT3_INHIBITOR                       |
| ASC        | TRT_CP    | -0.53    | 0.42         | PCL       | CP_P38_MAPK_INHIBITOR                   |
| ASC        | TRT_CP    | -0.53    | 0.22         | MOA_CLASS | IKK_INHIBITOR                           |
| ASC        | TRT_CP    | -0.52    | 0.58         | PCL       | CP_VEGFR_INHIBITOR                      |
| ASC        | TRT_CP    | -0.51    | -0.00        | PCL       | CP_T_TYPE_CALCIUM_CHANNEL_BLOCKER       |

Supplementary Figure 12: CMAP results using the adipose tissue composite transcript as an input. Table includes the top 30 results derived only from normal adipocytes (ASC) regardless of significance. The results are sorted by the correlation of the query to the input with the most negative results at the top. Colored text distinguishes cell and perturbation types to aid visualization. Source data are provided as a Source Data file.

| cell_iname | pert_type | raw_cs ▲ | fdr_q_nlog10 | set_type    | src_set_id                            |
|------------|-----------|----------|--------------|-------------|---------------------------------------|
| YAPC       | TRT_CP    | -1.00    | 0.67         | MOA_CLASS   | ABL_KINASE_INHIBITOR                  |
| YAPC       | TRT_CP    | -0.99    | 0.66         | PCL         | CP_CDK_INHIBITOR                      |
| YAPC       | TRT_CP    | -0.97    | 1.41         | PCL         | CP_TOPOISOMERASE_INHIBITOR            |
| YAPC       | TRT_CP    | -0.95    | 0.70         | MOA_CLASS   | THYMIDYLATE_SYNTHASE_INHIBITOR        |
| YAPC       | TRT_CP    | -0.95    | 0.62         | MOA_CLASS   | ADRENERGIC_INHIBITOR                  |
| YAPC       | TRT_CP    | -0.94    | 0.50         | MOA_CLASS   | BENZODIAZEPINE_RECEPTOR_ANTAGONIST    |
| YAPC       | TRT_CP    | -0.89    | 0.63         | PCL         | CP_RIBONUCLEOTIDE_REDUCTASE_INHIBITOR |
| YAPC       | TRT_CP    | -0.88    | 0.52         | MOA_CLASS   | VASOPRESSIN_RECEPTOR_ANTAGONIST       |
| YAPC       | TRT_CP    | -0.85    | 0.63         | MOA_CLASS   | ANGIOTENSIN_RECEPTOR_ANTAGONIST       |
| YAPC       | TRT_CP    | -0.85    | 0.33         | PCL         | CP_CANNABINOID_RECEPTOR_AгонIST       |
| YAPC       | TRT_CP    | -0.84    | 0.30         | PCL         | CP_RETINOID_RECEPTOR_AгонIST          |
| YAPC       | TRT_CP    | -0.83    | 1.19         | MOA_CLASS   | NFKB_PATHWAY_INHIBITOR                |
| YAPC       | TRT_CP    | -0.83    | 0.54         | MOA_CLASS   | DNA_ALKYLATING_DRUG                   |
| YAPC       | TRT_CP    | -0.80    | 0.50         | MOA_CLASS   | CHOLESTEROL_INHIBITOR                 |
| YAPC       | TRT_CP    | -0.79    | 0.15         | MOA_CLASS   | SULFONYLUREA                          |
| YAPC       | TRT_CP    | -0.78    | 0.52         | MOA_CLASS   | HIV_INTEGRASE_INHIBITOR               |
| YAPC       | TRT_CP    | -0.78    | 0.13         | MOA_CLASS   | LEUKOTRIENE_INHIBITOR                 |
| YAPC       | TRT_CP    | -0.78    | 0.45         | PCL         | CP_PPAR_RECEPTOR_AгонIST              |
| YAPC       | TRT_CP    | -0.78    | 0.54         | MOA_CLASS   | INSULIN_SENSITIZER                    |
| YAPC       | TRT_CP    | -0.77    | 0.51         | MOA_CLASS   | ESTROGEN_RECEPTOR_ANTAGONIST          |
| YAPC       | TRT_CP    | -0.77    | 0.76         | MOA_CLASS   | DNA_SYNTHESIS_INHIBITOR               |
| YAPC       | TRT_XPR   | -0.77    | 0.67         | PATHWAY_SET | BIOCARTA_PARKIN_PATHWAY               |
| YAPC       | TRT_CP    | -0.77    | 0.51         | PCL         | CP_VEGFR_INHIBITOR                    |
| YAPC       | TRT_CP    | -0.75    | 0.39         | MOA_CLASS   | RNA_SYNTHESIS_INHIBITOR               |
| YAPC       | TRT_CP    | -0.72    | 0.60         | MOA_CLASS   | BCR-ABL_KINASE_INHIBITOR              |
| YAPC       | TRT_XPR   | -0.71    | 0.66         | PATHWAY_SET | BIOCARTA_EIF_PATHWAY                  |
| YAPC       | TRT_XPR   | -0.69    | 0.54         | PATHWAY_SET | PID_CIRCADIAN_PATHWAY                 |
| YAPC       | TRT_CP    | -0.68    | 0.77         | MOA_CLASS   | TOPOISOMERASE_INHIBITOR               |
| YAPC       | TRT_XPR   | -0.64    | 0.49         | PATHWAY_SET | BIOCARTA_CBL_PATHWAY                  |
| YAPC       | TRT_CP    | -0.64    | 0.53         | MOA_CLASS   | TUBULIN_INHIBITOR                     |

Supplementary Figure 13: CMAP results using the pancreatic islet composite transcript as an input. Table includes the top 30 results derived only from YAPC cells, which are derived from pancreatic carcinoma cells. Results are shown regardless of significance and are sorted by the correlation of the query to the input with the most negative results at the top. Colored text distinguishes cell and perturbation types to aid visualization. Source data are provided as a Source Data file.

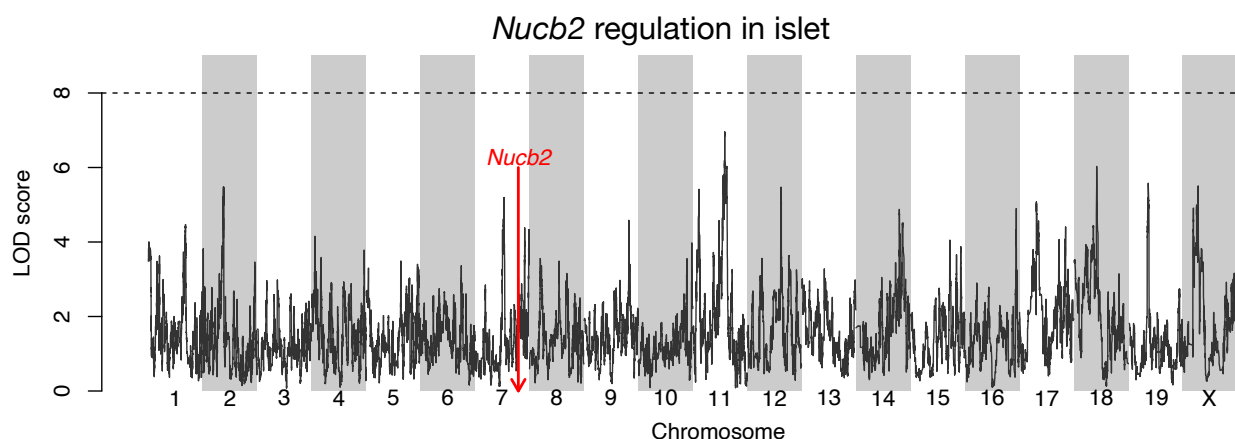

Supplementary Figure 14: Regulation of *Nucb2* expression in islet. *Nucb2* is encoded on mouse chromosome 7 at 116.5 Mb (red arrow). Expression levels of *Nucb2* in islets was 69%. This LOD score trace shows that there is no local eQTL at the position of the gene, nor any strong distal eQTLs. The horizontal dashed line shows the genome-wide FDR threshold of 0.01. Source data are provided as a Source Data file.

# Supplementary material for: Transcripts with high distal heritability mediate genetic effects on complex metabolic traits
**Source:** Nat Commun. 2025 Jul 1;16:5507. doi: 10.1038/s41467-025-61228-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

Supplementary Data 1: Table of gene names, loadings, and cluster identity for genes in Figure 6 - tissues of action

Supplementary Data 2: Table of CC-RIX strains and the numbers of animals in each

# Supplementary material for: Transcripts with high distal heritability mediate genetic effects on complex metabolic traits
**Source:** Nat Commun. 2025 Jul 1;16:5507. doi: 10.1038/s41467-025-61228-9
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

Data analysis

Information for R packages used for this research is listed below:

attached base packages:

[1] grid stats4 stats graphics grDevices utils datasets  
[8] methods base

other attached packages:

[1] GO.db\_3.19.1 pRloc\_1.44.0 BiocParallel\_1.38.0  
[4] MLInterfaces\_1.84.0 annotate\_1.82.0 XML\_3.99-0.17  
[7] AnnotationDbi\_1.66.0 IRanges\_2.38.0 MSnbase\_2.30.1  
[10] ProtGenerics\_1.36.0 S4Vectors\_0.42.0 mzR\_2.38.0  
[13] pathview\_1.44.0 fgsea\_1.30.0 clusterProfiler\_4.12.0  
[16] pdfutils\_3.4.0 limma\_3.60.0 GEOquery\_2.72.0  
[19] Biobase\_2.64.0 BiocGenerics\_0.50.0 abind\_1.4-5  
[22] easyPubMed\_2.13 cluster\_2.1.6 corpcor\_1.6.10  
[25] bnstruct\_1.0.15 bitops\_1.0-7 RGCCA\_3.0.3

```

[28] vioplot_0.4.0      zoo_1.8-12      sm_2.2-6.0
[31] DT_0.33           knitr_1.46      propagate_1.0-6
[34] minpack.lm_1.2-4  ff_4.0.12       bit_4.0.5
[37] Rcpp_1.0.12       tmvtnorm_1.6    gmm_1.8
[40] sandwich_3.1-0    Matrix_1.7-1    mvtnorm_1.2-4
[43] MASS_7.3-61       regress_1.3-21  hexbin_1.28.3
[46] wordcloud2_0.2.1  wordcloud_2.6   RColorBrewer_1.1-3
[49] stringr_1.5.1     qtl2_0.36       gprofiler2_0.2.3
[52] igraph_2.0.3      pheatmap_1.0.12 here_1.0.1

```

loaded via a namespace (and not attached):

```

[1] progress_1.2.3     vsn_3.72.0
[3] nnet_7.3-19        Biostrings_2.72.0
[5] vctrs_0.6.5        digest_0.6.35
[7] png_0.1-8          proxy_0.4-27
[9] ggrepel_0.9.5      parallelly_1.37.1
[11] reshape2_1.4.4     foreach_1.5.2
[13] qvalue_2.36.0      withr_3.0.0
[15] xfun_0.44          ggfun_0.1.4
[17] survival_3.7-0     memoise_2.0.1
[19] gson_0.1.0         mixtools_2.0.0
[21] gtools_3.9.5       tidytree_0.4.6
[23] KEGGgraph_1.64.0   prettyunits_1.2.0
[25] KEGGREST_1.44.0    httr_1.4.7
[27] globals_0.16.3     UCSC.utils_1.0.0
[29] generics_0.1.3     DOSE_3.30.1
[31] curl_6.0.1         ncdf4_1.22
[33] zlibbioc_1.50.0    ggraph_2.2.1
[35] polyclip_1.10-6    randomForest_4.7-1.1
[37] GenomeInfoDbData_1.2.12 SparseArray_1.4.1
[39] xtable_1.8-4       doParallel_1.0.17
[41] S4Arrays_1.4.0     BiocFileCache_2.12.0
[43] preprocessCore_1.66.0 hms_1.1.3
[45] GenomicRanges_1.56.0 colorspace_2.1-0
[47] filelock_1.0.3     magrittr_2.0.3
[49] readr_2.1.5        Rgraphviz_2.48.0
[51] viridis_0.6.5      ggtree_3.12.0
[53] lattice_0.22-6     MsCoreUtils_1.16.0
[55] future.apply_1.11.2 shadowtext_0.1.3
[57] cowplot_1.1.3      matrixStats_1.3.0
[59] class_7.3-22       pillar_1.9.0
[61] nlme_3.1-166       iterators_1.0.14
[63] compiler_4.4.2     stringi_1.8.4
[65] gower_1.0.1        SummarizedExperiment_1.34.0
[67] dendextend_1.17.1  lubridate_1.9.3
[69] plyr_1.8.9         crayon_1.5.2
[71] gridGraphics_0.5-1 graphlayouts_1.1.1
[73] org.Hs.eg.db_3.19.1 pcaMethods_1.96.0
[75] dplyr_1.1.4        fastmatch_1.1-4
[77] codetools_0.2-20   recipes_1.0.10
[79] e1071_1.7-14       plotly_4.10.4
[81] LaplacesDemon_16.1.6 MultiAssayExperiment_1.30.1
[83] splines_4.4.2      dbplyr_2.5.0
[85] HDO.db_0.99.1      blob_1.2.4
[87] utf8_1.2.4         clue_0.3-65
[89] AnnotationFilter_1.28.0 fs_1.6.4
[91] QFeatures_1.14.0   listenv_0.9.1
[93] mzID_1.42.0        ggplotify_0.1.2
[95] tibble_3.2.1       statmod_1.5.0
[97] tzdb_0.4.0         lpSolve_5.6.20
[99] tweenr_2.0.3       pkgconfig_2.0.3
[101] tools_4.4.2        cachem_1.1.0
[103] RSQLite_2.3.6      viridisLite_0.4.2
[105] DBI_1.2.2          impute_1.78.0
[107] fastmap_1.2.0      scales_1.3.0
[109] patchwork_1.2.0    coda_0.19-4.1
[111] FNN_1.1.4          BiocManager_1.30.23
[113] graph_1.82.0       rpart_4.1.23

```

```

[115] farver_2.1.2      tidygraph_1.3.1
[117] scatterpie_0.2.2   MatrixGenerics_1.16.0
[119] cli_3.6.2          purrr_1.0.2
[121] lifecycle_1.0.4    caret_6.0-94
[123] askpass_1.2.1      lava_1.8.0
[125] kernlab_0.9-32     timechange_0.3.0
[127] gtable_0.3.5       parallel_4.4.2
[129] pROC_1.18.5        ape_5.8
[131] jsonlite_1.8.9     ggplot2_3.5.1
[133] bit64_4.0.5        yulab.utils_0.1.4
[135] GOSemSim_2.30.0    segmented_2.1-0
[137] timeDate_4032.109  lazyeval_0.2.2
[139] htmltools_0.5.8.1  affy_1.82.0
[141] enrichplot_1.24.0  rappdirs_0.3.3
[143] glue_1.7.0         httr2_1.0.1
[145] XVector_0.44.0     RCurl_1.98-1.14
[147] qpdf_1.3.3         rprojroot_2.0.4
[149] treeio_1.28.0      MALDIquant_1.22.2
[151] mclust_6.1.1       gridExtra_2.3
[153] R6_2.5.1           tidyr_1.3.1
[155] Deriv_4.1.3        aplot_0.2.2
[157] GenomInfoDb_1.40.0 ipred_0.9-14
[159] DelayedArray_0.30.0 tidysselect_1.2.1
[161] sampling_2.10      ggforce_0.4.2
[163] xml2_1.3.6         future_1.33.2
[165] ModelMetrics_1.2.2.2 munsell_0.5.1
[167] affyio_1.74.0      data.table_1.15.4
[169] htmlwidgets_1.6.4  biomaRt_2.60.0
[171] rlang_1.1.3        fansi_1.0.6
[173] hardhat_1.3.1      prodlim_2023.08.28
[175] PSMATCH_1.8.0

```

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

DO mice: Genotypes, phenotypes, and pancreatic islet gene expression data were previously published<sup>12</sup>. Gene expression for the other tissues can be found at the Gene Expression Omnibus <https://www.ncbi.nlm.nih.gov/geo/> with the following accession numbers: DO adipose tissue - GSE266549; DO liver tissue - GSE266569; DO skeletal muscle - GSE266567. Expression data with calculated eQTLs are available at Figshare <https://figshare.com/> DOI: 10.6084/m9.figshare.27066979

CC-RIX mice: Gene expression can be found at the Gene Expression Omnibus <https://www.ncbi.nlm.nih.gov/geo/> with the following accession numbers: CC-RIX adipose tissue - GSE237737; CC-RIX liver tissue - GSE237743; CC-RIX skeletal muscle - GSE237747. Count matrices and phenotype data can be found at Figshare <https://figshare.com/> DOI: 10.6084/m9.figshare.27066979

Code: All code used to run the analyses reported here are available at Figshare: <https://figshare.com/> DOI: 10.6084/m9.figshare.27066979

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.*

*Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.*

*Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

## Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).

Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)

Please provide details about how you controlled for confounding variables in your analyses.

## Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

## Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

## Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Sample size

Sample sizes were determined by rule of thumb as described in Chapter 2 of Van Belle G. Statistical rules of thumb. 2nd ed. Hoboken, N.J.: Wiley; 2008. xxi, 272 p.

## Data exclusions

Low-quality RNA-seq samples from the DO were excluded from study. No CC-RIX samples were excluded.

## Replication

we included at least 4 biological replicates there were tested over multiple months so as to increase replication power.

## Randomization

Animals were randomly assigned to housing and diets based on litters with multiple litters in each group. While undergoing metabolic phenotyping animals were randomly assigned an order for testing.

## Blinding

Unblinded during data collection as the grain was different colors and animal strains were different colors.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Diversity outbred mice (JAX strain #:009376) were 6 months old at the time of tissue collection..

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | CC-RIX animals were 6 or 12 months old and derived from the following strains:<br>CC043/GeniUncJ (strain#:023828), CC011/UncJ (strain#018854),<br>CC030/GeniUncJ (strain#:025426), CC002/UncJ (strain#:021236),<br>CC051/TauUncJ (strain#:021897), CC019/TauUncJ (strain#:CC019),<br>CC027/GeniUncJ (strain#:025130), CC012/GeniUncJ (strain#:028409),<br>CC024/GeniUncJ (strain#:021891), CC075/UncJ (strain#:027293),<br>CC005/TauUncJ (strain#:020945), CC059/TauUncJ (strain#:025125),<br>CC001/UncJ (strain#:021238), CC042/GeniUncJ (strain#:020947),<br>CC040/TauUncJ (strain#:023831), CC004/TauUncJ (strain#:020944),<br>CC009/UncJ (strain#:018856), CC013/GeniUncJ (strain#:021892), and<br>CC060/UncJ (strain#:026427) |
| Wild animals            | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | Two sexes were included in both DO and CC-RIX arms. We used sex as a covariate in all analyses. In DO population there were 185 females and 186 males). In the CC-RIX population there were 234 females and 232 males.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | Animals housed at the University of Wisconsin were treated in accordance with the guidelines approved by the Department of Biochemistry animal vivarium at the University of Wisconsin<br>Animals housed at The Jackson Laboratory were treated following the guidelines approved by the Association for Assessment and Accreditation of Laboratory Animal Care at The Jackson Laboratory..                                                                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

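Liver RNA from 705 CC-RIX mice of 20 strains was analysed, 471 untreated and 234 given metformin at 5 mg/mL from 7 months of age and 12 months old. Adipose tissue, skeletal muscle, genotypes, body weights and the DO mice were not analysed here, and the ages of the untreated mice were not used here. Every mouse was given the strain, sex, diet and treatment of its sample label, and 0 columns of the files were left without a sample.

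The authors aligned both reads of each pair as single-end reads to a transcriptome of the founder strains, estimated counts per gene with EMASE in the GBRS package, and deposited the estimated counts as whole numbers for 19129 genes. The authors also deposited a variance stabilizing transform of these counts, which is close to a log2 scale for high counts and flatter for low counts, made with DESeq2. The genome build is not given in the sources used here. The positions in the files were compared with GENCODE M21 on GRCm38, and 15382 genes had the same chromosome, start and end.

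From the deposited counts, 3 kinds of values were computed. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, quasi-likelihood F test), on genes with at least 10 counts in at least 25% of the mice, with Benjamini-Hochberg adjustment and a threshold of 0.05. Diet, sex, strain and the diet by sex interaction were tested in untreated mice, and metformin and the metformin by diet interaction in all mice, with strain, sex and diet in each fit. Strain was tested with 19 coefficients together. Log2 CPM values used a prior count of 2. From the deposited VST values, the share of variance between strains was computed per gene as omega squared after linear regression on sex and diet. The liver score was the mean, over the genes of Supplementary Data 1, of the rank normal score of each gene times its liver loading, divided by the SD across mice. It was tested with 100000 permutations, or random sign flips of the strain differences, and 10000 for the diet by strain test. Correlations across genes and the similarity of crosses were tested with 10000 permutations. The diet by sex difference of the liver score was added after the group means had been seen.

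The genes named in the text follow a rule. It took *Pparg*, *Nucb2* and *Ppara*, which the paper names, the sex-linked genes, the 5 genes with the largest positive and the 5 with the largest negative liver loading, and, for diet and metformin, the 5 genes with the largest change in each direction. The latter had to pass the threshold, have a mean log2 CPM of at least 1 and move in one direction in at least 16 of 20 strains. For sex it took 3 in each direction, for the interactions the 3 with the smallest p, and for strain share the 3 largest. The loadings had been seen when the rule was written, and 1 gene that the rule names is not reported here. The rule, the tests and most alternatives were fixed before the data were examined. *Rn18s-rs5*, *Alb* and single members of marker lists or families were named after their values were seen. *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* were not analysed here.

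The alternatives were other size factors, no count filter, DESeq2 1.42.0, limma 3.58.1 on the VST values, the library block as a covariate, strains left out, other scales and gene sets for the liver score, the loadings of other tissues, and metformin compared within library blocks 2 and 3. Leaving out each strain in turn was done for the values made from the VST. For the edgeR counts of genes, only CC009_CC013 was left out. Figures and other statistics used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

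Total counts were between 25323210 and 85351041 per mouse, so counting error is small beside the spread between mice for all but genes with few counts. The largest share of counts was on *Rn18s-rs5*, 9.77% of all counts and between 1.98% and 43.4% in single mice, followed by *Alb* with 5.77%. The most similar pair of mice of one group had an r of 0.992 between log2 CPM values, and the chi-square per degree of freedom was at least 33.0 in the 5 most similar pairs over 9662 genes, so no mouse was treated as a repeat of another. The share of the 100-base stretches of each named gene that also occur in other transcripts was computed from the annotation.

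The tests were checked on simulated counts in which up to 200 genes were changed. edgeR recovered 187 of 195 changed genes for diet (16175 genes), 182 of 193 for sex (16186), 128 of 198 for strain (16200), 161 of 198 for the diet by sex interaction (16194), 199 of 200 for metformin (16184) and 174 of 199 for the metformin by diet interaction (16194). Between 2.60% and 3.87% of its calls were false. These shares describe the simulated changes alone. At most 200 genes were changed there, while 8242 were called for diet in the real mice, so the false share need not carry over. Many real changes were small, with a median log2 fold change for diet of 0.09 in the lipid metabolism cluster. The sizes of the simulated changes are not given here, so the recovered counts do not show how often such small changes are found. With a simulated strain share of 0.2, the liver score steps found 0.192 on average. With no interaction simulated, the diet by strain test gave 7.0% of p-values under 0.05.

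Lists of marker genes for female sex (*Xist*), male sex, pancreas acinar cells, adipocytes, skeletal muscle, erythroid cells, macrophages and proliferation were written before they were tested. Their CPM were summed, with a pseudocount of 0.1 CPM on the log2 scale, and compared by sign flips over strains.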

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

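The tests of *Xist*, escape genes and autosomal genes, the regroupings for diet by sex, the liver score difference between the sexes in the response to diet, log2 total count and *Rn18s-rs5* as covariates, the strains left out, and metformin by diet within library blocks 2 and 3 were chosen after results were seen.

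In groups of labelled females of one strain, diet and treatment, 8 of 38 groups of untreated mice had 1 mouse far from the others in *Xist*. Chance flags about 1 in 20 groups. The values were 1.35 log2 CPM in CC001_CC042 and 1.62 in CC030_CC002 on the HFHS diet, 1.08 in CC043_CC011 and -0.22 in CC051_CC060 on the control diet, which lie below the boundary of 6 used to tell the sexes apart. The other 4 were 9.27 in CC002_CC075 and 9.87 in CC019_CC075 on the control diet, and 10.57 in CC051_CC019 and 9.68 in CC051_CC060 on the HFHS diet, and the median of all females was 10.21. With metformin mice included, 6 of 352 females had *Xist* of at most 1.62 and female-like autosomal genes. A wrong sex label is argued against by their autosomal sex score, at most -0.61, on the female side of 0. Loss of one X chromosome in the mouse may be an explanation. The mean of 4 X-linked genes that escape inactivation was below that of every other female of the same strain, diet and treatment in 5 of the 6, with 2 to 5 other females in each group. It was below the mean of the males of that strain, diet and treatment only in the mouse of CC019_CC042 (5.82 against 6.15 log2 CPM). In the other mice it was above that of the males, as in CC051_CC060 (6.43 against 6.20). A low share of inactivated X in the sampled liver was not tested.

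The response to diet differed between the sexes for 711 genes, 333 with a larger log2 fold change in males and 378 with a larger one in females (edgeR's interaction test, adjusted p below 0.05). Of 100 assignments of the residuals of limma on the VST values within strain and sex, the real one included, 1 gave as many calls. *Hao2* had an interaction of 2.68 (standard error 0.24, adjusted p = 7.87e-21 from edgeR). It was 0.659 ± 2.08 CPM (SD, n = 117) in males on the control diet and 5.39 ± 15.4 (SD, n = 118) on the HFHS diet, while females had 88.1 ± 28.6 (SD, n = 119) and 86.0 ± 37.7 (SD, n = 117). *Nox4* had -1.62 (adjusted p = 1.25e-17 from edgeR), as it rose in females from 2.27 ± 2.43 CPM (SD, n = 119) to 7.75 ± 10.6 (SD, n = 117), and *Fars2* -0.28 (adjusted p = 6.05e-16). *Hao2* is low in males and *Nox4* low in females. Mice with a wrong sex label could add to such values, and 5 mice of CC011_CC005 go against theirs. Without CC011_CC005, CC024_CC002 and CC002_CC075, limma called 401 genes against 659 with all strains. When 3 other strains were left out, 20 draws gave 365 to 655 calls with a median of 490, and 3 draws had as few. By limma, the interaction was 0.91 for *Hao2*, -0.87 for *Nox4* and -0.23 for *Fars2* without these strains, against 1.12, -0.95 and -0.25 with all. With the library block in the fit, 650 of the 711 calls remained. Age differences between the groups and a sex difference in the response to the diet stay open.

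The difference in liver score between the diets was larger in males, 1.11, than in females, 0.638, by 0.470 over 20 strains (14 of 20 strains, sign flips, two-sided p = 0.00835, adjusted p = 0.0167 over 6 tests). It was 0.498 without CC011_CC005, the strain with mice against their sex labels, 0.442 with the library block as a covariate (p = 0.0178), and 0.473 in scores made from log2 CPM, so none of these settings removed it. The means were -0.435 ± 0.779 (SD, n = 119) in control females, -0.424 ± 0.914 (SD, n = 117) in control males, 0.206 ± 0.854 (SD, n = 117) in HFHS females and 0.659 ± 1.00 (SD, n = 118) in HFHS males. Whether the sexes differ in body weight on these diets was not analysed here.

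Metformin mice, which the paper does not mention, differed from untreated mice in 4906 of 16273 genes, 2494 higher and 2412 lower with metformin, 4 of them by at least 1 on the log2 scale (edgeR, adjusted p below 0.05). Of 100 reassignments of the treatment within strain, sex and diet, the real one included, 1 gave as many calls by limma. The treatment and age cannot be told apart, since metformin mice were 12 months old and 0 untreated mice have an age label. Library size and the share of counts on *Rn18s-rs5* as covariates in limma kept 4380 and 4076 of the calls, so they are not the whole cause. Library block 1 holds 72 metformin and 335 untreated mice, block 2 holds 72 and 67, and block 3 holds 90 and 69. With the block in the fit, edgeR called 1685 genes, and 3501 of the 4906 calls were lost. A shift between blocks that hold treatments in different shares, or the lower number of mice compared within blocks, could remove them, and for these genes the causes cannot be told apart. The block is not the whole cause of the others, as 1405 of the calls remained.

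Among the named genes, *Cyp4a14* was 0.94 higher with metformin (adjusted p = 3.69e-14, 20 of 20 strains), 0.93 with the block in the fit and 1.00 within blocks 2 and 3. *Npnt* was 0.71 higher (0.57 with the block, 0.35 within blocks 2 and 3) and *Nucb2* 0.58 lower, at -0.58 (adjusted p = 1.75e-16, -0.36 and -0.34). The others were less firm. *Marco* was at 0.87, *Cxcl13* at 0.79, *Gm11518* at 0.78, *Pparg* at 0.26, *Serpina4-ps1* at -1.02, *Selenbp2* at -0.93, *Eif4ebp3* at -0.90, *Derl3* at -0.86 and *Serpina1e* at -0.76, with adjusted p of at most 0.000369 from edgeR, and all of them lost the threshold or changed sign within blocks 2 and 3. *Gm11518*, a processed pseudogene, shares all its 100-base stretches with *Rpl27*, *Eif4ebp3* shares 62.8% with an overlapping gene, and *Selenbp2* and *Serpina1e* share 21.2% and 14.8% with relatives.

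The metformin difference varied with the diet for 141 genes, 66 higher and 75 lower on the HFHS diet (edgeR's interaction test), and 1 of 100 reassignments, the real one included, gave as many by limma. *Cbfa2t3* had an interaction of 0.37 and *Fhit* -0.37, each with an adjusted p of 0.000203, and *Zdhhc2* 0.61, with 0.000217 and a mean of -0.06 log2 CPM. A shift between blocks equal on both diets is argued against, since 129 of the 141 calls remained with the block in the fit. Within blocks 2 and 3, with 162 metformin and 136 untreated mice, edgeR called 0 genes (1672 of 16224 at an unadjusted p below 0.05, no other tool was run there). Of the 140 tested calls, 139 had the same direction. These mice are part of those in which the calls were made, so the shared direction is no independent check. A block shift that differs between the diets cannot be told apart from a difference in the response to metformin, since the 2 blocks together also hold fewer mice.

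The liver score was 0.186 higher with metformin over 20 strains (14 of 20 strains, sign flips, p = 0.0474, adjusted p = 0.0568 over 6 tests). It did not stay under 0.05 after adjustment. With the library block as a covariate the difference was 0.0190 (p = 0.837), so a difference between library blocks could account for it.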

How the results depend on the processing

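Metformin by diet within library blocks 2 and 3, log2 total count and the share of counts on *Rn18s-rs5* as covariates, the liver score difference in the diet response between the sexes, and the strains left out for label problems were chosen after seeing the data. The other alternatives were planned.

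Of the settings for the main results, 265 over 18 results kept direction and side of the threshold, 31 were no longer past it, 5 moved by more than 1.5 times or the spread, and 1 reversed. Of 459 settings for 55 results on named genes, 443 kept both, 11 were no longer past the threshold, 2 newly passed it and 3 reversed. The counts of genes for diet were between 7933 and 8496, for sex between 11927 and 12886 and for strain between 15289 and 16993 under every alternative run for them.

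The metformin count fell to 1685 of 16273 genes with the library block in the fit and to 798 of 16224 within blocks 2 and 3. Other settings gave 4613 to 5179. Metformin by diet had 0 calls within blocks 2 and 3 against 129 to 191 under the other settings. Diet by sex had 401 calls by limma without CC011_CC005, CC024_CC002 and CC002_CC075 and 634 to 772 under the others. For diet by sex, leaving out 3 other strains in 20 draws gave 365 to 655 calls by limma, and 3 draws had as few. For metformin and metformin by diet within blocks 2 and 3, the smaller number of mice is part of the construction, and beyond that the cause was not tested, nor was it for metformin with the block in the fit.

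The sex difference of the liver score was 0.226 (p = 0.0591) in scores from log2 CPM and 0.133 (p = 0.227) with metformin mice added. It was 0.253 (p = 0.0310) with the block, 0.280 (p = 0.0246) with the genes of absolute liver loading of at least 0.0159 and 0.246 (p = 0.0408) from VST values standardised per gene. With each strain left out it was between 0.178 and 0.273, and p was at least 0.05 without CC002_CC043, CC004_CC019, CC009_CC013, CC011_CC027, CC019_CC075, CC024_CC002, CC030_CC002, CC042_CC040, CC043_CC011, CC051_CC019 or CC051_CC060, up to 0.0889. The metformin difference of the score was 0.177 (p = 0.0593) with the genes of absolute liver loading of at least 0.0159, 0.0190 (p = 0.837) with the block and 0.114 (p = 0.840) within blocks 2 and 3, in 15 strains. From standardised VST values it was 0.184 (p = 0.0488) and from log2 CPM 0.189 (p = 0.0436). With each strain left out it was between 0.155 and 0.221, and p was at least 0.05 without CC002_CC043, CC002_CC075, CC009_CC013, CC011_CC005, CC012_CC002, CC019_CC075, CC024_CC002, CC042_CC040, CC043_CC011, CC051_CC019, CC051_CC059, CC051_CC060 or CC075_CC042, up to 0.0916. The cause was not tested.

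The relation of absolute loading and strain share was 0.128 with adipose loadings, a reversed sign, -0.0617 with islet and -0.0059 with skeletal muscle loadings. A VST with the fitted design had an r of 0.9997 with the deposited one. The cause of the difference between tissues was not tested.

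Among the single genes, metformin values within blocks 2 and 3 reversed for *Pparg* (-0.049), *Gm11518* (-0.079) and *Eif4ebp3* (0.010). *Pparg* (0.05) and *Gm11518* (0.15) were no longer past the threshold with the block in the fit, and within blocks 2 and 3 neither were *Marco* (0.49), *Cxcl13* (0.23), *Serpina4-ps1* (-0.06), *Selenbp2* (-0.31), *Derl3* (-0.37), *Serpina1e* (-0.23), and, for metformin by diet, *Cbfa2t3* (0.22), *Fhit* (-0.42) and *Zdhhc2* (0.39). The value for *Fhit* was larger in size there than in all mice. For diet, *Zfp592* passed the threshold without CC009_CC013 (-0.03, adjusted p = 0.0426 from edgeR) and *Pan3* by limma without the 3 strains with label problems (-0.04, adjusted p = 0.0330).

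Leaving out each strain in turn gave 0.0789 to 0.0904 for the median log2 fold change of the lipid metabolism cluster (limma), 0.188 to 0.200 for the median strain share per gene and 0.843 to 0.896 for the diet difference of the liver score. The diet by sex difference of the score was between 0.409 and 0.538, and the diet by strain variance between 0.125 and 0.149. Leaving out strains other than CC009_CC013 in the edgeR fits was not run. *Zdhhc2* had a low mean of -0.06 log2 CPM, and whether depth limits the values of such genes was not tested.

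No paired analysis was possible because the labels give no replicate numbers that pair single mice. Strain was in every fit, and the differences of the liver score between groups were taken within strain.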

Differences from the paper's values

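The alternative of adding metformin mice to the untreated mice was set before the data were examined.

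Supplementary Data 2 gives the paper's number of mice per strain. For CC009_CC013 the paper's value is 22 mice, 11 females and 11 males, and the labels give 10 untreated mice, 5 females and 5 males. With metformin mice added, the labels give 22 mice, 11 females and 11 males, which no longer differs. For CC004_CC019 the paper's value is 9 females, and the labels give 14 untreated females, or 17 with metformin mice added, which still differs. Over all strains, the paper's 466 mice, 234 females and 232 males lie within 1.5 times of the 471, 236 and 235 untreated mice, and adding the metformin mice gives 705, 352 and 353, which do differ.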

Other observations

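The tests of the other clusters, of total counts by sex, of the share of counts on *Rn18s-rs5*, of log2 total count and that share as covariates, of pseudogenes, of labels and of chromosome Y counts, and the scores from the loadings of other tissues, were chosen after results were seen.

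*Pparg*, on chromosome 6 of GRCm38 from 115360951 to 115490399, which the paper discusses in DO mice, was higher on the HFHS diet in the livers of untreated CC-RIX mice, at 5.23 ± 3.20 CPM (SD, n = 235) against 1.92 ± 1.33 CPM (SD, n = 236). The log2 fold change was 1.55 (standard error 0.08, adjusted p = 3.82e-63 from edgeR, 20 of 20 strains). Males had less than females, at -0.74 (19 of 20 strains). A gene on the other strand overlaps it. *Nucb2* was lower on the HFHS diet, at -0.36 (adjusted p = 4.98e-06 from edgeR, 14 of 20 strains), and higher in males, at 0.53 (16 of 20). *Ppara* was 0.31 higher on the HFHS diet (adjusted p = 9.42e-18 from edgeR, 19 of 20 strains) and did not differ between the sexes (0.04, adjusted p = 0.320) or with metformin (-0.02, adjusted p = 0.683).

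The clusters of Fig. 6A, named by the paper from DO loadings, were set beside the diet response in CC-RIX liver. In the lipid metabolism cluster, 42 of 52 genes were higher on the HFHS diet, with a median log2 fold change of 0.09 and a mean of 0.27. Of the 52 genes, 34 passed the threshold upwards and 6 downwards, and 37 and 6 when adjusted over the list alone. In the chromatin cluster 4 genes passed the threshold upwards and 71 downwards of 94, and 11 were higher by sign alone. In the small ribosomal subunit cluster 0 passed it upwards and 34 downwards of 48, and 2 were higher by sign alone. Past the threshold upwards and downwards, cell projection assembly had 34 and 4 of 58, immune system activation 54 and 18 of 96 and mitosis 24 and 5 of 46. Counted in the same way, ribosome biogenesis had 7 and 39 of 87, mitochondrion 34 and 17 of 87 and autophagy 23 and 7 of 43. ER processing had 10 and 10 of 38, actin cytoskeleton 1 and 9 of 22 and vascular diameter maintenance 12 and 16 of 46. These clusters were chosen in other mice by the paper, on loadings and not on the diet response.

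In scores of liver expression weighted by the loadings of other tissues, the share of variance between strains was 0.195 with adipose, 0.123 with skeletal muscle and 0.150 with islet loadings, against 0.114 with liver loadings. The differences between the diets were 0.261, 0.369 and 0.438, against 0.873 with liver loadings. These differences between tissues were not tested.

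The macrophage list, with all 6 genes in the files, was 0.19 higher on the HFHS diet on the log2 scale (adjusted p = 0.0134 over the lists, sign flips over strains) and did not differ with metformin (-0.00287, adjusted p = 0.923). The pancreas acinar list had 1 of 12 genes in the files and was at -0.21 with metformin (adjusted p = 0.00234) and -0.02 with diet (adjusted p = 0.939). The erythroid list, with all 5 genes, was at 0.17 with metformin (adjusted p = 0.0405) and 0.01 with diet (adjusted p = 0.939). The library block, over which metformin mice are unevenly spread, was not part of the list tests. A difference between blocks therefore stays open for the metformin values of the acinar and erythroid lists. The skeletal muscle list had 1 of 6 genes, at -0.13 with diet (adjusted p = 0.265) and 0.06 with metformin (0.521). Proliferation, with 5 genes, was at -0.01 with diet (0.939) and 0.11 with metformin (0.278). The female sex list (*Xist*) was at -0.07 with diet (0.939) and -0.02 with metformin (0.923). No gene of the adipocyte list or of the male sex list is in the files.

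Total counts were higher on the HFHS diet by 0.04 on the log2 scale (15 of 20 strains, sign flips over strains, p = 0.0289, adjusted p = 0.0481 over 5 tests) and in males by 0.05 (14 of 20, p = 0.00592, adjusted p = 0.0296), and did not differ with metformin (-0.02, p = 0.205). The share of counts on *Rn18s-rs5*, a ribosomal RNA gene, was 1.04 points lower on the HFHS diet, at -1.04 (7 of 20 strains above 0, p = 0.0197, adjusted p = 0.0481), and 1.05 points higher with metformin (16 of 20, p = 0.0630, adjusted p = 0.0788). Since 7876 of the 8242 diet calls remained with log2 total count and 7820 with the share of *Rn18s-rs5* as a covariate in limma, and 7896 with the library block in edgeR, none of these is the whole cause of the diet calls. By limma, 1 of 100 reassignments gave as many calls, the real one included, for each of diet, sex and strain. The strain share of the liver score was 0.128 with the block as a covariate, so the block does not account for it.

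Pseudogenes had larger strain shares than protein-coding genes, with a median of 0.264 over 536 pseudogenes against 0.206 over 13710 protein-coding genes, and 44 of the 100 largest shares were pseudogenes. In 1000 draws of protein-coding genes of the same mean expression the median was 0.170, and the highest 0.202. A candidate explanation is that reads of a parent gene are assigned to its copy in strains whose sequence matches the copy. This is a hypothesis, and no read was examined.

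In CC011_CC005, 5 untreated mice on the HFHS diet had expression of the other sex than their label, with an absolute autosomal sex score of at least 0.787. The 2 labelled male had *Xist* of 9.28 and 9.74 log2 CPM, and the 3 labelled female had 0.95 to 1.72. Mice of both labels are out of place in one strain and diet, so exchanged labels are a candidate explanation. Counts of the 2 chromosome Y genes go with the label and not with the expression: the 2 mice labelled male had at least 1461 counts, and the 3 labelled female had 0. A candidate explanation is that the sex label was used in the counting, for instance in the choice of transcripts. In CC024_CC002 and CC002_CC075, 2 males each on the HFHS diet were closest to the other strain, with an r of at least 0.644, against a median of 0.712 of mice with their own strain, so an exchange between these strains may explain them. All 9 mice are in library block 1. 1 further male with metformin, of CC009_CC013, had an autosomal score of -0.0980 without other signs.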
